# LGR5 marks targetable tumor-initiating cells in mouse liver cancer

**DOI:** 10.1038/s41467-020-15846-0

**Published:** 2020-04-23

**Authors:** Wanlu Cao, Meng Li, Jiaye Liu, Shaoshi Zhang, Lisanne Noordam, Monique M. A. Verstegen, Ling Wang, Buyun Ma, Shan Li, Wenshi Wang, Michiel Bolkestein, Michael Doukas, Kan Chen, Zhongren Ma, Marco Bruno, Dave Sprengers, Jaap Kwekkeboom, Luc J. W. van der Laan, Ron Smits, Maikel P. Peppelenbosch, Qiuwei Pan

**Keywords:** Cancer stem cells, Targeted therapies, Liver cancer

## Abstract

Cancer stem cells (CSCs) or tumor-initiating cells (TICs) are thought to be the main drivers for disease progression and treatment resistance across various cancer types. Identifying and targeting these rare cancer cells, however, remains challenging with respect to therapeutic benefit. Here, we report the enrichment of LGR5 expressing cells, a well-recognized stem cell marker, in mouse liver tumors, and the upregulation of *LGR5* expression in human hepatocellular carcinoma. Isolated LGR5 expressing cells from mouse liver tumors are superior in initiating organoids and forming tumors upon engraftment, featuring candidate TICs. These cells are resistant to conventional treatment including sorafenib and 5-FU. Importantly, LGR5 lineage ablation significantly inhibits organoid initiation and tumor growth. The combination of LGR5 ablation with 5-FU, but not sorafenib, further augments the therapeutic efficacy in vivo. Thus, we have identified the LGR5^+^ compartment as an important TIC population, representing a viable therapeutic target for combating liver cancer.

## Abstract (web summary)

Cancer stem cells (CSCs) are thought to be the main drivers for disease progression and treatment resistance in liver cancer. This study identifies the LGR5+ compartment as an important CSC population, representing a viable therapeutic target for combating liver cancer.

## Introduction

The key concept underlying the cancer stem cell (CSC) or tumor-initiating cell (TIC) theory is that tumors are maintained through a hierarchical structure, in which different cell populations have different functionalities in pathophysiology^1^. The bulk of a tumor is thought to consist of CSCs/TICs as well as rapidly proliferating cells. CSCs/TICs are responsible for tumor initiation, resistance to conventional treatment, and distant metastasis. Rapidly proliferating cancer cells, thought to be derived from the tumor stem cell pool, are responsible for volume increment of the tumor^2^. A prediction based on this model is that ablation of the relatively small CSC compartment would ultimately result in cessation of tumor growth and metastasis, and provoke sensitization of the tumor to conventional treatment as well.

Within the framework of this theory, CSCs/TICs would be characterized by a large capacity for self-renewal, a potential for differentiation into different cell types that constitute the tumor, and a resistance to conventional treatment^1^. These key features largely overlap with those of normal stem cells, making it extremely difficult to specifically identify CSCs/TICs, but on the other hand would allow techniques traditionally used for identifying normal stem cells also to be applied for CSCs/TICs^3^. LGR5 (leucine-rich repeat-containing G protein-coupled receptor 5) evokes special interest as a potential marker for the CSC/TIC compartment in this respect. LGR5 is a well-characterized stem cell marker in several tissues/organs, including the small intestine, colon, and liver^4–6^. In the colon and intestine, the LGR5 stem cell pool constantly proliferates and differentiates into mature cell types to compensate for the loss of functional epithelial cells. Interestingly, these LGR5 stem cells also participate in the process of oncogenesis, acting as the cells-of-origin of intestinal cancer^7^. Importantly, LGR5 marks CSCs in colon cancer^8–10^, intestinal cancer^11^, and basal cell carcinoma^12^. In intestinal adenoma as well as malignant carcinoma, LGR5 cells account consistently for a ratio of 5–10% of tumor cells and fuel tumor growth^8,13^. Proof-of-concept showing that specific elimination of LGR5 cells delays tumor growth in colon cancer has been provided^9^. Given the essential role of CSCs/TICs, these cells are attractive targets for anticancer treatment, whereas their resistance to conventional therapies impedes the therapeutic development.

In contrast to the colon and intestine, LGR5 stem cells are absent in the homeostatic liver, but emerge upon tissue injury^4,14^. These liver LGR5 cells are likely to be an intermediate stem/progenitor cell population that responds to injury, but they may have a limited contribution to tissue repair^14^. Whether an LGR5^+^ compartment exists in liver cancer remains obscure, and the possible importance of such a compartment in this disease is unexplored. Nevertheless, research into this possibility is urgently needed as liver cancer is one of the most common forms of malignancy worldwide, with nearly 800,000 cases reported yearly, and it is characterized by a depressing lack of treatment options^15^. Hepatocellular carcinoma (HCC) and cholangiocarcinoma (CC) are the two main types of primary liver cancer. Currently, surgery remains the only potentially curative therapeutic strategy available, but is well-known for its high recurrence rate following tumor resection. Chemotherapy and targeted treatment are generally ineffective, with sorafenib providing some extension of life expectancy to HCC patients. The unusual treatment resistance of liver cancer is thought to be associated with the presence of CSCs/TICs, but this notion remains largely unproven^16^. Thus, we aimed to investigate whether LGR5 marks CSCs/TICs in liver cancer, and to explore the potential for therapeutic targeting of these cells. Our results show that in liver cancer, an LGR5^+^ compartment exists that is superior in tumor initiation and mediates therapy resistance. Targeting this compartment constitutes a rational avenue for combating this disease.

## Results

### Enrichment of LGR5-expressing cells in primary liver tumors

Homeostatic livers are reported to be devoid of LGR5^+^ cells, but injury does induce such cells^14^. Whether LGR5^+^ cells are present in liver cancer is largely unknown. By adopting *Lgr5–DTR–GFP* knock-in mice (Fig. 1a), we first investigated the presence of LGR5^+^ cells (GFP-co-expressing cells) in the healthy and injured liver, and during carcinogenesis. Carbon tetrachloride (CCl_4_) was used to trigger liver injury. Diethylnitrosamine (DEN) was used to induce primary liver tumor formation (Fig. 1b; Supplementary Fig. 1). Although LGR5 cells are absent in the homeostatic liver (Fig. 1c), either a single course or repeated administration of DEN can rapidly trigger the emergence of LGR5–GFP^+^ cells (post DEN induction day 7; relative size of the LGR5–GFP^+^ compartment following 1 × DEN: 0.025 ± 0.05%, *n* = 3 [mean ± SEM]; Supplementary Fig. 2a, b). Animals were monitored for liver tumor formation from 4 to 14 months post DEN induction (Supplementary Data 1). Analysis of the resulting hepatic neoplasms revealed the stable presence of an LGR5^+^ compartment in these liver tumors (Fig. 1c). The relative abundance of LGR5 cells in the tumors (Supplementary Data 1, Supplementary Fig. 2c, d) is significantly higher as compared with those in the tumor-surrounding tissues (Fig. 1d) or as detected in CCl_4_-injured livers (Fig. 1c). The LGR5 expression levels in the tumor cells show substantial variation, but are substantially and significantly higher compared with that in injured liver (Fig. 1e). Immunohistochemistry (IHC) and immunofluorescence (IF) staining of GFP expression further confirms the presence of an LGR5^+^ compartment and enables detailed analysis of spatial distribution of LGR5–GFP^+^ cells in the liver (IF: Fig. 1f; IHC: Supplementary Fig. 2e, f). Co-staining with hepatocyte marker (HNF4α) or cholangiocyte marker (CK19) revealed that a proportion of LGR5 cells in the tumor express HNF4α or CK19 (Fig. 1g, h), suggesting that LGR5^+^ cells may give rise to both a HCC-like and a CC-like phenotype, the two main types of primary liver cancer. Thus, these data have demonstrated the presence of an LGR5^+^ compartment in primary murine liver cancer.

**Fig. 1:**
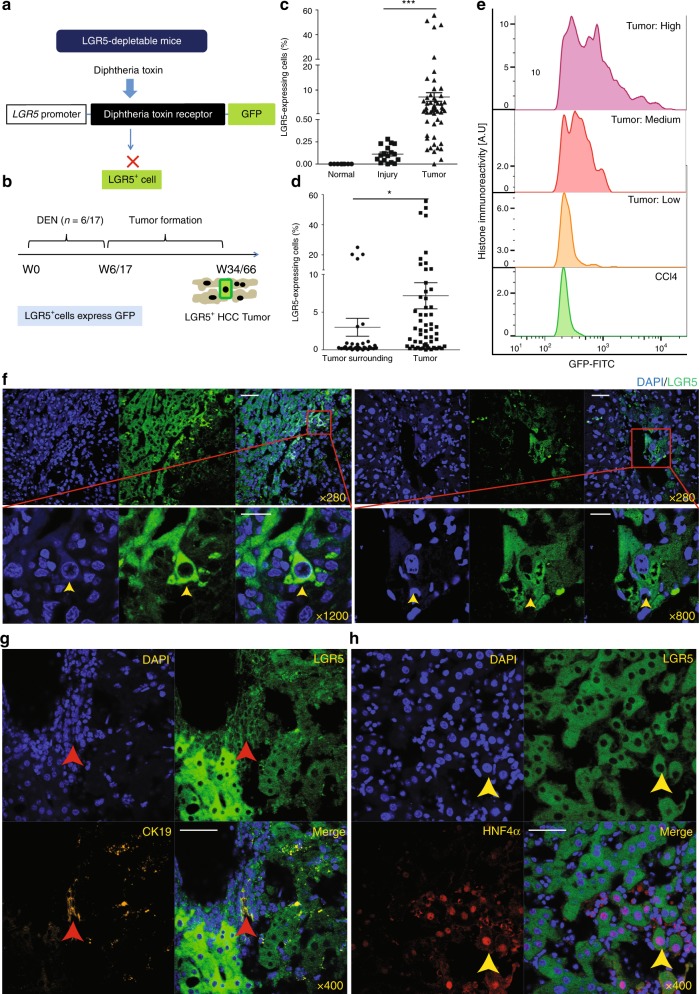
Primary murine liver tumors are enriched with LGR5-expressing cells. **a** Principle of *Lgr5–DTR–GFP* transgenic mouse strategy used in this study. **b** Principle of the experimental strategy used to induce primary murine tumors in the context of this study. **c** The percentage of LGR5^+^ cells, as determined by flow cytometry, is significantly higher in liver tumors from DEN-treated (7.29 ± 1.76%, *n* = 55) as compared with livers from untreated animals (0 ± 0%, *n* = 8) or injured livers from CCl_4_-treated animals (0.11 ± 0.022%, *n* = 17) (Welch test, *P* = 0.0001). **d** The percentage of LGR5–GFP^+^ cells is significantly increased in liver tumors (7.29 ± 1.76%, *n* = 55) as compared with the tumor-surrounding tissues (2.93 ± 1.15%, *n* = 34) of the same mice (Welch test, *P* = 0.0407). **e** Liver tumor-derived LGR5–GFP^+^ cells showed increased fluorescence intensity when compared with LGR5–GFP^+^ cells derived from CCl_4_-injured livers. **f** Representative images showing LGR5–GFP^+^ cells as present in liver tumors. Yellow arrow: LGR5–GFP^+^ cell. DAPI: blue. Upper panels: scale bar = 50 µm; lower panels: scale bar = 20 µm. **g**, **h** Representative confocal images showing the expression of the cholangiocyte marker (**g**, CK19, yellow) and the hepatocyte-specific marker (**h**, HNF4α, red) in LGR5–GFP-expressing cells, Scale bar = 50 µm. Mean ± SEM. Source data are provided as a Source Data file.

To examine the clinical relevance, we investigated *LGR5* expression in human HCC tumors from our patient cohort (Erasmus MC cohort). We found that *LGR5* expression is significantly elevated in tumor tissues compared with the paired tumor-free liver tissues (Fig. 2a), and also in some subpopulations of patients with specific etiologies of HCC (Fig. 2b). Survival analysis by predicting Kaplan–Meier curves revealed a tendency toward worse clinical outcome in patients with higher *LGR5* expression (Fig. 2c). Further analysis of online publically available datasets confirmed the upregulation of *LGR5* expression in HCC (Supplementary Fig. 3a), and possible association with clinical outcome, especially in subpopulations of specific patients (Supplementary Fig. 3b). Interestingly, with data from the TCGA database and International Cancer Genome Consortium-France (LICA-FR) and International Cancer Genome Consortium-Japan (LIRI-JP), we found that the upregulation of *LGR5* expression is more pronounced in HCC tumors with *β-catenin* mutation (Supplementary Fig. 4). This is in line with LGR5 being a *β-catenin* target gene both in the intestine and liver^5,17^. Taken together, *LGR5* cells are enriched in both mouse and human liver tumors, and bear substantial clinical relevance.

**Fig. 2:**
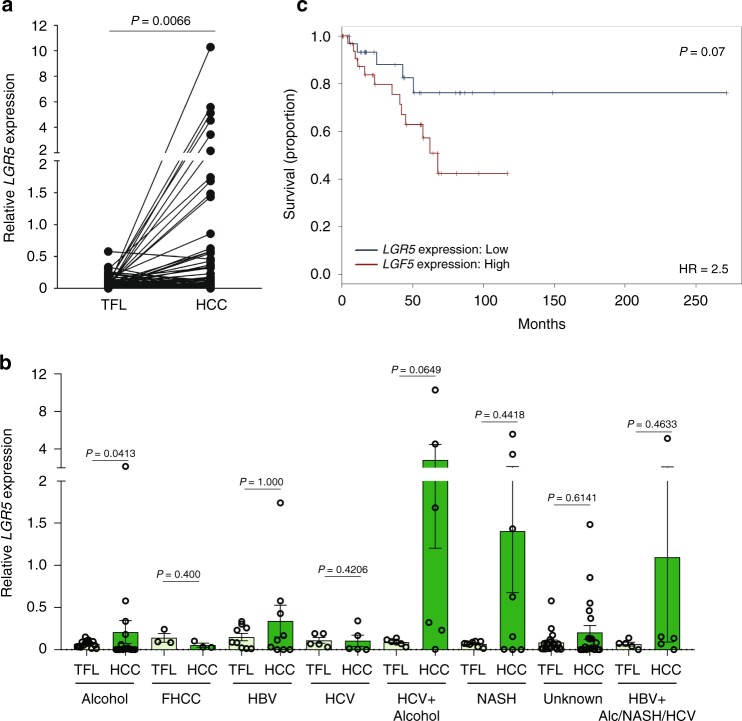
The expression of *LGR5* is upregulated in human HCC tissues. **a** Upregulation of *LGR5* expression in HCC tissues (*n* = 74) compared with tumor-free liver tissues (TFL, *n* = 75) from the Erasmus MC cohort (paired *T* test, *P* = 0.0066). *GUSB* (beta-glucuronidases), *HPRT1* (hypoxanthine phosphoribosyltransferase 1), and *PMM1* (phosphomannomutase 1) were used as reference genes for normalization. **b** The expression of *LGR5* in HCC tissues compared with TFL stratified based on the etiologies of HCC (paired *T* test). FHCC fibrolamellar carcinoma, HBV hepatitis B virus, HCV hepatitis C virus, NASH nonalcoholic steatohepatitis, Alc alcohol. Patient number: alcohol (*n* = 16); FHCC (*n* = 3); HBV (*n* = 9); HCV (*n* = 5); HCV + alcohol (*n* = 6); NASH (*n* = 8); unknown (*n* = 21); HBV + Alc/NASH/HCV (*n* = 5). **c** Kaplan–Meier curve of HCC patient survival with high (*n* = 37) and low (*n* = 37) *LGR5* expression (cutoff value based on median value—0.047). Mean ± SEM. Source data are provided as a Source Data file.

### Preservation of LGR5 cells in organoid and allograft tumors

3D organoid cultures are robust model systems for studying the properties of (cancer) stem cells^18–20^. We have successfully established routine procedures^21^ for creating organoid cultures from primary liver tumors of DEN-induced mice (Supplementary Fig. 1). In total, 89 tissues were obtained from 41 individual murine livers (Supplementary Data 1). In all, 63 out of 89 (70.8%) tumor/tumor-surrounding tissues successfully initiated organoids (8 out of 34 tumor-surrounding tissues did not initiate organoids, 23.5%; 18 out of 55 tumor tissues did not initiate organoids, 32.7%). These organoids can be maintained and propagated in 3D culture for at least 5 months. Staining for CK19 and HNF4α demonstrates that these organoids display either a CC or HCC-like phenotype (Fig. 3a, b). Importantly, these cultured organoids maintain a population of LGR5-positive cells (Fig. 3c).

**Fig. 3:**
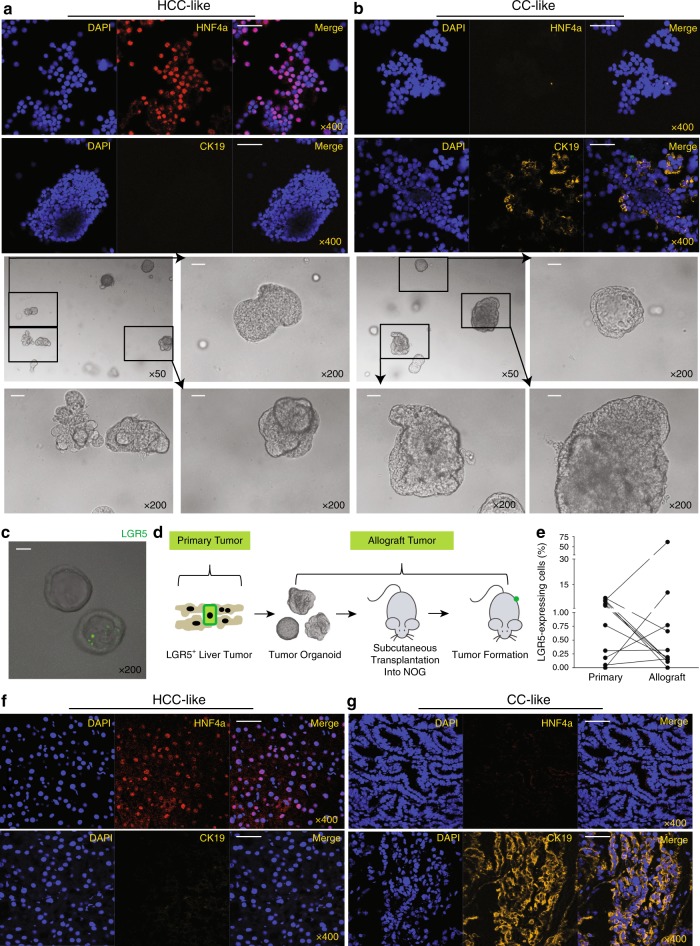
Maintenance of LGR5-expressing cells in liver tumor organoids and allograft tumors. **a**, **b** Representative pictures showing organoid lines that predominately express the hepatocyte marker HNF4ɑ (**a**) or the cholangiocyte marker CK19 (**b**) (upper panels: IF staining; lower panels: bright-field microscopic pictures, scale bar = 50 µm). **c** Representative pictures showing the presence of LGR5- expressing cells in organoids. LGR5-driven GFP: green. Scale bar = 50 µm. **d** An outline of the experimental strategy used to transplant tumor organoid lines into immunodeficient mice. **e** The percentages of LGR5-expressing cells in allograft tumors and the corresponding primary tumors (primary vs. allograft: 2.8 ± 0.8% vs. 6.8 ± 5.6%, *n* = 11, *P* = 0.3577). **f**, **g** Representative pictures of allograft tumors that mainly express either the hepatocyte marker HNF4ɑ (**f**) or the cholangiocyte marker CK19 (**g**). Scale bar = 50 µm. Mean ± SEM. Source data are provided as a Source Data file.

To investigate whether these murine organoid lines are malignant, we transplanted all the 63 strains into immunodeficient NOG mice (Fig. 3d). One to 6 months after allografting, 11 out of 63 organoid strains formed palpable tumors in the immune-deficient mice (17.5%). All contained an LGR5–GFP^+^ compartment as determined by FACS analysis of the tumors (Fig. 3e).

Following re-culture of cells obtained from these allograft tumors as organoids, we observed substantial diversity of the morphology (Supplementary Fig. 5a–c) and CK19/HNF4α expression in the corresponding allograft tumors (Fig. 3f; Supplementary Data 2). A population of LGR5-expressing cells were again observed in these organoid cultures (Supplementary Fig. 5d), in line with the existence of such a compartment in the allograft tumors from which these organoid cultures originated (IF: Supplementary Fig. 5e; IHC: Supplementary Fig. 5f and Supplementary Data 2). In addition, genome-wide transcriptomic analysis revealed a distinct gene expression signature between LGR5^+^ and LGR5^−^ cells, including TATA-box binding protein-associated factor 7 like (*Taf7l*), sialophorin (*Spn*), SRY-box 2 (*Sox2*), nidogen-1 (*Nid1*), paralemmin 3 (*Palm3*), alpha-1-microglobulin/bikunin precursor (*Ambp*), membrane-bound O-acyltransferase domain containing 4 (*Mboat4*), and chymase 1 (*Cma1*), which had higher expression levels in LGR5^+^ compared with LGR5^−^ population. 

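Cells sorted on LGR5–GFP from liver cancer organoids of *Lgr5–DTR–GFP* mice, in which GFP and the diphtheria toxin receptor are expressed from the *Lgr5* locus, were profiled by RNA sequencing. There were 4 groups of 3 libraries each: untreated LGR5- cells, untreated LGR5+ cells, 5-FU-treated LGR5- cells and 5-FU-treated LGR5+ cells. 5-FU (5-fluorouracil) is a pyrimidine analog that disturbs DNA synthesis and RNA processing. The paper's text does not give its dose or duration for these cells. RNA was amplified with a SMARTer kit and sequenced as paired-end reads, and the authors deposited the reads counted on each gene in each library, without normalization. The paper's text does not name the aligner, the counting program, the genome build or the test behind its differentially expressed genes; its statistics section names general tests for the whole study. The counts cover 47069 Ensembl mouse genes, of which 27776 had at least 1 read.

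Counted reads per library ranged from 16079773 to 19323514 (median 17104997) in untreated LGR5- cells, from 15831066 to 17645458 (median 16189307) in untreated LGR5+ cells, from 13750591 to 16731880 (median 16088764) in 5-FU-treated LGR5- cells and from 17756135 to 19308778 (median 18564351) in 5-FU-treated LGR5+ cells. A count of 0 allows up to 3 reads, which is 0.165 to 0.220 CPM depending on the library. Reads amplified by PCR without molecular identifiers are not independent molecules, so this limit covers counting error only. Counts were scaled by edgeR's TMM method, genes with too few reads for a test were removed by filterByExpr, and the remaining 16157 genes were fitted across all 12 libraries with 1 mean per group. Groups were compared by edgeR's robust quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's thresholds, an unadjusted *P* under 0.05 and an absolute log2 fold change over 1.5, were counted beside an adjusted *P* under 0.05. Gene positions are those of GENCODE M21 on GRCm38.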

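*Lgr5* (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) had 454, 419 and 649 reads in the untreated LGR5- libraries and 476, 380 and 439 in the untreated LGR5+ libraries. After scaling, this was 28.8 ± 6.63 CPM in LGR5- cells and 25.7 ± 2.12 CPM in LGR5+ cells (SD, n = 3 each). The log2 fold change of LGR5+ over LGR5- cells was -0.17 (standard error 0.23, adjusted *P* = 1 from edgeR's quasi-likelihood test), which lies within the spread of the replicates. Without LGR5- replicate 3 it was 0.03.

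Between the untreated populations, 74 genes passed both thresholds, 21 of them higher and 53 lower in LGR5+ cells. No gene reached an adjusted *P* under 0.05 (0 genes, against 214 at an unadjusted *P* under 0.05). The number past both thresholds moved most with the filter: 6 genes passed among those with at least 10 reads in every library and 357 when no filter was applied. Leaving out one library also changed the direction. Without LGR5- replicate 3, 111 genes were higher and 14 lower (125 in all), of which 17 were among the 74. There were 26 higher and 174 lower without LGR5- replicate 1 (200), 19 and 186 without LGR5- replicate 2 (205), 48 and 57 without LGR5+ replicate 1 and 11 and 115 without LGR5+ replicate 2 (126).

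Of the 8 genes named as higher in LGR5+ cells, *Taf7l* (ENSMUSG00000009596, chromosome X from 134460118 to 134476490) had 0, 0 and 0 reads in the LGR5- libraries and 1, 1 and 1 in the LGR5+ libraries. *Spn* (ENSMUSG00000051457, chromosome 7 from 127132232 to 127137823) had 0, 0 and 0 reads against 1, 2 and 2. For *Nid1* (ENSMUSG00000005397, chromosome 13 from 13437551 to 13512269) the reads were 1, 0 and 0 in LGR5- and 3, 2 and 3 in LGR5+ cells, and for *Ambp* (ENSMUSG00000028356, chromosome 4 from 63143275 to 63154799) they were 1, 0 and 1 and 2, 3 and 3. In these genes both groups lie at or under the limit that a count of 0 allows in a library, so the size of a difference could not be bounded. Without a filter, *Spn* passed both thresholds and *Taf7l*, *Nid1* and *Ambp* did not. In an unfiltered comparison of unlogged CPM means, chosen after seeing the data, all of these genes passed. That comparison was kept because it gave the paper's numbers of genes, so this is not independent evidence. *Cma1* (ENSMUSG00000022225, chromosome 14 from 55941451 to 55944675) had 1, 2 and 0 reads in LGR5- cells and 4, 2 and 4 in LGR5+ cells, too few in either group to bound a fold. These 5 genes were removed by the filter and not tested in the fit that used it. *Palm3* (ENSMUSG00000047986, chromosome 8 from 84021471 to 84030295) had 1, 2 and 0 reads against 4, 5 and 3 (unadjusted *P* = 0.0816 and adjusted *P* = 1, edgeR), which does not exclude equal levels. *Mboat4* (ENSMUSG00000071113, chromosome 8 from 34115030 to 34125182) had 1, 3 and 5 reads in LGR5- cells, or 0.168 ± 0.109 CPM, and 11, 13 and 9 in LGR5+ cells, or 0.657 ± 0.132 CPM (SD, n = 3 each). Its log2 fold change was 1.91 (standard error 0.70, adjusted *P* = 1, edgeR), and it was the only one of the 8 past both thresholds. It no longer passed them without LGR5- replicate 1, and it was removed by the filter when only the 6 untreated libraries were fitted and when at least 10 reads were required in every library. Apart from *Sox2*, each of the 8 genes had more CPM in every LGR5+ library than in every LGR5- library (two-sided exact permutation test, *P* = 0.1, the smallest that 3 libraries against 3 allow, and 0.114 after adjustment over the 8 genes). From this comparison, the paper concludes that LGR5+ and LGR5- cells have distinct expression signatures.

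**Figure D1:**
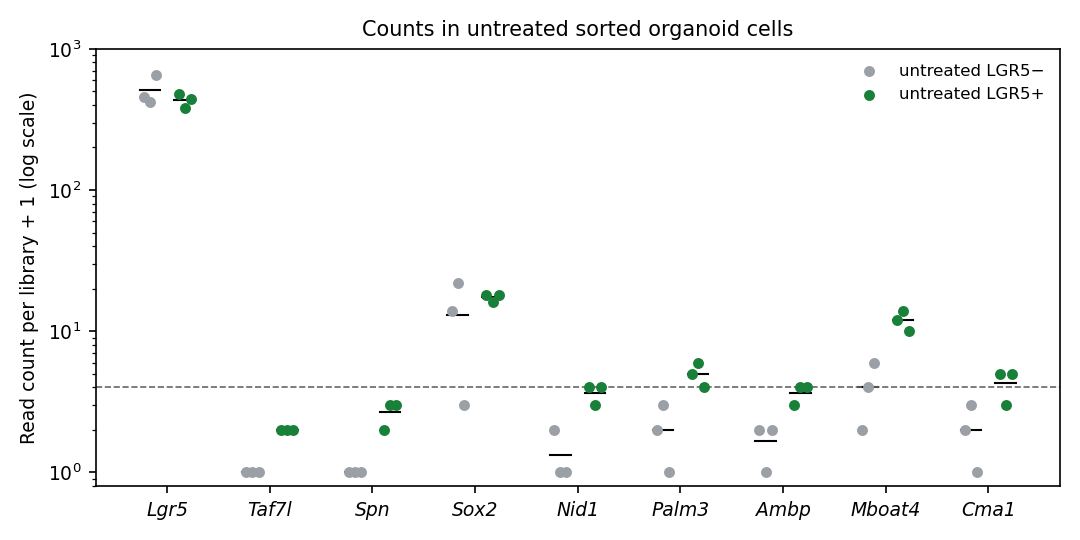
Reads in each untreated library for *Lgr5* and the 8 genes, plotted as count plus 1 on a log axis, with LGR5- libraries in grey, LGR5+ libraries in green and bars at the group means. The dashed line marks 3 reads, and *Taf7l*, *Spn*, *Nid1* and *Ambp* lie at or under it in both groups.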

Kaplan–Meier curve analysis revealed that all these genes are associated with the survival of liver cancer patients (Supplementary Fig. 6, Supplementary Data 3–4). 

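*Sox2* (ENSMUSG00000074637) has 1 exon and lies on chromosome 3 of GRCm38 from 34650405 to 34652461, inside the long noncoding gene *Sox2ot* (ENSMUSG00000105265, 34104270 to 34682619) and on the same strand. A read on *Sox2* therefore lies within the span of both genes. Whether an exon of *Sox2ot* covers *Sox2* was not examined, and the paper's text does not state how such reads were counted. *Sox2* had 13, 21 and 2 reads in the untreated LGR5- libraries and 17, 15 and 17 in the untreated LGR5+ libraries, or 0.684 ± 0.528 and 0.973 ± 0.0475 CPM (SD, n = 3 each). Its log2 fold change was 0.51 (standard error 0.69, adjusted *P* = 1, edgeR), and the LGR5- values spread on both sides of the LGR5+ values (two-sided exact permutation test, *P* = 0.6). The log2 fold change was 0.00 without LGR5- replicate 3 and 1.12 without LGR5- replicate 2. *Sox2ot* had 0, 0 and 0 reads in LGR5- cells and 1, 3 and 4 in LGR5+ cells and was removed by the filter on low counts. The reads counted on *Sox2* in LGR5- cells were thus not counted on *Sox2ot* as well.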

Especially, *Sox2* as a transcription factor is essential for maintaining self-renewal or pluripotency of undifferentiated embryonic stem cells, and has been reported as a marker for cancer stem cells in breast cancer and squamous-cell carcinoma^22^. 

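For the metabolism-related pathways, Supplementary Data 3 lists *Cyp4x1*, *Fmo2*, *Rgs5*, *Adcy4* and *Pnp2* among the genes that differ between untreated LGR5+ and LGR5- cells. *Cyp4x1* (ENSMUSG00000047155, chromosome 4 from 115106323 to 115134281) had 2, 1 and 1 reads in the LGR5- libraries and 0, 0 and 0 in the LGR5+ libraries. *Fmo2* (ENSMUSG00000040170, chromosome 1 from 162874317 to 162898726) had 1, 3 and 3 against 0, 0 and 0, and *Rgs5* (ENSMUSG00000026678, chromosome 1 from 169655501 to 169695813) had 1, 2 and 2 against 0, 0 and 0. The reads of *Pnp2* (ENSMUSG00000068417, chromosome 14 from 50955992 to 50964749) were 0, 1 and 0 in LGR5- and 2, 3 and 3 in LGR5+ cells. With both groups at or under 3 reads, the size of a difference in these genes could not be bounded. *Adcy4* (ENSMUSG00000022220, chromosome 14 from 55769057 to 55784095) had 5, 5 and 4 reads in LGR5- cells and 1, 1 and 1 in LGR5+ cells, too few to bound a fold. None of the 5 genes had enough reads to pass the filter, so none was tested in the fit that used it.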

Gene enrichment analysis of the 196 differentially expressed genes further revealed the involvement of metabolism-related pathways, including “Oxidation by Cytochrome P450”, “Calcium Regulation”, “Metapathway biotransformation”, and “Purine metabolism”. There are also differentially expressed genes involved in immune regulation, including “Macrophage markers pathway”, “Kit Receptor Signaling Pathway”, and “IL-6 signaling Pathway”. Furthermore, LGR5^+^ cells had significantly differentially expressed genes involved in cell proliferation/migration, including “Chemokine signaling pathway”, “Matrix Metalloproteinases”, and “PPAR signaling pathway”. 

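The gene that Supplementary Data 3 lists under the macrophage markers is *Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321), which codes for a lysozyme and has the paralog *Lyz1*. It had 166, 104 and 65 reads in the untreated LGR5- libraries and 385, 419 and 190 in the LGR5+ libraries, or 6.46 ± 3.29 and 19.8 ± 7.51 CPM (SD, n = 3 each). The log2 fold change was 1.62 (standard error 0.36, adjusted *P* = 1, edgeR), between 1.33 and 2.09 with single libraries left out. *Lyz2* had the smallest unadjusted *P* of all genes in this comparison. *Fgr* (ENSMUSG00000028874, chromosome 4 from 132974095 to 133001910), a tyrosine kinase gene listed for both the Kit receptor and the IL-6 pathway, had 4, 4 and 4 reads in LGR5- cells and 2, 1 and 0 in LGR5+ cells. These are too few to bound a fold, and it was not tested.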

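*Mmp8* (ENSMUSG00000005800, chromosome 9 from 7558456 to 7568485), a matrix metalloproteinase gene, had 0, 0 and 0 reads in the untreated LGR5- libraries and 4, 3 and 1 in the LGR5+ libraries. *Fabp2* (ENSMUSG00000023057, chromosome 3 from 122895072 to 122899506), the fatty acid-binding protein gene listed under the PPAR pathway, had 0, 0 and 0 against 4, 1 and 3. The mean of neither gene in LGR5+ cells exceeded the 3 reads that a count of 0 allows in a single library, and neither was tested. This limit is wider than what counts of 0 in all 3 LGR5- libraries together allow, so it does not exclude a difference. The 2 genes listed under the chemokine pathway are *Fgr* and *Adcy4*, which the filter on low counts also removed.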

Interestingly, there are differentially expressed genes enriched in “Wnt Signaling Pathway” and “G Protein Signaling Pathways”. 

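Under the Wnt pathway, Supplementary Data 3 lists *Nkd2* (ENSMUSG00000021567, chromosome 13 from 73818534 to 73847631), which codes for an inhibitor of Wnt signaling. Its reads were 1, 1 and 1 in the untreated LGR5- libraries and 5, 6 and 4 in the LGR5+ libraries. The log2 fold change was 2.25 (standard error 0.87, unadjusted *P* = 0.0212 and adjusted *P* = 1, edgeR), which passed both thresholds. It lay between 2.08 and 2.39 with single libraries left out. With at most 3 reads in every LGR5- and at most 6 in every LGR5+ library, the counts are too few to bound a fold. Between the 5-FU-treated populations the log2 fold change of *Nkd2* was 0.64 (standard error 0.62, adjusted *P* = 0.619, edgeR). *Adcy4*, an adenylate cyclase gene, is the only gene listed under the G protein pathways and was counted at 5 reads or fewer in every untreated library.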

Subsequent experiments were initiated to assess the exact functionality of LGR5- expressing cells.

### LGR5^+^ cells are superior in organoid and tumor initiation

For functional comparison of LGR5^+^ and LGR5^−^ liver cancer cells, we first assessed their relative clonogenic ability using an organoid initiation assay. Employing FACS (the sorting strategy: Supplementary Fig. 7a), LGR5–GFP^+^ and LGR5–GFP^−^ cells were collected from 71 individual primary murine liver tissues, and cultured in 3D matrigel (Fig. 4a; Supplementary Data 5). After 2–3 weeks, we observed organoid formation from single cells (Fig. 4b–d). Importantly, LGR5–GFP^+^ cells have stronger organoid formation ability compared with LGR5–GFP^−^ cells (2.13 ± 0.67% vs. 0.07 ± 0.02%, *n* = 30) (Supplementary Data 5: detailed organoid initiation efficiency). In addition, we also observed that the initiation ability of LGR5^+^ cells showed close correlation to collected cell number. The average numbers of LGR5^+^ cells collected from tissues that did initiate organoid (1906 ± 442, *n* = 25) were significantly higher compared with the number that did not (171 ± 47, *n* = 46). This was not the case for LGR5^−^ cells (28350 ± 8914, *n* = 60 vs. 13860 ± 3654, *n* = 11) (Supplementary Fig. 7b–d). This indicates that a sufficient cell number (>1000) is essential for successful organoid initiation of LGR5-expressing cells from liver tumors.

**Fig. 4:**
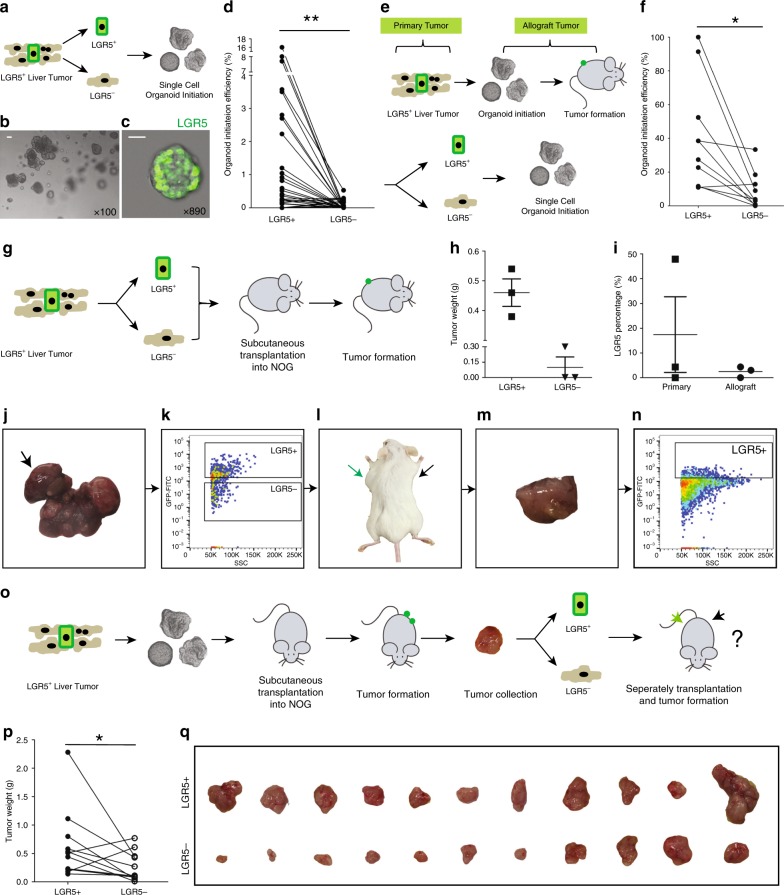
Single LGR5^+^ cells from liver tumors are superior in organoid and tumor initiation. **a** An outline of the experimental strategy for studying ex vivo organoid initiation of cells derived from primary murine liver tumors. **b** A representative picture of organoids derived from single LGR5^+^ cells. Scale bar = 50 µm. **c** Representative confocal micrograph of a single LGR5^+^ cell-initiated organoid dominated by LGR5-expressing cells. LGR5-driven GFP: green. Scale bar = 20 µm.  **d** Organoid initiation efficiency of LGR5–GFP^+^ and LGR5–GFP^−^ cells, isolated from primary tumors (LGR5^+^ cells: 25 out of 71 tissues, 35.2%; LGR5^−^ cells: 11 out of 71 tissues, 15.5%) (paired *T* test, 2.13 ± 0.67% vs. 0.065 ± 0.023%, *n* = 30, *P* = 0.0048). **e** An outline of the strategy used to study ex vivo organoid initiation of allograft tumor-derived cells. **f** Efficiency of organoid initiation by allograft liver tumor-derived LGR5–GFP^+^ and LGR5–GFP^−^ cells (paired *T* test, 40.46 ± 10.19% vs. 9.84 ± 3.93%, *n* = 10, *P* = 0.0187). **g** Outline of the experimental strategy used to assess in vivo tumor initiation of cells isolated from primary murine liver tumors. **h** Weight of tumors initiated by LGR5^+^ and LGR5^−^ cells (LGR5^+^ vs. LGR5^−^: 0.46 ± 0.046 g vs. 0.10 ± 0.10 g, *n* = 3) (formed tumor number: LGR5^+^ cells—3 out of 9; LGR5^−^ cells—1 out of 9). **i** LGR5 expression in single LGR5^+^ cell-derived allograft tumors and the corresponding primary tumors (17.42 ± 15.29% vs. 2.47 ± 1.27%, *n* = 3). **j**–**n** Representative pictures showing that LGR5–GFP^+^ and LGR5–GFP^−^ cells (**k**) were isolated from DEN-induced primary liver tumors (**j**). Then, LGR5–GFP^+^ cells (green arrow) initiated allograft tumors in immunodeficient mouse (**l**–**n**). The initiated allograft tumors sustained LGR5 expression (**n**). **o** An outline of the experimental strategy for in vivo tumor initiation assay of cells isolated from allograft murine liver tumors. **p**, **q** Tumor weight (**p**) and macroscopic aspect (**q**) of allografts initiated by LGR5–GFP^+^ cells and LGR5–GFP^−^ cells (isolated from allograft tumors) (0.64 ± 0.19 g vs. 0.27 ± 0.08 g, *n* = 11, *P* = 0.0418). Mean ± SEM. Source data are provided as a Source Data file.

We next performed organoid initiation for cells derived from the allograft tumors (Fig. 4e). Similar as observed with primary tumors, LGR5^+^ cells of allograft tumors initiate more organoids as compared with LGR5^−^ cells (40.5 ± 10.2% vs. 9.8 ± 3.9%, *n* = 10) (Fig. 4f). Compared with cells isolated from primary tissues, allograft tumor cells are more potent with respect to their potential for organoid initiation (Supplementary Fig. 7e–g). Interestingly, organoids formed from a single LGR5–GFP^+^ or LGR5–GFP^−^ cell produce both LGR5-positive and -negative offspring, suggesting possible self-formation of a hierarchical organization sustaining organoid growth and differentiation (Supplementary Fig. 7h).

The ultimate measure of potential functionality of LGR5^+^ cells in pathophysiology is their capacity to form allograft tumors in vivo (Fig. 4g). Hence, identical numbers of FACS-sorted LGR5–GFP^+^ and LGR5–GFP^−^ cells derived from primary liver tumors were subcutaneously engrafted into NOG mice, and tumor formation was monitored (Supplementary Data 6). As expected, LGR5^+^ cells display a stronger capacity for tumor initiation as compared with LGR5^−^ cells (LGR5^+^ vs. LGR5^−^: 33.3% vs. 11.1%) (Fig. 4h; Supplementary Data 6). Moreover, tumors initiated from LGR5^+^ cells contain both LGR5-positive and -negative populations (Fig. 4i–n). In addition, we have performed a tumor formation assay for the cells that were derived from the allograft tumors (Fig. 4o). Again, the LGR5^+^ compartment proved markedly more potent in this respect relative to the LGR5–GFP^−^ compartment (Fig. 4p, q; Supplementary Table 1). Collectively, our results are best interpreted that liver tumor-derived LGR5^+^ cells constitute a bona fide TIC compartment.

### Anticancer treatment enriches LGR5-expressing cells

CSCs or TICs are presumed to be relatively resistant to conventional anticancer treatment. A prediction would thus be that in liver cancer, the LGR5^+^ cells would be more resistant to anticancer treatment as compared with the LGR5^−^ cells. Hence, we challenged tumor organoids with sorafenib, the FDA-approved drug for treating advanced HCC, and compared the relative potential of LGR5–GFP^+^ and LGR5–GFP^−^ cells to withstand such treatment (Fig. 5a). Treatment of tumor organoids with sorafenib significantly increased the percentage of LGR5-positive cells in the population (Fig. 5b–d). This effect became even more profound when the organoids were treated with the chemotherapeutic agent, 5-fluorouracil (5-FU) (Fig. 5a–d).

**Fig. 5:**
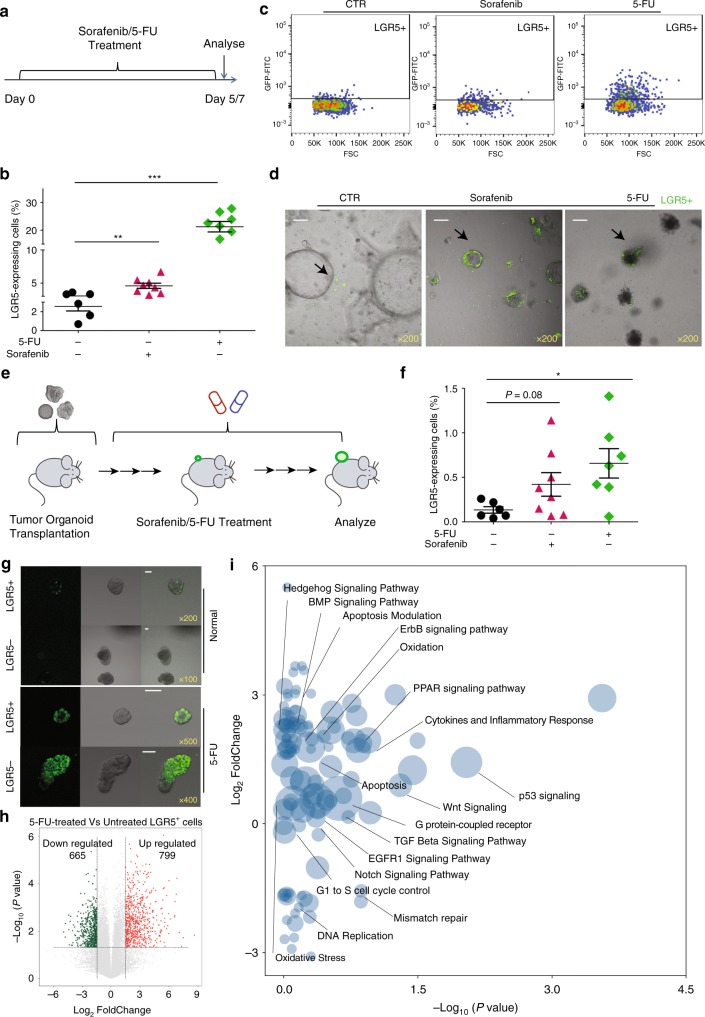
Anticancer treatment selects for LGR5^+^ cells. **a** Outline of the ex vivo experimental strategy used to assess the effects of drug treatment on the size of the LGR5^+^ compartment. **b** The fraction of LGR5–GFP^+^ cells is significantly increased upon treatment with sorafenib or 5-FU (vehicle control vs. 10 µM sorafenib vs. 10 µM 5-FU: 2.6 ± 0.5% vs. 4.6 ± 0.4% vs. 21.3 ± 1.9%). **c**, **d** Representative FACS plots (**c**) and confocal pictures (**d**) demonstrating that the fraction of LGR5–GFP^+^ cells is increased upon treatment with sorafenib or 5-FU, scale bar = 50 µm. **e** An outline of the experimental strategy used for testing the effects of drug administration in vivo. **f** The percentages of LGR5–GFP^+^ cells is increased upon administration of sorafenib or 5-FU to allografted animals (vehicle control vs. sorafenib vs. 5-FU: 0.13 ± 0.04%, *n* = 6 vs. 0.42 ± 0.13 %, *n* = 8 vs. 0.66 ± 0.17%, *n* = 7). **g** Representative confocal pictures showing that both single LGR5–GFP^+^ and LGR5–GFP^−^ cell-initiated organoids contain LGR5-expressing cells, and the relative fraction of LGR5-expressing cells is increased in treatment-resistant organoids. LGR5-driven GFP: green, scale bar = 50 µm. **h** A volcano plot showing the most significantly differentially expressed genes between 5-FU treated/untreated LGR5^+^ cells. **i** Gene enrichment analysis (with the library of Wiki2019) within the differentially expressed genes. Mean ± SEM. Source data are provided as a Source Data file.

Subsequently, the relative size of the LGR5^+^ compartment following in vivo treatment with these therapeutic agents was assessed (Fig. 5e). Treatment with either sorafenib or 5-FU to mice-bearing allograft tumors, formed by engrafting tumor organoids, substantially increased the fraction of the LGR5–GFP^+^ cells in the tumors (Fig. 5f). Also when LGR5–GFP^+^ and LGR5–GFP^−^ cells were isolated from tumor organoids and used for organoid re-initiation, while subsequently being treated with 5-FU, the resulting cultures were dominated by LGR5–GFP^+^-expressing cells, independent from whether LGR5–GFP^+^ or LGR5–GFP^−^ were used as starting material (Fig. 5g). Of note, LGR5^+^ cells isolated from 5-FU-treated tumors retained the ability of organoid and tumor initiation (Supplementary Fig. 8). 

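In LGR5+ cells, 5-FU treatment changed 2590 genes at an adjusted *P* under 0.05 (edgeR), 1561 of them higher and 1029 lower than in untreated LGR5+ cells. Both thresholds on the unadjusted *P* and on the fold change were passed by 1168 genes, 714 higher and 454 lower. Without 5-FU-treated replicate 1 they were 756 higher and 811 lower. With at least 10 reads required in every library, 574 genes passed both thresholds. With an adjusted *P* under 0.05, the number was 4045 when only these 6 libraries were fitted, 1586 without untreated replicate 3, 1451 without 5-FU-treated replicate 2 and 1373 without 5-FU-treated replicate 3. In these 3 fits without one library, the genes lower after 5-FU fell from 1029 to 559, 394 and 370, and without untreated replicate 2 to 644. The total moved most, to 360, in a per-gene comparison of mean CPM with a pooled variance, without log transformation, moderation or filter, an alternative chosen after seeing the data.

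Among genes with an adjusted *P* under 0.05 and no overlap between the groups, the highest fitted log2 fold changes were those of *Krt6b*, *Krt76*, *Stfa3*, *Stab1* and *Krt16*. For genes at or near 0 reads in one group the fitted value depends on the prior count, so this order does not rank measured changes. *Krt6b* (ENSMUSG00000023041, chromosome 15 from 101676023 to 101680287) had no read in untreated LGR5+ cells and 13.2 ± 3.58 CPM (SD, n = 3) after 5-FU, at least 73.7-fold higher. *Stfa3* was at least 48.0-fold, *Krt76* at least 16.2-fold and *Stab1* at least 8.45-fold higher. *Krt16* (ENSMUSG00000053797, chromosome 11 from 100246091 to 100248902) rose from 0.261 ± 0.131 to 49.7 ± 20.7 CPM (SD, n = 3 each), with a log2 fold change of 7.54 (standard error 0.68, adjusted *P* = 1.09e-05, edgeR). *Hba-a1* and *Ces2e*, outside these 5, had log2 fold changes of 6.73 (standard error 0.45, adjusted *P* = 1.15e-06, edgeR) and 6.66 (standard error 0.47, adjusted *P* = 1.69e-06, edgeR). Both lie above the bounds of *Krt6b*, *Stfa3*, *Krt76* and *Stab1*, which are lower limits. The keratin and stefin genes have paralogs of similar sequence, between which the counting can have divided reads. The lowest fitted values, with the same limit, were those of *Gm14397*, *Fgf21*, *Aldh1l2*, *Atp6v1b1* and *Tbx4*. *Aldh1l2* (ENSMUSG00000020256, chromosome 10 from 83487450 to 83534140) fell from 17.1 ± 14.7 to 0.340 ± 0.258 CPM (SD, n = 3 each), a log2 fold change of -5.62 (standard error 0.75, adjusted *P* = 1.90e-04, edgeR). *Atp6v1b1* had a log2 fold change of -4.78 (standard error 0.88, adjusted *P* = 0.00186, edgeR), between -8.56 and -4.00 with single libraries left out. *Fgf21* was at least 11.0-fold, *Tbx4* at least 5.63-fold and the noncoding *Gm14397* at least 5.00-fold lower, while *Chac1*, outside these 5, had a log2 fold change of -3.91 (standard error 0.52, adjusted *P* = 1.93e-04, edgeR).

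**Figure D2:**
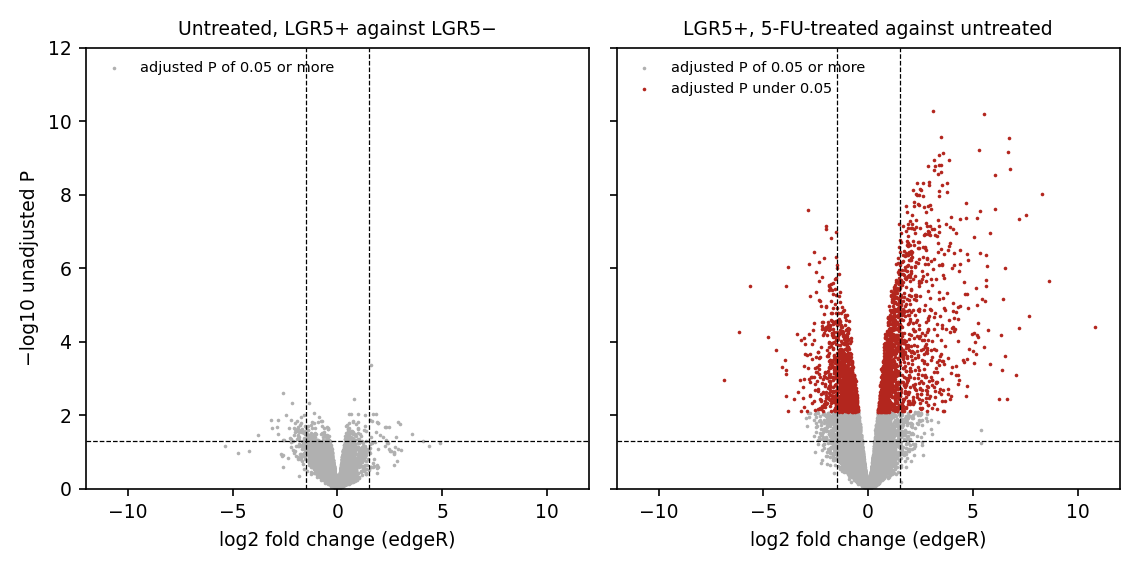
Log2 fold change of each gene tested against -log10 of its unadjusted *P*, for untreated LGR5+ against LGR5- cells on the left and for 5-FU-treated against untreated LGR5+ cells on the right, with dashed lines at the paper's thresholds. Genes with an adjusted *P* under 0.05 are red, 0 on the left and 2590 on the right.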

Interestingly, 5-FU treatment effectively rewired the transcriptome of LGR5^+^ cells (Fig. 5h; Supplementary Figs. 6 and 9). Gene enrichment analysis of the 1464 differentially expressed genes between 5-FU treated compared with untreated LGR5^+^ cells revealed the involvement of stem cell-related pathways, including “Wnt Signaling”, “Notch Signaling Pathway”, “ErbB signaling pathway”, “Hedgehog Signaling Pathway”, and “BMP Signaling Pathway” (Fig. 5i; Supplementary Data 3). These pathways are commonly activated in many types of solid tumors, associated with cancer initiation, progression, and metastasis^23^. 

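Supplementary Data 3 lists 7 genes for the Wnt pathway in this comparison. All 7 passed both thresholds and an adjusted *P* under 0.05, 6 of them higher and 1 lower after 5-FU. *Wnt4* (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726) rose from 3.05 ± 0.648 to 30.2 ± 10.6 CPM (SD, n = 3 each), a log2 fold change of 3.30 (standard error 0.35, adjusted *P* = 2.14e-05, edgeR). *Wnt7b* (ENSMUSG00000022382, chromosome 15 from 85535437 to 85582473) rose from 30.4 ± 3.17 to 104 ± 22.7 CPM, a log2 fold change of 1.78 (standard error 0.22, adjusted *P* = 9.55e-05, edgeR). *Plau* had a log2 fold change of 2.42 (standard error 0.33, adjusted *P* = 1.88e-04, edgeR). Of the 4 genes listed for the Notch pathway, 3 had enough reads to be tested. *Notch1* (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) rose from 18.8 ± 6.73 to 78.1 ± 11.5 CPM, a log2 fold change of 2.05 (standard error 0.24, adjusted *P* = 4.77e-05, edgeR), and is also the gene listed for the BMP pathway. *Dll1* was higher, with a log2 fold change of 2.06 (standard error 0.43, adjusted *P* = 0.00418, edgeR), and *Rbpjl* was lower at -1.59 (standard error 0.22, adjusted *P* = 2.19e-04, edgeR). All 3 genes of the ErbB pathway were higher after 5-FU. *Areg* (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) rose from 7.78 ± 0.625 to 58.5 ± 12.5 CPM, a log2 fold change of 2.91 (standard error 0.24, adjusted *P* = 3.43e-06, edgeR). The log2 fold changes of *Nrg1* and *Cdkn1a* were 2.40 and 1.72. *Hhip*, the gene listed for the Hedgehog pathway, had too few reads to be tested. These genes were selected by the paper from the same libraries, so the share that passes is not independent evidence about a pathway.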

Interestingly, there are several pathways, including “TGF Beta Signaling Pathway”, “EGFR1 Signaling Pathway”, “PPAR signaling pathway”, “G1 to S cell cycle control”, “Mismatch repair”, “p53 signaling”, and “Apoptosis Modulation/Apoptosis pathway”, which are known to be implicated in anticancer treatment response and DNA damage response^24^. These results may partially explain the enrichment of LGR5-expressing cells upon 5-FU treatment. 

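For the p53 pathway, Supplementary Data 3 lists 11 genes, of which 9 were higher and 2 lower after 5-FU in LGR5+ cells at an adjusted *P* under 0.05. *Perp* (ENSMUSG00000019851, chromosome 10 from 18845020 to 18857073) rose from 67.1 ± 8.71 to 705 ± 159 CPM (SD, n = 3 each), a log2 fold change of 3.39 (standard error 0.24, adjusted *P* = 1.69e-06, edgeR). *Fas* (ENSMUSG00000024778, chromosome 19 from 34290666 to 34327772), listed for the p53 and both apoptosis pathways, rose from 7.53 ± 1.21 to 69.5 ± 11.7 CPM, a log2 fold change of 3.20 (standard error 0.24, adjusted *P* = 1.93e-06, edgeR). *Sfn* had a log2 fold change of 2.86, and the other 2 genes of the apoptosis pathway, *Casp1* and *Mdm2*, had 2.00 and 1.91. *Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) rose from 1077 ± 228 to 3541 ± 534 CPM. For the control of the G1 to S transition, *Mdm2* and *Cdkn1a* were higher and *Pole* was lower, with a log2 fold change of -1.86 (standard error 0.41, adjusted *P* = 0.00705, edgeR). Both genes listed for mismatch repair were lower. *Exo1* had a log2 fold change of -1.51 (standard error 0.56, adjusted *P* = 0.0939, edgeR) and *Lig1* of -1.46 (standard error 0.57, adjusted *P* = 0.106, edgeR). Both had an adjusted *P* under 0.05 in 2 of the alternatives. With replicate number as a block and all libraries kept, the log2 fold changes were -1.71 for *Exo1* (adjusted *P* = 0.0032, edgeR, range 0.0032 to 0.282 over the alternatives) and -1.72 for *Lig1* (adjusted *P* = 0.0195, edgeR, range 0.0142 to 0.302). Without 5-FU-treated LGR5+ replicate 1 they were -2.26 (adjusted *P* = 0.0127, edgeR) and -2.22 (adjusted *P* = 0.0142, edgeR). Of the 5 genes of the TGF beta pathway, 3 were higher and 2 lower at an adjusted *P* under 0.05, with *Fst* (3.48), *Thbs1* (2.45) and *Lif* (1.81) having the smallest *P*. For the EGFR1 pathway 14 genes are listed and 12 were tested, 8 higher and 4 lower, with *Krt17* (4.66), *Ceacam1* (1.82) and *Ptk2b* (2.71) first. For the PPAR pathway 8 are listed and 7 were tested, 5 higher and 2 lower. *Acaa1b* rose by a log2 fold change of 3.35, whereas *Lpl* and *Pck2* had log2 fold changes of -2.11 and -2.02. The paper proposes that these pathway changes explain part of the enrichment of LGR5-expressing cells after 5-FU.

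**Figure D3:**
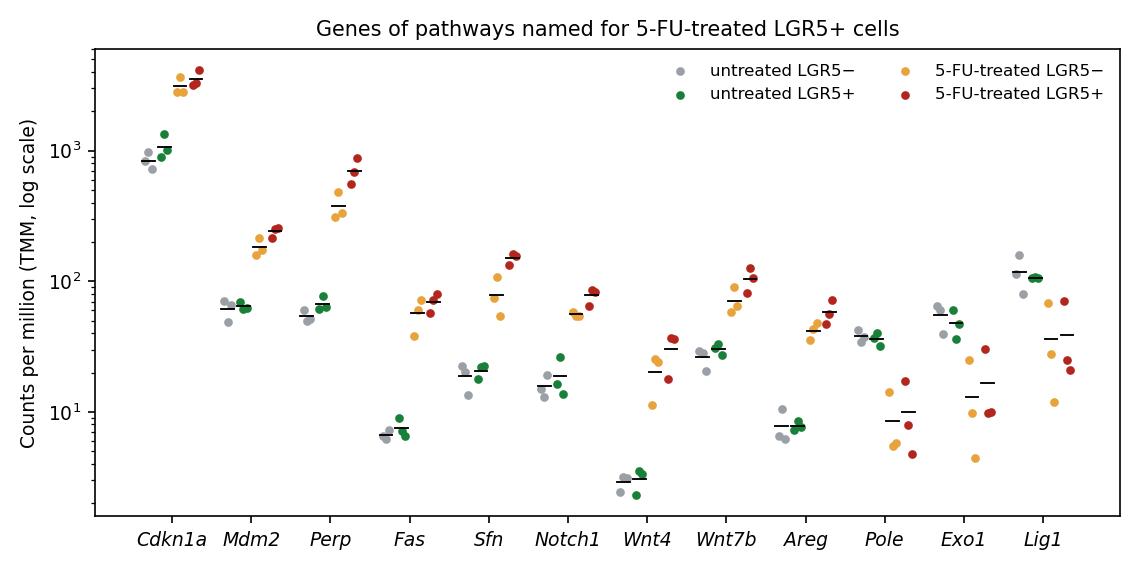
CPM after TMM scaling, on a log axis, of 12 genes that Supplementary Data 3 lists, in the 3 libraries of each of the 4 groups, with bars at the group means. *Cdkn1a*, *Mdm2*, *Perp*, *Fas*, *Sfn*, *Notch1*, *Wnt4*, *Wnt7b* and *Areg* are higher and *Pole*, *Exo1* and *Lig1* lower on average after 5-FU in both sorted populations.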

In conclusion, besides resistance, conventional anticancer treatment also triggers the generation and propagation of LGR5-expressing cells.

### LGR5 lineage ablation inhibits organoid and tumor growth

From the results described above, we inferred that ablation of the LGR5^+^ compartment should impair liver cancer growth. To experimentally test this notion, we exploited the co-expression of the diphtheria toxin receptor (DTR) in the *Lgr5–DTR–GFP* mice. This would allow us to specifically deplete the Lgr5–DTR–GFP^+^ compartment through diphtheria toxin (DT) administration (Fig. 1a). We have optimized the concentrations of DT treatment (1–10 ng/ml) for LGR5 depletion, with organoids derived from healthy *Lgr5–DTR–GFP* mice^14^. Accordingly, we evaluated the effects on organoid initiation and proliferation (Fig. 6a, b), and sorafenib treatment served as a positive control. DT treatment inhibited the growth of tumor organoids in an effect that showed close correlation as to the effects on the numbers of LGR5–GFP^+^ cells (Fig. 6c–e). DT treatment did not influence the growth of tumor organoids of genetically wild-type (Fig. 6c: left panel).

**Fig. 6:**
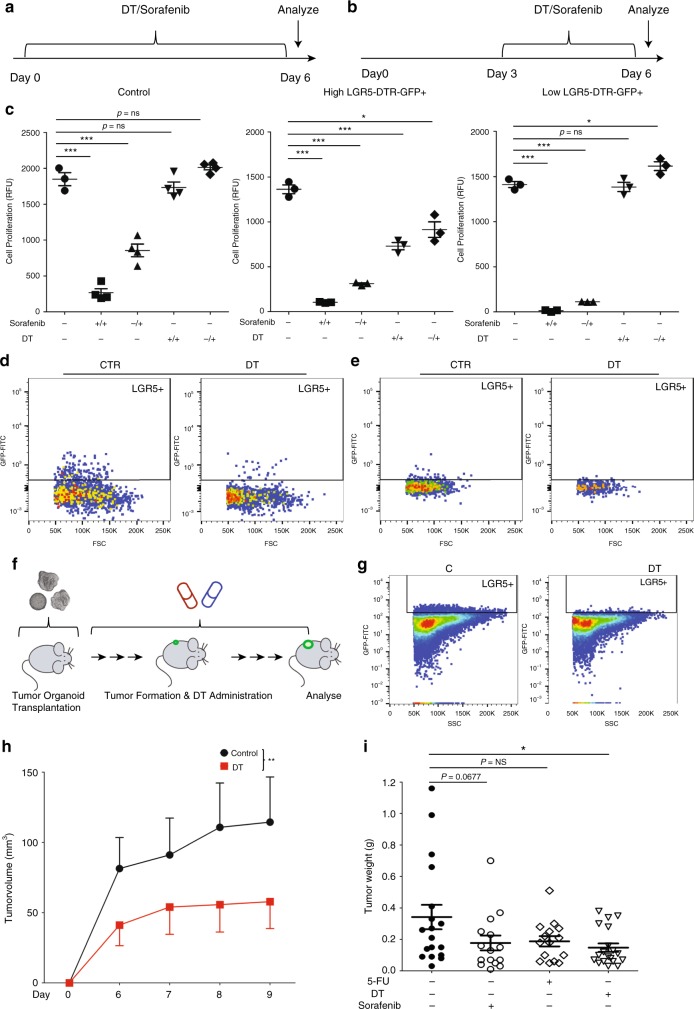
LGR5 lineage ablation inhibits organoid and tumor growth. **a**, **b** The outlines of the ex vivo experimental strategy to assess the effects of anticancer drug treatment on organoid initiation, and delineate its temporal aspect (**a**) or during organoid expansion (**b**). **c** The response of wild-type tumor organoids (left) and *Lgr5–DTR–GFP* mice-derived tumor organoids, with relatively high LGR5 expression (the percentage of LGR5 expression is greater than 1%) (middle) or low LGR5 expression (the percentage of LGR5 expression is lesser than 1%) (right) during regular expansion to DT/sorafenib treatment. −/+: drug treatment during the expansion period; +/+: drug treatment since the initial culture day (unpaired *T* test). **d**, **e** Representative FACS plots showing that LGR5–GFP^+^ cells are depleted by DT treatment, for high LGR5 expression organoid strains (**d**) and low LGR5 expression organoid strains (**e**). **f** Outlines of the experimental strategy used to assess the efficacy of DT/sorafenib/5-FU administration on allograft tumors in mice. **g** Representative FACS plots from experiments validating the strategy to deplete LGR5^+^ cells. **h** A representative growth curve showing the volumes of tumors derived from the vehicle control group and the DT-administered group (*n* = 8, two-way ANOVA). **i** The weight of tumors from vehicle control, DT, 5-FU, or sorafenib-treated groups, on the day of mice sacrifice (control vs. sorafenib vs. 5-FU vs. DT: 0.34 ± 0.078 g, *n* = 18 vs. 0.18 ± 0.047 g, *n* = 15 vs. 0.19 ± 0.033 g, *n* = 15 vs. 0.15 ± 0.027 g, *n* = 19). Mean ± SEM. Source data are provided as a Source Data file.

We further assessed therapeutic targeting of LGR5 liver cancer cells in vivo. We first evaluated the effect of DT treatment after formation of visible tumors, following transplantation of tumor organoids into immunodeficient mice (Supplementary Fig. 10a). 5-FU and sorafenib served as the positive controls. The effects of LGR5 cell depletion on the growth of formed tumors was minor (Supplementary Fig. 10c: right panel and 10d: right panel). In contrast, administration of DT immediately after transplantation of tumor organoids (Fig. 6f) efficiently delayed tumor initiation and inhibited their growth (Fig. 6h; Supplementary Fig. 10c: left panel and 10d: left panel). Further analysis of the tumors confirmed the depletion of the LGR5–GFP^+^ compartment in the DT-treated animals (Fig. 6g). Using absolute tumor size as a measure, DT-mediated depletion of the LGR5^+^ compartment impaired tumor growth (Fig. 6i). The enrichment of stem cell markers also differed in control and DT-treated LGR5^+/−^ cells (Supplementary Fig. 11). Interestingly, there was an inverse correlation between tumor and the relative size of the LGR5–GFP^+^ compartment at the end of the experiment (Supplementary Fig. 10e, f), indicating that LGR5-expressing cells are probably more active in the tumor initiation period. As control, DT treatment did not influence initiation and growth of tumors formed from the wild-type tumor organoids (Supplementary Fig. 12a, b). Thus, LGR5 lineage ablation impedes organoid and tumor initiation and further growth.

### Combination therapy enhances the anticancer efficacy

As LGR5^+^ cells appear to mediate resistance against conventional anticancer treatment, it is rational to evaluate the combination of LGR5^+^ lineage ablation with conventional anticancer treatment.

To experimentally test this notion, we first combined DT with sorafenib treatment. However, with different strategies of combination therapy, no enhanced antitumor activity was observed on allografted tumors (Fig. 7). We next tested the combination of 5-FU and DT. Allograft tumor-bearing mice were first subjected to 5-FU (which increases the relative size of the LGR5^+^ compartment) followed by cessation of 5-FU therapy and start of DT treatment as to kill the LGR5^+^ cells (Fig. 8a; Supplementary Fig. 13a–c). Indeed, this approach is effective in combating allograft tumor formation (Fig. 8b) and is substantially superior to monotherapy with 5-FU, stand-alone DT treatment (Fig. 8c, d; Supplementary Fig. 14a) or initial treatment with DT followed by 5-FU therapy (Supplementary Fig. 13d–h). Simultaneous administration of 5-FU and DT (Fig. 8e) also resulted in anticancer effects (Fig. 8f–h; Supplementary Fig. 14b). Thus, targeting the LGR5^+^ compartment markedly enhances the efficacy of conventional treatment aimed at combating liver cancer.

**Fig. 7:**
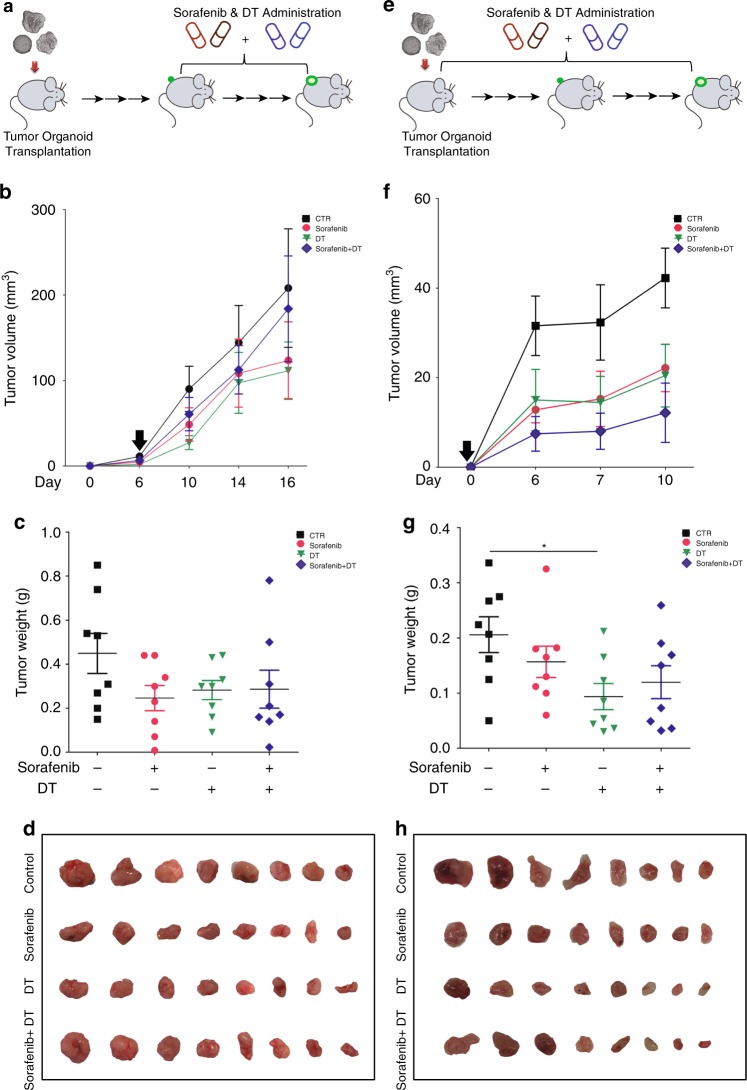
Combination of LGR5 lineage ablation with sorafenib does not enhance the efficacy. **a** Outline of the experimental strategy to assess the combinatory effect of LGR5 lineage ablation with sorafenib. Sorafenib and DT were administered every other day for in total 10 days since visualization of tumor formation after organoid engraftment. **b** Representative growth curves showing tumor volumes in the vehicle control (CTR), sorafenib, DT, and sorafenib + DT-treated groups. Black arrow: onset of administration. **c** Tumor masses from these four groups (CTR vs. sorafenib vs. DT. vs. sorafenib + DT: 0.45 ± 0.09 g, *n* = 8 vs. 0.25 ± 0.06 g, *n* = 8 vs. 0.28 ± 0.043 g, *n* = 8 vs. 0.29 ± 0.09, *n* = 8). **d** Images showing tumors from these four groups. **e** Outlines of the experimental strategy for assessing the effects of combining LGR5 lineage ablation and sorafenib treatment. Sorafenib, DT, or the combination were administered immediately since transplantation of the organoids every other day, for in total 10 days. **f** Representative growth curves showing tumor volumes of the four groups. Black arrow: onset of administration. **g** The tumor masses of these four groups (CTR vs. sorafenib vs. DT vs. sorafenib + DT: 0.21 ± 0.03 g, *n* = 8 vs. 0.16 ± 0.03 g, *n* = 8 vs. 0.09 ± 0.02 g, *n* = 8 vs. 0.12 ± 0.03 g, *n* = 8). **h** Images showing the tumors from the different groups. Mean ± SEM. Source data are provided as a Source Data file.

**Fig. 8:**
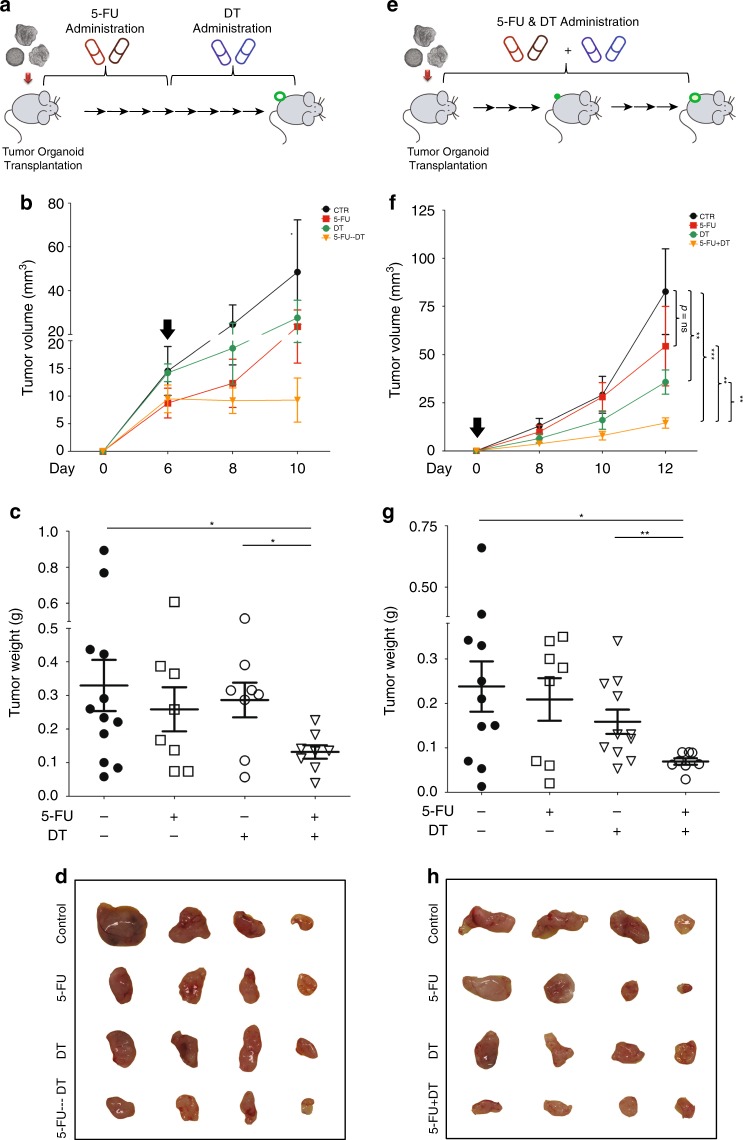
Combination of LGR5 lineage ablation with 5-FU results in enhanced anticancer efficacy. **a** Outline of the experimental strategy to assess the combinatory effect of LGR5 lineage ablation with 5-FU. Following tumor organoid allografting, 5-FU was administered for the first half of the experiment (every other day, for in total 6 days). DT was administered for the second half of the experiment (every other day, for in total 6 days). **b** Representative growth curves showing tumor volumes in the vehicle control group (CTR), the 5-FU monotherapy group, the DT administration-only group, and the hybrid 5-FU/DT group. Black arrow: onset of DT administration. **c** Tumor masses from these four groups (control vs. 5-FU vs. DT vs. 5-FU-DT: 0.33 ± 0.076 g, *n* = 12 vs. 0.25 ± 0.066 g, *n* = 8 vs. 0.29 ± 0.052 g, *n* = 8 vs. 0.13 ± 0.020 g, *n* = 8). **d** Representative images showing tumors from these four groups. **e** Outlines of the experimental strategy for assessing the effects of combined LGR5 lineage ablation and 5-FU treatment. 5-FU, DT, or the combination were administered since organoid engraftment every other day, for in total 12 days. **f** Representative growth curves showing tumor volumes of the four groups. Black arrow: onset of administration (two-way ANOVA). **g** The tumor masses of these four groups (control vs. 5-FU vs. DT vs. 5-FU + DT: 0.24 ± 0.056, *n* = 11 vs. 0.21 ± 0.048 g, *n* = 8 vs. 0.16 ± 0.027 g, *n* = 11 vs. 0.069 ± 0.007 g, *n* = 8). **h** Representative images showing the tumors from the different groups. Mean ± SEM. Source data are provided as a Source Data file.

## Discussion

This study has demonstrated that liver cancer contains an LGR5^+^ compartment that has various hallmarks of TICs/CSCs, including an increased capacity for tumor organoid formation in culture and allograft formation in mice, as well as resistance against conventional anticancer therapy. Functionally, these cells seem more important in tumor initiation, whereas the LGR5^−^ compartment appears to bear the proliferative burden. Simultaneously targeting both compartments as demonstrated in this study by 5-FU treatment in combination with DT-mediated ablation of the LGR5^+^ compartment was effective in combating liver cancer in experimental models. Although our study primarily focused on mouse models, the relevance of the LGR5^+^ compartment deserves to be further investigated in human liver cancer. Conceivably, the role of these cells could be more prominent for a subset of patients with high levels of LGR5 expression, such as *CTNNB1*-mutated or alcohol-related HCC patients^25,26^. Although LGR5^+^-targeting therapies are still largely in their infancy, the analogy with neuroendocrine tumors, which are successfully combated by radioactive somatostatin analogs (e.g., ^177^Lu-Dotatate) that target receptors with homology to LGR5^27^, suggests that radioactive drugs (e.g., R-spondin) may be explored for developing CSC-targeted therapeutics against liver cancer^28^. Our results, however, indicate that such therapy may require combination with particular conventional anticancer therapies to enhance the efficacy.

Overexpression of LGR5 has been previously reported in patient HCC^17^, and we confirmed that this is more pronounced in *β-catenin*-mutated liver tumors. Although the elevation of LGR5 expression and potential association with clinical outcome have been observed in HCC patients, whether it can serve as an independent prognostic biomarker remains to be further investigated in specifically designed tumor marker prognostic studies in patients^29^.

Of note, these early observations are based on mRNA expression, due to the lack of a reliable anti-LGR5 antibody. We now used transgenic mice in which LGR5-expressing cells co-express GFP, and we can conditionally ablate these cells with the DT-DTR system^30^. This model allows for the identification and direct visualization of LGR5-expressing cells based on GFP expression, as well as isolation of LGR5–GFP^+^ cells for further functional analyses and detailed characterization.

In intestinal adenomas, LGR5 marks 5–10% of the cells, which keep fueling the growth of established mouse adenomas^13^. We found that the percentages of LGR5–GFP^+^ cells in murine liver tumors vary from 0.1% up to 55% (7.3 ± 1.8%, *n* = 55). Over 32% of the primary liver tumors harbor relatively high percentages (over 5%) (Supplementary Fig. 2c). In colon cancer, the percentage of LGR5-expressing cells has been reported to be associated with different background of the tumors, especially the accumulation of certain oncogenic mutations^8^. Thus, we speculate that the large variation of the abundance of LGR5 cells in murine liver tumors may also be related to different types of oncogenic mutations, although this hypothesis requires further investigation. Of note, DEN was used to induce primary liver cancer in this study, and this compound is associated with the accumulation of liver *β-catenin* mutations^31^. Therefore, it is possible that our results are mainly relevant to liver cancers with deregulated Wnt/β-catenin signaling, and their importance requires further investigation in other mutational backgrounds (e.g., deregulated TSC/mTOR signaling)^32^ as well.

Through a series of functional assays, in particular in vitro organoid initiation and in vivo tumor formation, we have demonstrated the importance of these LGR5 TICs in liver cancer. To define the potential for therapeutic targeting, we have performed LGR5 lineage ablation in organoids in vitro and in the tumor-bearing mouse model. Of note, the presence of LGR5 cells in tumors is likely dynamic. We observed large variations of their percentages among different primary murine liver tumors, and allograft tumors generally contain lower numbers of LGR5 cells (less than 1%). In colorectal cancer, advanced stages compared with the early stages contain less LGR5 cells^33^. A speculative explanation could be that the tumors are derived from LGR5-positive stem cells, yet these cells are suppressed thereafter during tumor progression^33^. The dynamics could be essential for determining at which stage to target LGR5 TICs. When we performed LGR5 cell ablation in established tumors, we only observed a minor effect, probably due to a low percentage of LGR5 cells as well as their dispensable function at that stage, while depletion at the early stage yielded optimal antitumor effects. This result is in line with previous findings showing that LGR5 cells play distinct roles in primary and metastatic colon cancer^8^. In addition, the percentage of LGR5-expressing cells in primary murine tumors seems not strictly correlated with the ability of initiating allograft (Fig. 3e). Because primary tumors were first cultured into tumor organoids, these organoids were engrafted into mice to initiate the allograft. Thus, this indirect assay may not fully recapitulate the initial status of the primary tumor.

Although we have demonstrated the feasibility and value of targeting LGR5 TICs in murine liver cancer, therapeutic ablation of these cells remains challenging. Resistance to conventional therapy is a common feature of CSCs^2^. We found that treatment with sorafenib or 5-FU enriches LGR5 cells, consistent with the findings in gastric^34^ and colorectal cancer^35^. Different mechanisms may contribute to treatment resistance. Although LGR5 stem cells are generally fast-cycling in the intestine^36^, the existence of quiescent LGR5 cells has been reported in basal cell carcinoma, which mediates relapse after treatment^12^. Cell plasticity could be one of the potential mechanisms of treatment resistance. The loss of LGR5 stem cells in the intestine can be compensated by transdifferentiation from other stem cell pools^30^, or through plasticity of their enterocyte-lineage daughters^37^. Cancer cell plasticity, shifting dynamically between a differentiated and a stemness state, has also been proposed as an important feature contributing to tumor progression, metastasis, and therapeutic response^38^. We have now observed the induction of LGR5^+^ from LGR5^−^ liver cancer cells. This may implicate cell plasticity of LGR5 CSCs, but there could also be other mechanisms regulating the origin and expansion of LGR5 cells, as for example, changes in the culture environment. Eventually, these LGR5 liver cancer cells may partially contribute to treatment resistance.

Currently, several innovative scenarios are being explored to therapeutically target CSCs, including antibody–drug conjugates^9^, targeting quiescent CSCs^39^, and inhibiting CSC-related pathways^2^. However, as discussed, different mechanisms could lead to treatment resistance^8^. Thus, combined therapies are likely necessary in this respect. With the intention to fully expand the stem cell pool, cetuximab has been used to first trigger the LGR5 population, followed by the ablation of these CSCs. This combined therapy has resulted in potent efficacy against colorectal cancer^10^. Similarly, we have observed that the combination of LGR5 lineage ablation with 5-FU chemotherapy can also lead to enhanced anti-liver cancer activity in mouse organoid. However, a combination of LGR5 lineage ablation with sorafenib did not yield enhanced antitumor activity. This is probably related to the mild effect of sorafenib in triggering the LGR5 CSC pool.

Last, a potential concern of such strategies is the possible harmful effects on normal LGR5 stem cells. In the intestine, colon, and skin, although LGR5 stem cells essentially contribute to tissue renewal at a daily basis^5,6^, their loss can be compensated by transdifferentiation from other reserve stem cell pools^30,40^ or through plasticity of their daughter cells^37^. Importantly, antibody-conjugated drug targeting LGR5 CSCs in colon cancer has no major impact on the function of normal LGR5 stem cells^9^. In the liver, LGR5 stem cells are absent during homeostasis, but only transiently activated upon injury likely without major contribution toward tissue repair^4,14^. Thus, we envision that our identification of targetable LGR5 TICs in murine liver cancer bears important implications for future therapeutic development.

## Methods

### Primary liver tumor model

*Lgr5–DTR–GFP* transgenic mice (kindly provided by Genentech) specifically co-express the diphtheria toxin (DT) receptor (DTR) and green florescent protein (GFP) under the control of the *Lgr5* promotor^30^. Thus, LGR5^+^ cells can be identified by GFP expression, and LGR5–GFP^+^ cells can be specifically depleted by DT administration. *Lgr5–DTR–GFP* transgenic mice (3–4 weeks) were administered with diethylnitrosamine (DEN) by intraperitoneal injection (Sigma-Aldrich, i.p., 100 mg/kg) weekly for 6–17 weeks^41^. DEN is used to induce liver tumor in *Lgr5–DTR–GFP* transgenic and wild-type mice, which could cause liver disease from basophilic foci, hyperplasic nodules, hepatocellular adenoma, and finally lead to HCC^31,42,43^. Mice were killed 3–16 months after the last DEN injection, and livers/tumors were collected for further experiments (Supplementary Data 1: in total, 41 mice were monitored; 80.5%, 33 out of 41, mice formed liver tumors; the expression of LGR5 in each tumor/tumor-surrounding tissues was also listed; Supplementary Fig. 2g, h). For each liver, biopsies were taken from the tumor and tumor- surrounding tissue. If livers contain more than one tumor, individual tumors were collected and analyzed separately. For CCl_4_-induced liver injury, *Lgr5–DTR–GFP* transgenic mice were weekly repeated administered with (6 or 17 weeks) intraperitoneal CCl_4_ injection (10 µl/20 g body weight of 10% CCl_4_ solution in corn oil or corn oil as control). All animal experiments were approved by the Committee on the Ethics of Animal Experiments of the Erasmus Medical Center.

### HCC specimens and patient information

HCC specimens (paired tumor tissue and adjacent tumor-free liver tissue) were collected from HCC patients undergoing tumor resection at the Erasmus Medical Center, The Netherlands. Samples were stored at −80 °C and then used for RNA extraction. In total, 74 specimens were obtained from HCC patients, and the corresponding clinicopathological data are summarized in Supplementary Table 2. HCC-specific survival was assessed in all patients and they were stratified according to relative *LGR5* expression (below and above median – 0.047). The Kaplan–Meier method was used to estimate survival outcome curves, and the log-rank test was used to compare the survival between the two groups. The hazard ratio (HR) for HCC-specific survival was estimated using the Cox proportional hazard regression model. The study was approved by the medical ethical committee of Erasmus Medical Center, and all the patients signed the informed consent before tissue donation. In addition, the study protocol conforms to the ethical guidelines of the 1975 Declaration of Helsinki.

### Online database

For analysis of *LGR5* mRNA expression, data were retrieved from three independent HCC cohorts, including The Cancer Genome Atlas (TCGA), Wurmbach^44^, and Roessler^45^. For survival analysis based on *LGR5* mRNA expression, the TCGA cohort was used. For analysis of the relationship between gene mutation and *LGR5* expression, three independent cohorts were investigated, including TCGA, International Cancer Genome Consortium-France (LICA-FR), and International Cancer Genome Consortium-Japan (LIRI-JP).

### Tumor organoid culture

Digestion solution II (37 °C, 30 min, 500 µg/ml of collagenase type XI, 200 µg/ml of Dnase-1, 1% FBS in DMEM medium) (collagenase type XI: Sigma-Aldrich; Dnase-1: Sigma-Aldrich) was used to digest liver or tumor tissues into single-cell suspension. Single-cell suspension was directly mixed with matrigel (Corning BV) and then used for culturing, or sorted for further experiments. Sorted cells were also mixed with matrigel and seeded for organoid initiation. Cells were cultured in organoid culture medium, which was based on advanced DMEM/F12 (Invitrogen), supplemented with 1% (vol/vol) of N2 (Invitrogen), 2% (vol/vol) of B27, 1.25 μM N-acetylcysteine (Sigma-Aldrich, antioxidant agent), 10 nM gastrin (Sigma-Aldrich), 50 ng/ml EGF (Peprotech, epidermal growth factor), 10% (vol/vol) of R-spondin-1 (conditioned medium produced by 293T-H-RspoI-Fc cell line, WNT/β-catenin signaling pathway activator), 100 ng/ml FGF10 (Peprotech, fibroblast growth factor 10), 10 mM nicotinamide (Sigma-Aldrich), and 50 ng/ml HGF (Peprotech, hepatocyte growth factor). For the first 8–12 days, organoids were supplemented with 10 μM Y-27632 (Sigma-Aldrich), Noggin, and Wnt3a-conditioned medium. The medium was refreshed every 2 days, and passage was performed in split ratios of 1:2–1:15 weekly. The proposed tumor organoid phenotypes are based on the expression of EpCAM/CK19 positive for CC-like and HNF4ɑ/AFP positive for HCC-like phenotype.

### Histology, immunohistochemistry, and immunofluorescence

The liver or tumor was fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. For immunofluorescence, samples were further dehydrated with 30% sucrose (Sigma-Aldrich, 4 °C, overnight), stored at −80 °C, and then sectioned at 8 μm for further analysis. Images were acquired with a Zeiss LSM510META confocal microscope. For histology and immunohistochemistry, materials were dehydrated with 70% ethanol, embedded with paraffin, and sectioned at 4 μm for staining. Images were acquired with a Zeiss Axioskop 20 microscope. All antibodies are listed in Supplementary Table 3.

### Organoid-based allograft tumor model

Cold advanced DMEM/F12 medium was used to collect the organoids. After centrifuging, the supernatant was discarded and organoid pellets (organoid fragmentation size: range from 5 to 150 µm) were mixed directly with matrigel in a ratio of 1:1 with a total volume of 200 µl. In total, 4–6-week-old female NOD.Cg-PrkdcSCIDIl2rgtm1Wjl/SzJ (NSG) mice, NOG/JicTac (CIEA NOD.Cg-Prkdc-scid Il2rg-tm1Sug) mice, or nude mice (NMRI:BomTac-Nude) were purchased from Taconic, and subcutaneously injected with the collected tumor organoids. The characterization of phenotypes for murine allograft tumor is based on the expression of EpCAM/CK19 for CC-like and HNF4ɑ/AFP for HCC-like phenotype (Supplementary Data 2). Tumor dimensions were measured using calipers, and tumor volume was calculated as 0.523 × length × width × width^9^. Tumor formation was monitored every other day, and mice were killed to harvest tumors after the tumor diameter reached ~2 cm. Tumor tissues were stored or cultured as described above.

### Cell ablation by DT and treatment of 5-FU/sorafenib

To ablate LGR5^+^ cells in organoids, DT (Calbiochem, 1–10 ng/ml) was added to organoid expansion/initiation medium, followed by further analysis^14^. For in vivo ablation, DT was administered via intraperitoneal injection every other day (50 µg per kg body weight). If mice suffering from weight loss ≥ 10%, compared with the previous injection, the injection was omitted. 5-FU/sorafenib were also administered via intraperitoneal injection every other day (5-FU/sorafenib: 30 mg per kg body weight) (sorafenib: Bio-Connect BV; 5-FU: Sigma-Aldrich).

### qRT-PCR

For freshly FACS-sorted cells and HCC specimens, RNeasy Micro Kit (QIAGEN) was used to isolate RNA. For organoids, Machery-NucleoSpin RNA II kit (Bioké) was used. Quantification was measured with Nanodrop ND-1000 (Wilmington). RNA was then converted to cDNA by using a cDNA Synthesis kit (TAKARA BIO INC.). Real-time PCR reactions were performed with SYBRGreen-based real-time PCR (Applied Biosystems^®^) and amplified in a thermal cycler (GeneAmp PCR System 9700). For cells collected from murine tissues, glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) gene was used as reference. For quantification of *LGR5* mRNA in human tumors and tumor-free liver tissues, *Gusb* (beta-glucuronidases), *Hprt1* (hypoxanthine phosphoribosyltransferase 1), and *Pmm1* (phosphomannomutase 1) were used as reference genes. All primers are listed in Supplementary Table 4.

### RNA sequencing

The total RNA was isolated using RNeasy Micro Kit (QIAGEN). The quantity of RNA was measured by a NanoDrop 2000. The collected RNA was further amplified by using SMARTer kit. Then, RNA sequencing was performed by Novogene with the paired-end 150-bp (PE 150) sequencing strategy. Gene expression was analyzed. The identification of differentially expressed genes is based on *P* < 0.05 and absolute values of logFc > 1.5. 

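The same thresholds were applied to the other comparisons among the 4 groups. Between 5-FU-treated LGR5+ and 5-FU-treated LGR5- cells, 274 genes passed both thresholds, 56 higher and 218 lower in LGR5+ cells. No gene reached an adjusted *P* under 0.05 with edgeR (0 genes, against 2095 at an unadjusted *P* under 0.05), whereas 82 did with DESeq2. Both fits ignore that replicate numbers pair these libraries. With replicate number as a block over all 12 libraries the number with edgeR was also 0. That block sets the same replicate effect for untreated and treated cells, and no alternative paired the treated libraries alone. The number past both thresholds was 465 without LGR5- replicate 1 (167 higher and 298 lower), 468 without LGR5- replicate 2 (79 and 389) and 164 without LGR5- replicate 3 (48 and 116).

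Between 5-FU-treated and untreated LGR5- cells, 1131 genes passed both thresholds, 686 higher and 445 lower after 5-FU, and 2489 genes reached an adjusted *P* under 0.05. Past both thresholds, 738 genes were higher and 780 lower without 5-FU-treated replicate 1, and 1064 higher and 472 lower without untreated replicate 3. The number at an adjusted *P* under 0.05 was 1562 without untreated replicate 1, 1645 without untreated replicate 2 and 1647 without 5-FU-treated replicate 2.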

GSEA with the library of Wiki2019 was performed to reveal the alteration of signaling pathways.

### FACS analysis

For FACS analysis, single cells derived from liver tumors/tumor-surrounding tissues or organoids were suspended in DMEM plus 2% FBS. Cell suspensions were analyzed using a BD FACSCalibur or BD FACSAria^TM^ II. For FACS sorting, a BD FACSAria^TM^ II cell sorter was used to isolate the target cell population. Propidium iodide (PI) staining was performed to exclude dead cells, and CD45 staining was adopted for excluding leucocytes.

### Metabolic activity analysis of organoids

Different organoid lines were seeded separately in a 24-/48-well plate. Sorafenib (10 µM) or 5-FU (10 µM) was added to the organoid culture since the initial day or post initiation day 3, respectively. Drugs were refreshed every other day. At days 6–7, organoids were incubated with Alamar Blue (Invitrogen, 1:20 in DMEM) for 4 h (37 °C), and then the medium was collected for analysis of the metabolic activity of the cells. Absorbance was determined by using fluorescence plate reader (CytoFluor^®^ Series 4000, Perseptive Biosystems) at the excitation of 530/25 nm and emission of 590/35. Each treatment condition was repeated four times and matrigel with medium only was used as a blank control.

### Statistical analysis

Prism software (GraphPad Software) was used for all statistical analyses. For statistical significance of the differences between the means of groups, we used Mann–Whitney *U* test; for statistical significance of the differences between groups with inequivalent sample sizes, we used Welch test; for statistical significance of the differences between paired samples, we used paired *T* test; for statistical significance of the differences between multiple independent groups, we used two-way ANOVA (except for Mann–Whitney *U* test, the use of other statistical methods is indicated in the legends). Differences were considered significant at a *P* value less than 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Suppmentary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting summary

## Data Availability

The RNA-seq data have been deposited in the GEO database under the accession code GSE137517. The human *LGR5* expression and HCC mutation data referenced during the study are available in a public repository from the TCGA and LICA databases. The source data underlying Figs. 1c-d, 2, 3e, 4d, f, h, i, p, 5b, f, h-i, 6c, h, I, 7b, c, f, g, 8b, c, f, g and Supplementary Figs. 2a, g, 3, 4, 6b-c, 7b-e, 8a-b, 9, 10c-d, 11, 12a-b and 13g-h are provided as a Source Data file. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Source Data

Source Data

# Supplementary material for: LGR5 marks targetable tumor-initiating cells in mouse liver cancer
**Source:** Nat Commun. 2020 Apr 23;11:1961. doi: 10.1038/s41467-020-15846-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

## Description of Additional Supplementary Files

### File Name: Supplementary Data 1

Description: The detailed information for Lgr5-DTRGFP mice which used to induce liver cancer, including: 1)The mice code 2)The mice background 3)Primary Code: The corresponding code of initiated primary organoid strain. Black mark: the tissue did not initiate an organoid strain or the strain was already lost due to infection in the following culture. 4)Post Den Time (Month): The sacrifice time after the induction of DEN. 5)DEN Administration (Week): Time passed between administration of DEN and sacrifice. 6)Tissue Type: S: tumor surrounding tissue; T: tumor tissue. S—T: initially marked with tumor surrounding tissue and then characterized as tumor. 7) Percentage of LGR5-expressing cells (%): The percentage of LGR5-expressing cells within each tissue. 8)Allograft Strains: The strain code which initiated allograft tumor in the immunodeficient mice.

### File Name: Supplementary Data 2

Description: The H&E/Gomori/EpCAM/AFP/CK19/GFP staining of primary/allograft tissues for all the allograft strains.

### File Name: Supplementary Data 3

Description: Gene enrichment analysis of the differentially expressed genes between Untreated LGR5+ Vs. LGR5-, 5-FU-treated LGR5+ Vs. LGR5-, 5-FU-treated Vs. Untreated LGR5+ and 5-FU-treated Vs. Untreated LGR5- cells.

### File Name: Supplementary Data 4

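Supplementary Data 4 lists 196 genes, 107 as up and 89 as down in untreated LGR5+ cells, which are the paper's numbers. By symbol, 181 of them matched a gene with deposited counts and 15 did not. Over the matched genes, the largest count in any of the 6 untreated libraries had a median of 3 reads. For 95 genes no untreated library held more than 3 reads, and for 169 none held more than 10. One group had no read at all in 80 genes. The mean CPM differed in the listed direction for 180 of the 181. After the filter on low counts, 14 of these genes were tested and 12 passed both thresholds in the listed direction, 10 up and 2 down. None reached an adjusted *P* under 0.05 over all genes tested (0 genes), and 11 did when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The number past both thresholds in the listed direction was 63 without a filter and 1 when only the 6 untreated libraries were fitted. It was 179 under the comparison of unlogged CPM means, which was chosen after seeing the data. That comparison was kept because it gave the paper's numbers of genes, so the 179 are not independent evidence either. Between 5-FU-treated LGR5+ and LGR5- cells, the log2 fold change had the listed sign in 7 of the 14 tested genes, no more than chance gives, and 2 of these had an unadjusted *P* under 0.05.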

Description: Gene: The differentially expressed genes between untreated LGR5+ cells and LGR5- cells.

### File Name: Supplementary Data 5

Description: The detailed information for single cells isolated from DEN induced murine livers and allograft tumors, then used for organoid initiation, including: 1) Code: The corresponding tissues of DEN induced murine livers or allograft tumors. Green mark: the groups did initiate organoids after sorting. 2) Initiated organoid number for each group. 3) Organoid initiated efficiency (%) for each group.

### File Name: Supplementary Data 6

Description: The detailed information for single cells isolated from DEN induced murine livers, then injected directly into immunodeficient mice for tumor formation, including: 1) Code: The corresponding tissues of DEN induced murine livers and initiated allograft tumors. Green mark: the groups did initiate tumors after sorting. 2) Injected cell number for each group. 3) Pictures of primary tumors and corresponding allograft tumors.

# Supplementary material for: LGR5 marks targetable tumor-initiating cells in mouse liver cancer
**Source:** Nat Commun. 2020 Apr 23;11:1961. doi: 10.1038/s41467-020-15846-0
**Supplement:** Supplementary file 4 — Supplementary Data 1

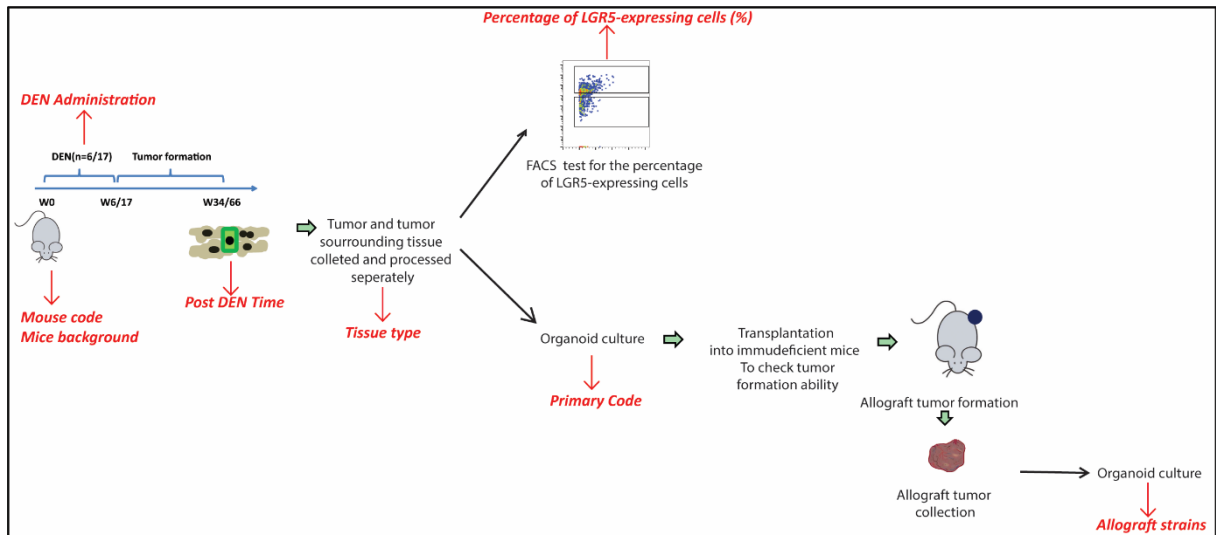

| Mouse Code | Mice Background | Primary Code | Post Den Time (Month) | DEN Administration (Week) | Tissue Type | Percentage of LGR5-expressing cells (%) | Allograft Strains |
|------------|-----------------|--------------|-----------------------|---------------------------|-------------|-----------------------------------------|-------------------|
| M1         | B6              | PT1          | 7                     | 6                         | S           | 0,28                                    |                   |
|            |                 | PT2          |                       |                           | T           | 0,16                                    |                   |
| M2         | B6              | PT3          | 7                     | 6                         | S           | 0,79                                    |                   |
|            |                 | PT4          |                       |                           | T           | 1,1                                     |                   |
| M3         | B6              | PT5          | 12                    | 6                         | S           | 0,16                                    |                   |
|            |                 | PT6          |                       |                           | T           | 0,18                                    |                   |
| M4         | B6              | PT7          | 9                     | 6                         | S           | 0,57                                    |                   |
|            |                 | PT8          |                       |                           | T1          | 5,66                                    | AL8               |
|            |                 | PT9          |                       |                           | T2          | 0,32                                    |                   |
|            |                 | PT10         |                       |                           | T3          | 5,61                                    | AL10              |
| M5         | B6              | PT11         | 9                     | 6                         | S           | 0,22                                    |                   |
|            |                 | PT12         |                       |                           | T           | 2,5                                     |                   |
| M6         | B6&C3H          | PT13         | 5                     | 17                        | S           | 0                                       | AL13              |
|            |                 | PT14         |                       |                           | T           | 2,75                                    |                   |
| M7         | B6              | PT15         | 13                    | 6                         | S           | 0,4                                     |                   |
|            |                 | PT16         |                       |                           | T           | 2,07                                    |                   |
| M8         | B6              | PT17         | 13                    | 6                         | S--T        | 0,31                                    | AL17              |
| M9         | B6              | PT18         | 12                    | 6                         | S           | 1,1                                     |                   |
|            |                 | PT19         |                       |                           | T           | 3,05                                    |                   |
| M10        | B6              | PT20         | 15                    | 6                         | S           | 0,85                                    |                   |
|            |                 | PT21         |                       |                           | T1          | 2,85                                    |                   |
|            |                 | PT22         |                       |                           | T2          | 1,43                                    |                   |
| M11        | B6              | PT23         | 15                    | 6                         | S           | 0,89                                    |                   |
|            |                 | PT24         |                       |                           | T           | 0,17                                    |                   |

| Mouse Code | Mice backgroud | Primary code | Post Den time | DEN |      | Lgr5 expression | Allograft strains |
|------------|----------------|--------------|---------------|-----|------|-----------------|-------------------|
| M12        | B6&C3H         | PT25         | 3             | 11  | S    | 0,18            |                   |
| M13        | B6             | PT26         | 10            | 17  | S    | 0,062           |                   |
|            |                | PT27         |               |     | T    | 0,3             |                   |
| M14        | B6             | PT28         | 13            | 6   | S    | 0,33            |                   |
|            |                | PT29         |               |     | T1   | 0,47            |                   |
|            |                | PT30         |               |     | T2   | 2,15            |                   |
| M15        | B6             | PT31         | 13            | 6   | S    | 0               |                   |
|            |                | PT32         |               |     | T1   | 0,45            |                   |
|            |                | PT33         |               |     | T2   | 0,5             |                   |
| M16        | B6             | PT34         | 13            | 6   | S    | 0,12            |                   |
|            |                | PT35         |               |     | T    | 1,71            |                   |
| M17        | B6             | PT36         | 13            | 6   | S    | 0,72            |                   |
| M18        | B6             | PT37         | 13            | 6   | S    | 0,24            |                   |
| M19        | B6             | PT38         | 13            | 6   | S    | 3,41            | AL38              |
|            |                | PT39         |               |     | T    | 1,11            |                   |
| M20        | B6             | PT40         | 16            | 6   | S    | 0,15            |                   |
|            |                | PT41         |               |     | T    | 0,22            |                   |
| M21        | B6             | PT42         | 14            | 6   | S    | 0,33            |                   |
| M22        | B6&C3H         | PT43         | 7             | 17  | S--T | 0,77            | AL43              |
| M23        | B6&C3H         | PT44         | 7             | 17  | S    | 3,08            |                   |
|            |                | PT45         |               |     | T1   | 3,29            |                   |
|            |                | PT46         |               |     | T2   | 0,05            | AL46              |
|            |                |              |               |     |      |                 |                   |

| Mouse Code | Mice backgroud | Primary code | Post Den time | DEN |    | Lgr5 expression | Allograft strains |
|------------|----------------|--------------|---------------|-----|----|-----------------|-------------------|
| M24        | B6&C3H         | PT47         | 7             | 17  | S  | 25              |                   |
|            |                | PT48         |               |     | T1 | 46,1            |                   |
|            |                | PT49         |               |     | T2 | 55,6            |                   |
|            |                | PT50         |               |     | T3 | 51,2            |                   |
| M25        | B6             | PT51         | 14            | 6   | T  | 4,63            |                   |
| M26        | B6             | PT52         | 14            | 6   | S  | 0,021           |                   |
|            |                | PT53         |               |     | T  | 0               |                   |
| M27        | B6&C3H         | PT54         | 7             | 17  | T  | 7,73            |                   |
| M28        | B6             | PT55         | 8             | 17  | S  | 20,3            |                   |
|            |                | PT56         |               |     | T1 | 10,7            |                   |
|            |                | PT57         |               |     | T2 | 1,67            |                   |
|            |                | PT58         |               |     | T3 | 0,48            |                   |
|            |                | PT59         |               |     | T4 | 4,66            |                   |
| M29        | B6             | PT60         | 15            | 6   | S  | 0,4             |                   |
| M30        | B6&C3H         | PT61         | 8             | 17  | T1 | 2,62            | AL61              |
|            |                | PT62         |               |     | T2 | 7,01            | AL62              |
|            |                | PT63         |               |     | T3 | 10,5            |                   |
| M31        | B6&C3H         | PT64         | 8             | 17  | S  | 0,3             |                   |
| M32        | B6             | PT65         | 15            | 6   | S  | 20,3            |                   |
|            |                | PT66         |               |     | T1 | 1,04            |                   |
|            |                | PT67         |               |     | T2 | 8,03            |                   |
| M33        | B6             | PT68         | 15            | 6   | T1 | 47,9            |                   |
|            |                | PT69         |               |     | T2 | 17,4            |                   |
|            |                | PT70         |               |     | T3 | 4,69            |                   |

| Mouse Code | Mice backgroud | Primary code | Post Den time | DEN |    | Lgr5 expression | Allograft strains |
|------------|----------------|--------------|---------------|-----|----|-----------------|-------------------|
| M34        | B6             | PT71         | 15            | 6   | S  | 17,4            |                   |
|            |                | PT72         |               |     | T1 | 3,86            |                   |
|            |                | PT73         |               |     | T2 | 21,6            |                   |
| M35        | B6             | PT74         | 15            | 6   | S  | 0,22            |                   |
| M36        | B6             | PT75         | 15            | 6   | S  | 0,25            |                   |
|            |                | PT76         |               |     | T  | 3,41            |                   |
| M37        | B6             | PT77         | 15            | 6   | T1 | 1,41            |                   |
|            |                | PT78         |               |     | T2 | 0,23            |                   |
|            |                | PT79         |               |     | T3 | 0,65            |                   |
| M38        | B6&C3H         | PT80         | 8             | 17  | S  | 0,26            |                   |
|            |                | PT81         |               |     | T  | 0,14            |                   |
| M39        | B6             | PT82         | 13            | 6   | T1 | 0,29            |                   |
|            |                | PT83         |               |     | T2 | 5,13            |                   |
|            |                | PT84         |               |     | T3 | 0,18            | AL84              |
|            |                | PT85         |               |     | T4 | 8.90            | AL85              |
| M40        | B6&C3H         | PT86         | 7             | 17  | T1 | 14,6            |                   |
|            |                | PT87         |               |     | T2 | 6,82            |                   |
|            |                | PT88         |               |     | T3 | 13,9            |                   |
| M41        | B6&C3H         | PT89         | 8             | 17  | S  | 0,21            |                   |

| Group Code | Group                                       | Tissue Number | Lgr5 Expression |
|------------|---------------------------------------------|---------------|-----------------|
| A          | The collected mice liver tissue             | 89            | 5.583%          |
| B          | The mice liver which did not initiate tumor | 8             | 0.325%          |
| C          | Tumor surrounding tissue                    | 34            | 2.930%          |
| D          | Tumor tissue                                | 55            | 7.294%          |

# Supplementary material for: LGR5 marks targetable tumor-initiating cells in mouse liver cancer
**Source:** Nat Commun. 2020 Apr 23;11:1961. doi: 10.1038/s41467-020-15846-0
**Supplement:** Supplementary file 5 — Supplementary Data 2

# SAL1

Primary: H&E

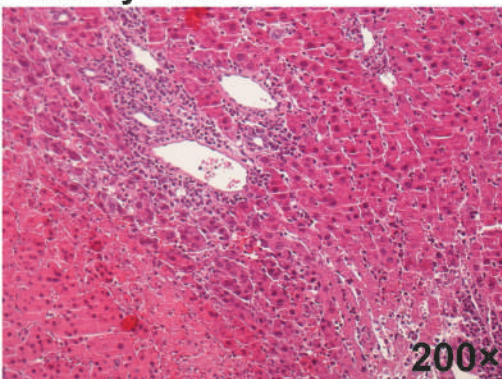

Primary: Gomori

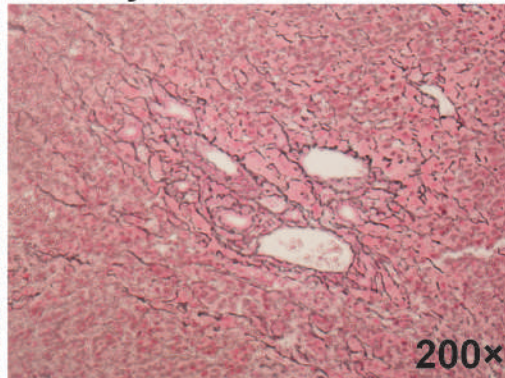

Primary: EpCAM

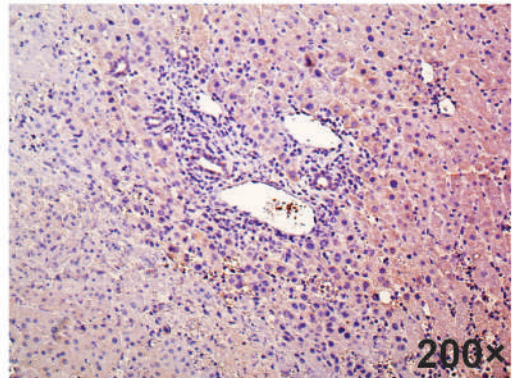

Primary: AFP

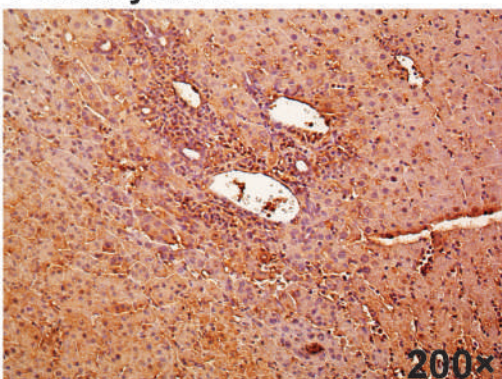

Primary: CK19

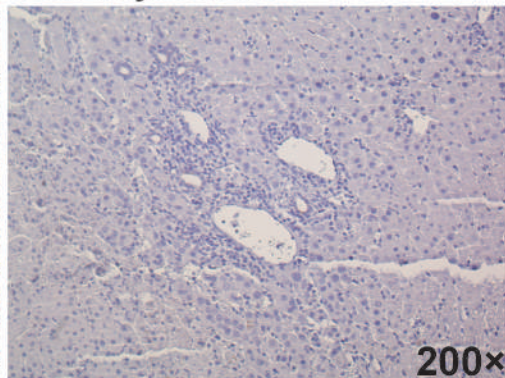

Primary: GFP

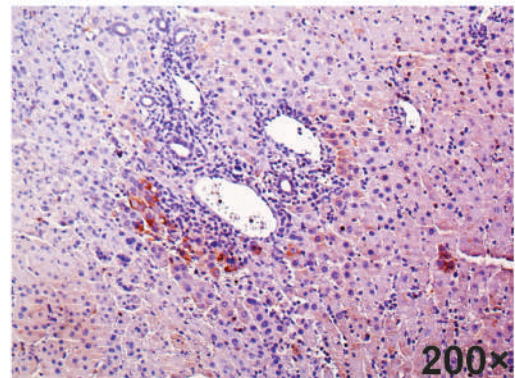

Allograft: H&E

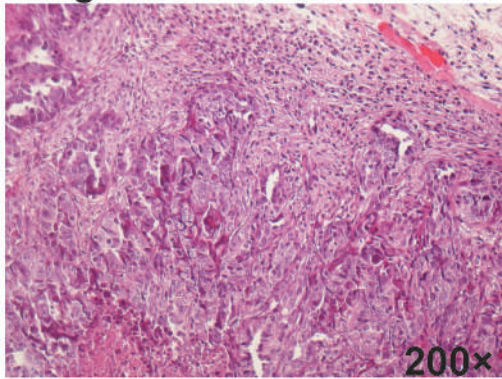

Allograft: Gomori

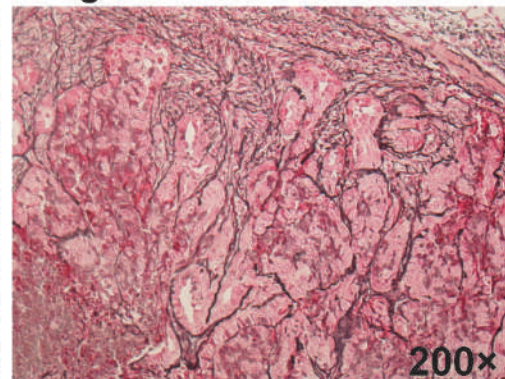

Allograft: EpCAM

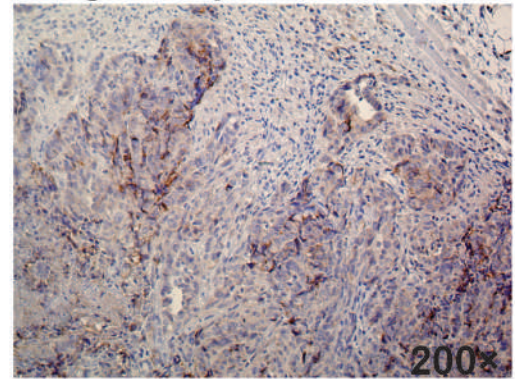

Allograft AFP

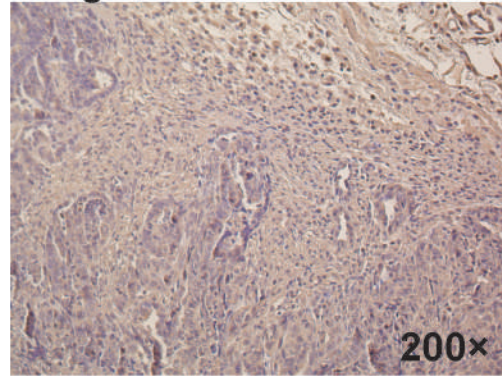

Allograft: CK19

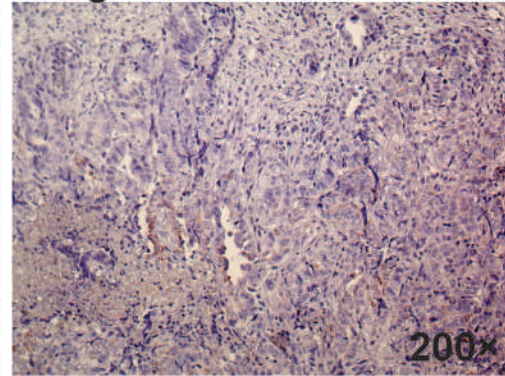

Allograft: GFP

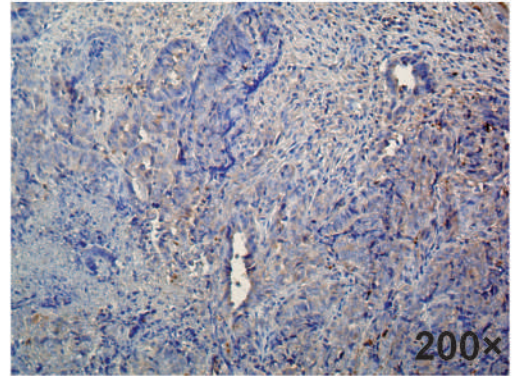

Allograft Organoid

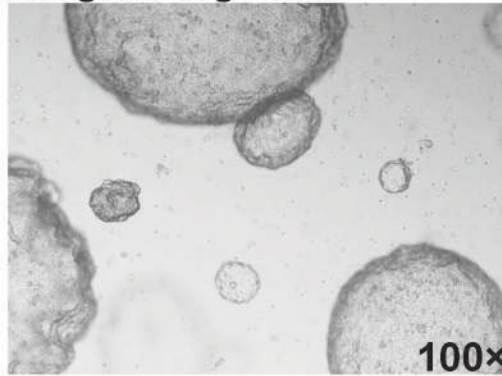

Allograft tumor type: CC/CHC

# SAL2

Primary: H&E

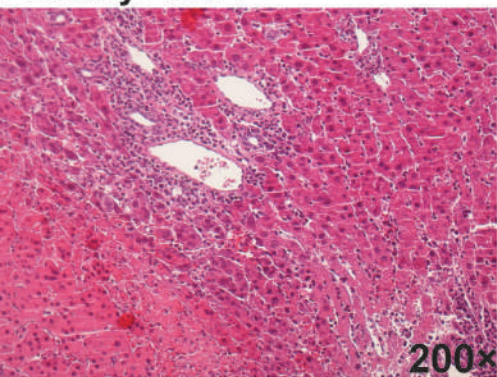

Primary: Gomori

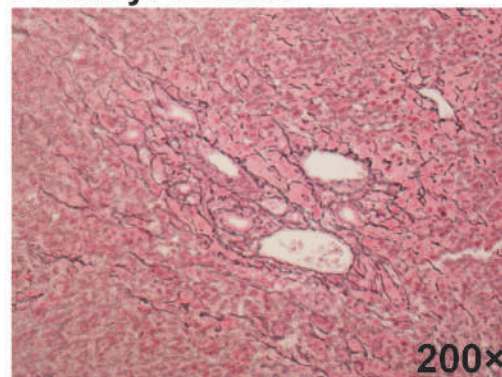

Primary: EpCAM

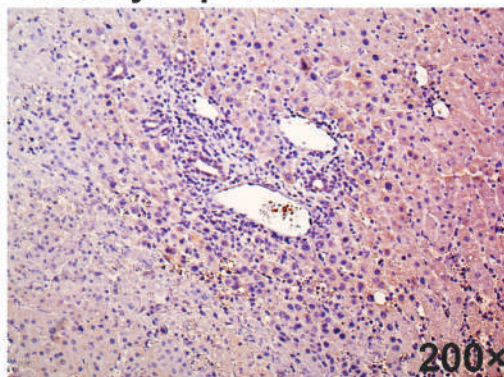

Primary: AFP

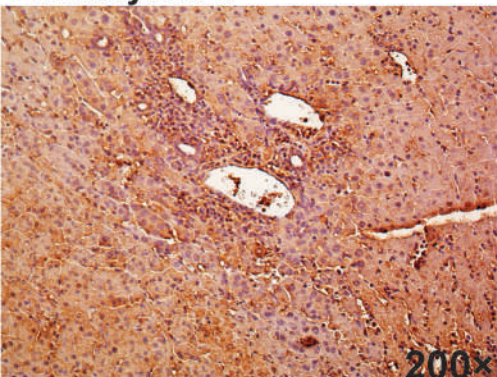

Primary: CK19

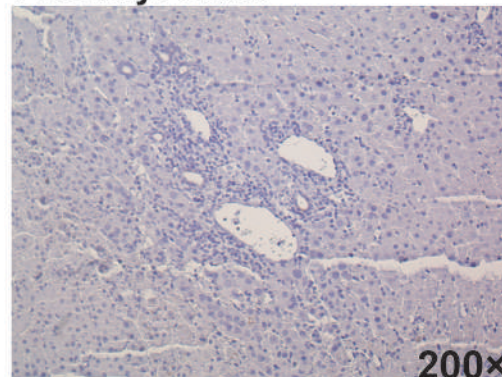

Primary: GFP

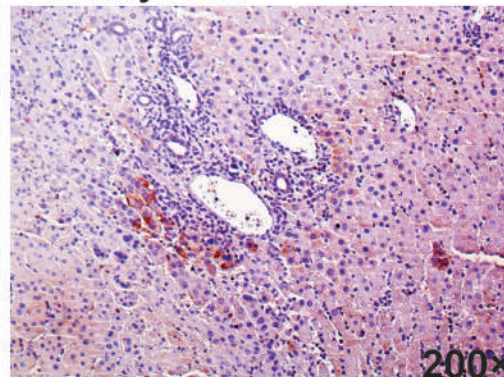

Allograft: H&E

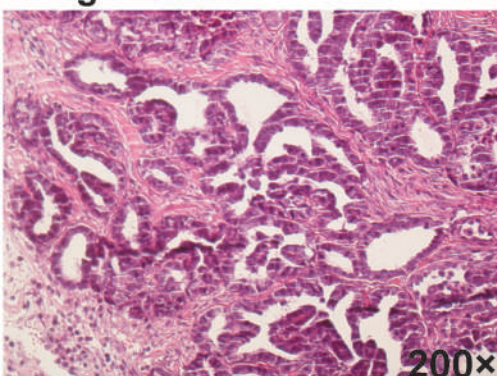

Allograft: Gomori

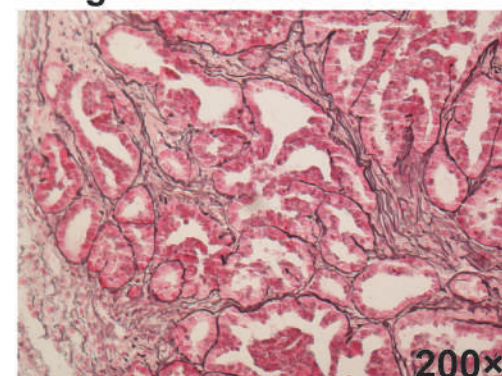

Allograft: EpCAM

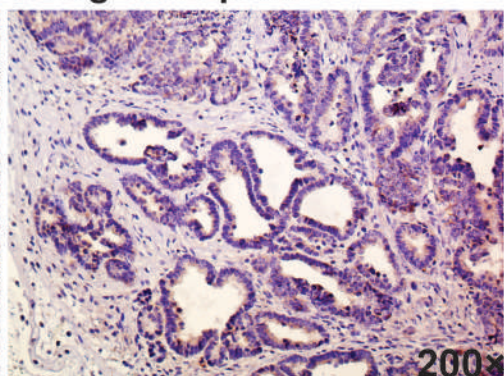

Allograft AFP

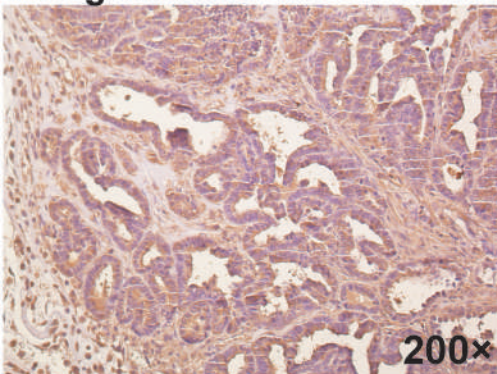

Allograft: CK19

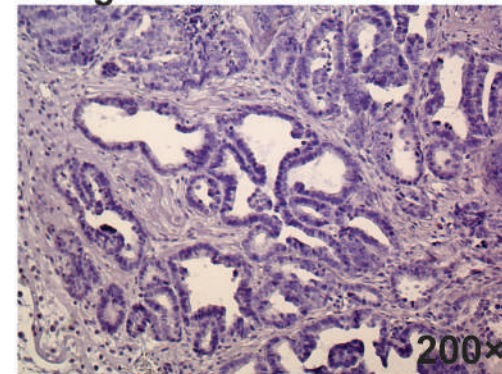

Allograft: GFP

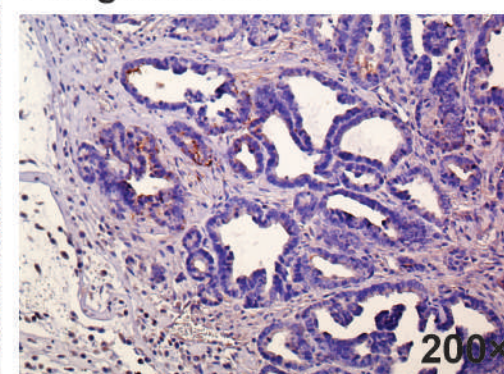

Allograft Organoid

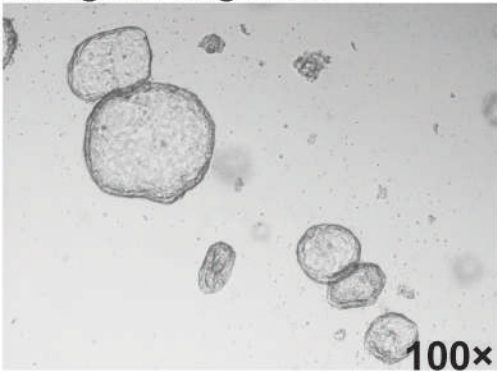

Allograft tumor type: CC/CHC

# SAL3

Primary: H&E

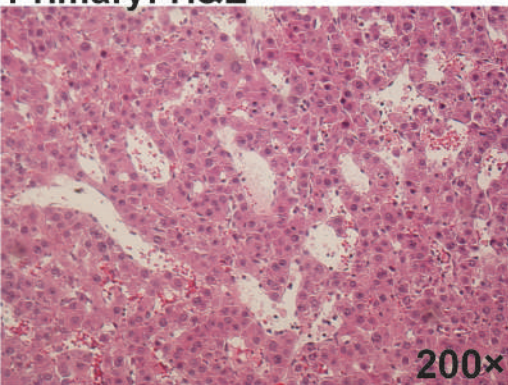

Primary: Gomori

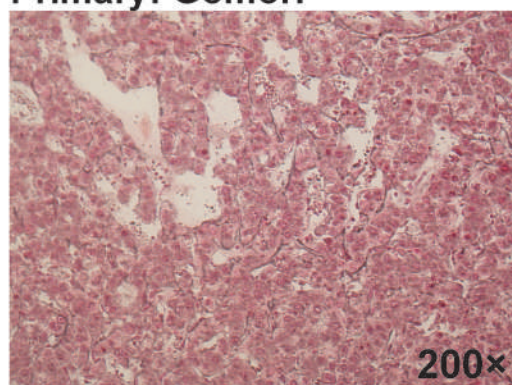

Primary: EpCAM

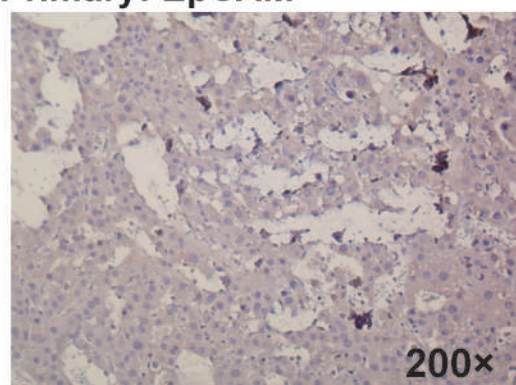

Primary: AFP

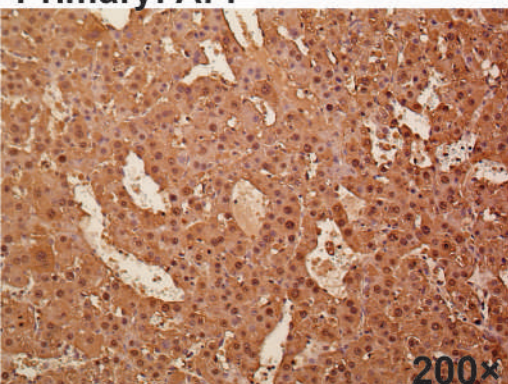

Primary: CK19

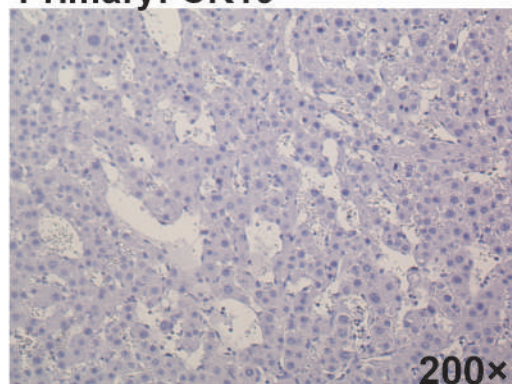

Primary: GFP

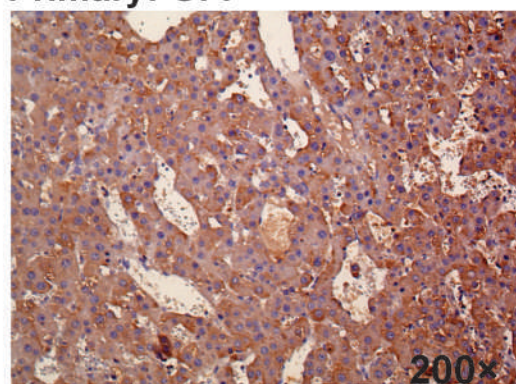

Allograft: H&E

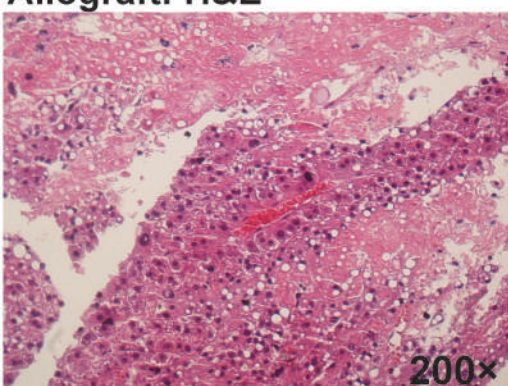

Allograft: Gomori

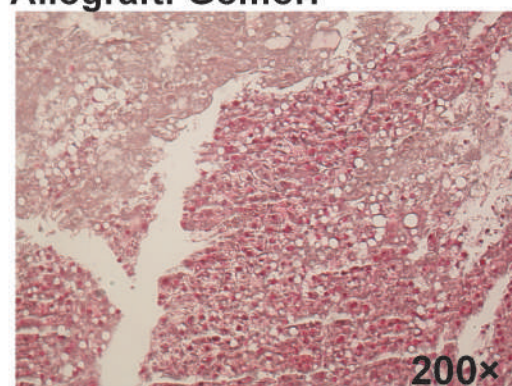

Allograft: EpCAM

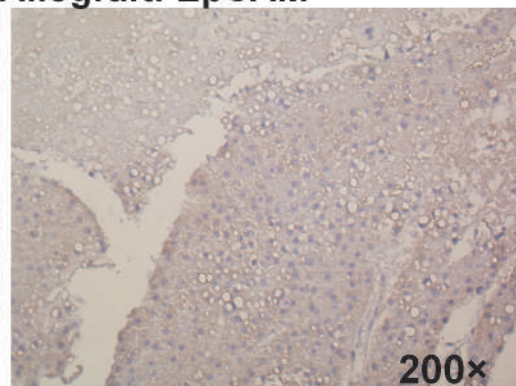

Allograft AFP

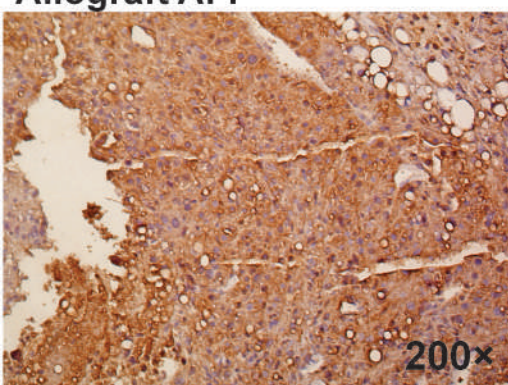

Allograft: CK19

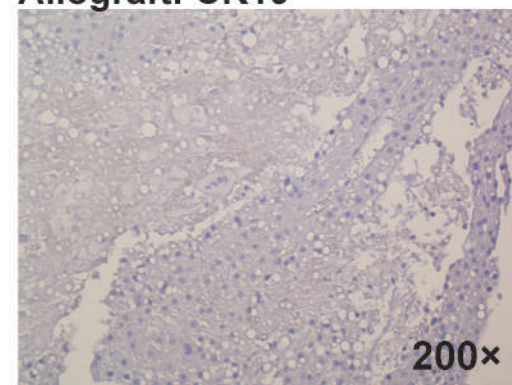

Allograft: GFP

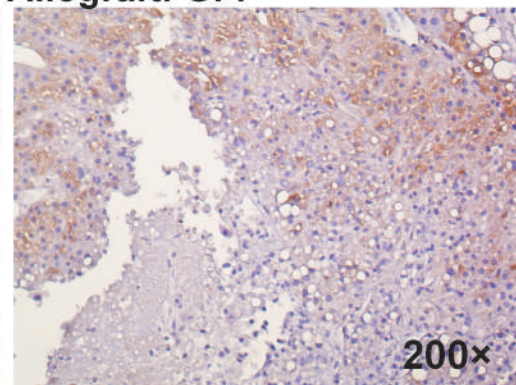

Allograft tumor type: HCC

Strain lost due to stop proliferation ex vivo

# SAL4

Primary: H&E

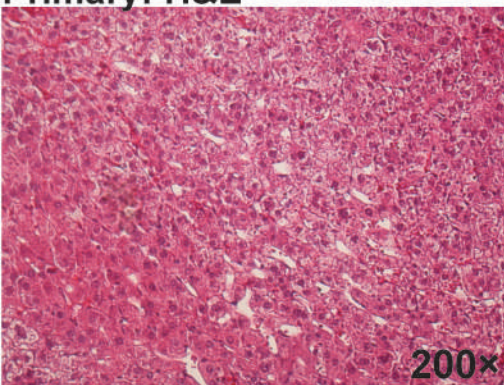

Primary: Gomori

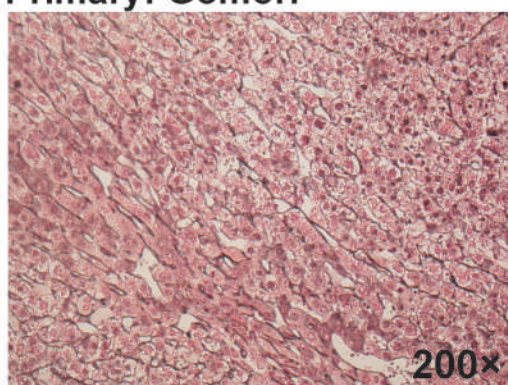

Primary: EpCAM

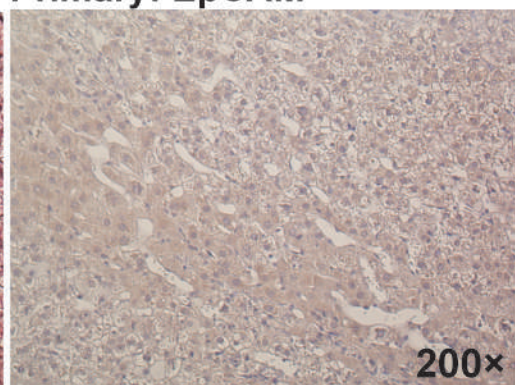

Primary: AFP

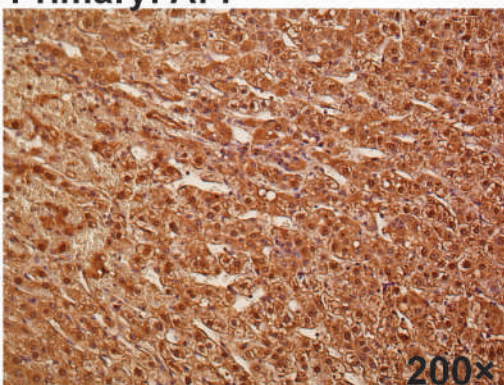

Primary: CK19

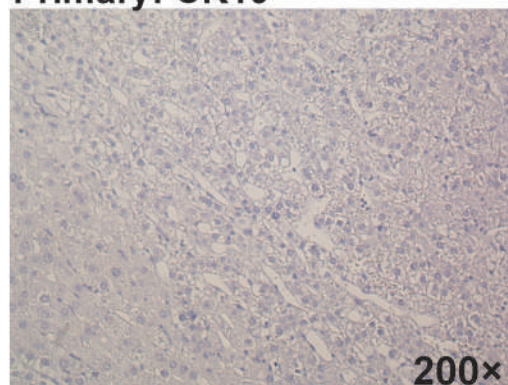

Primary: GFP

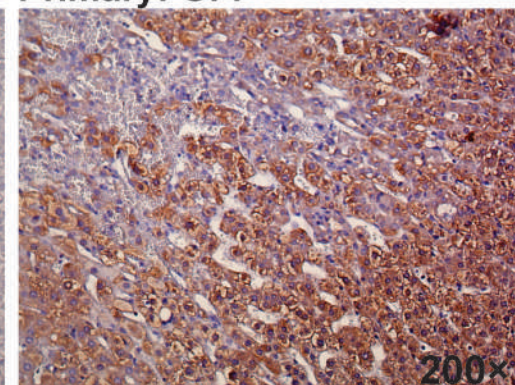

Allograft: H&E

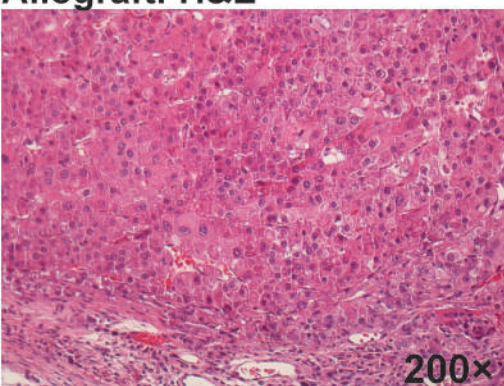

Allograft: Gomori

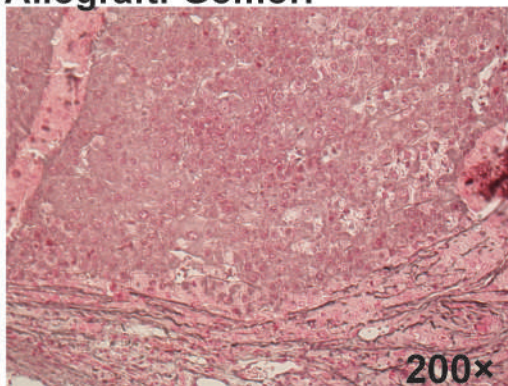

Allograft: EpCAM

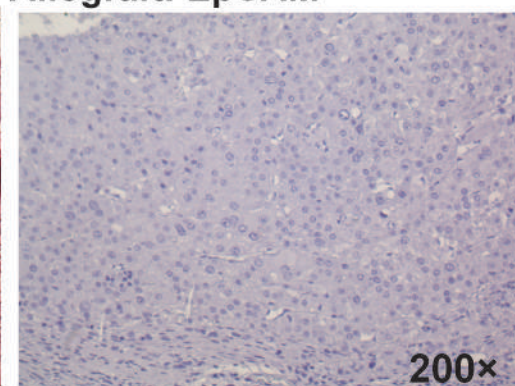

Allograft AFP

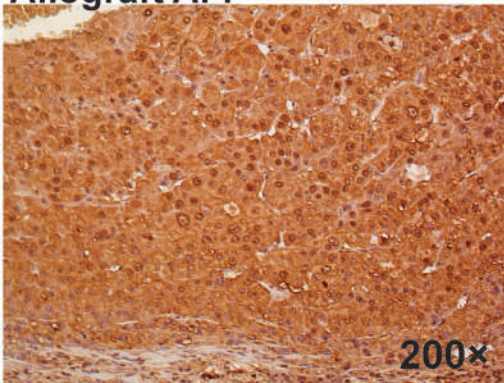

Allograft: CK19

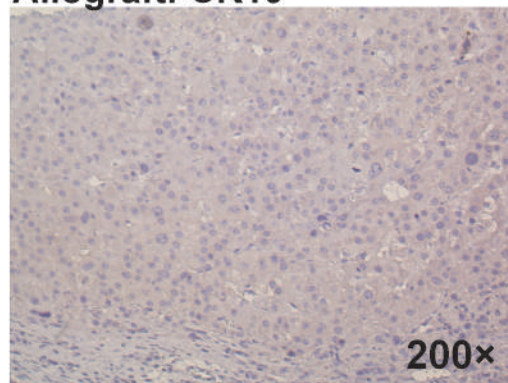

Allograft: GFP

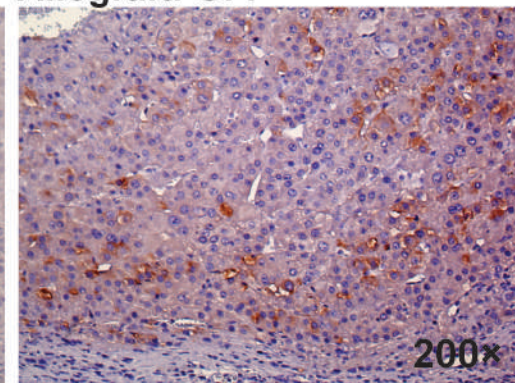

Allograft Organoid

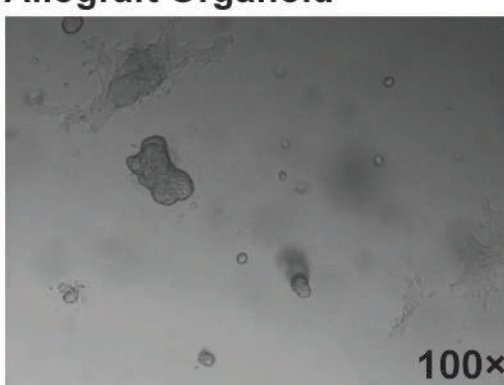

Allograft tumor type: HCC

# AL8

Primary: H&E

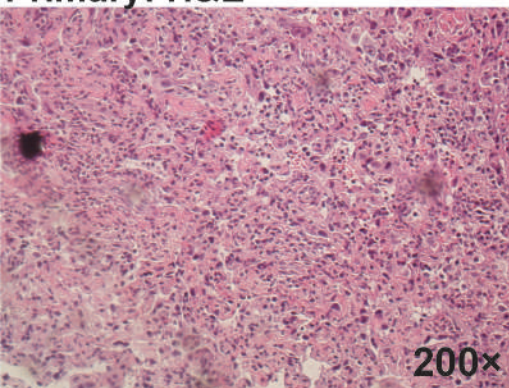

Primary: Gomori

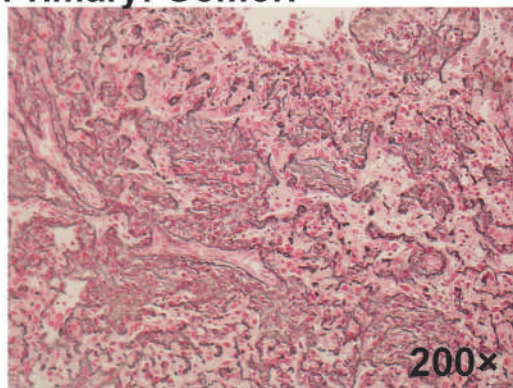

Primary: EpCAM

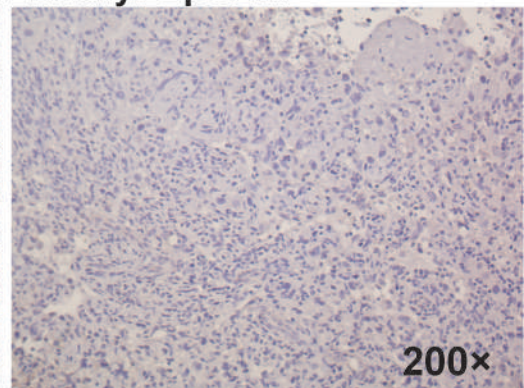

Primary: AFP

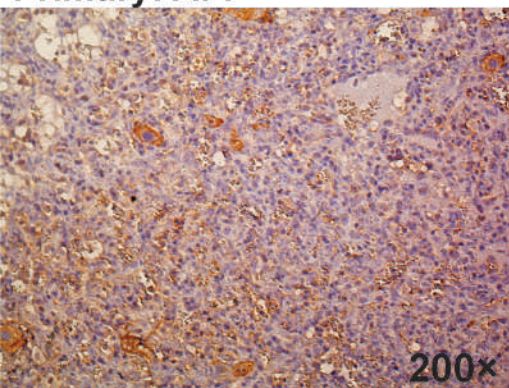

Primary: CK19

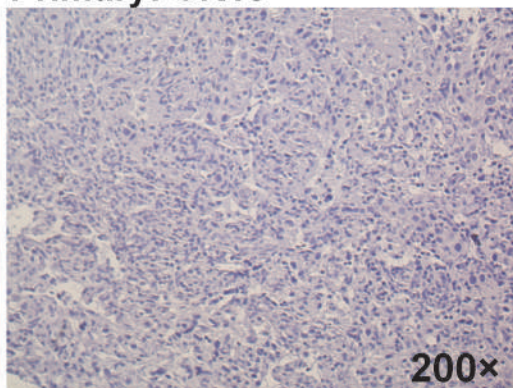

Primary: GFP

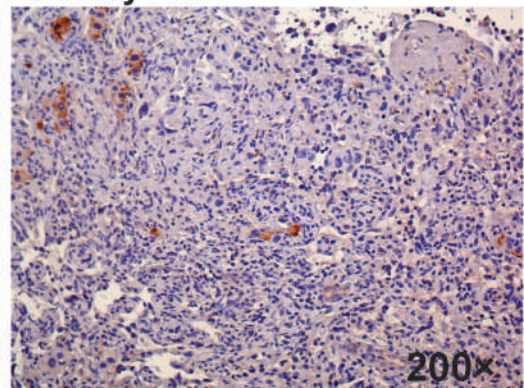

Allograft tumor type: Unclear  
Strain lost due to stop proliferation ex vivo

# AL10

Primary: H&E

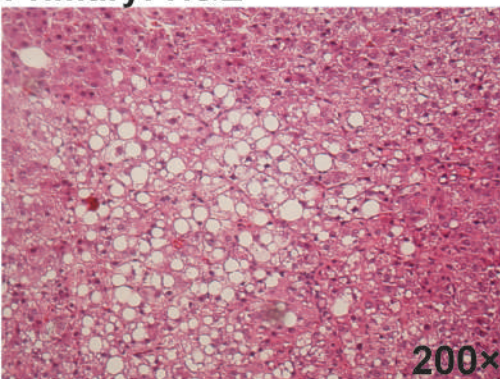

Primary: Gomori

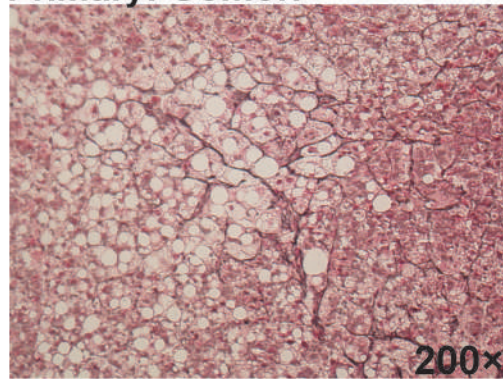

Primary: EpCAM

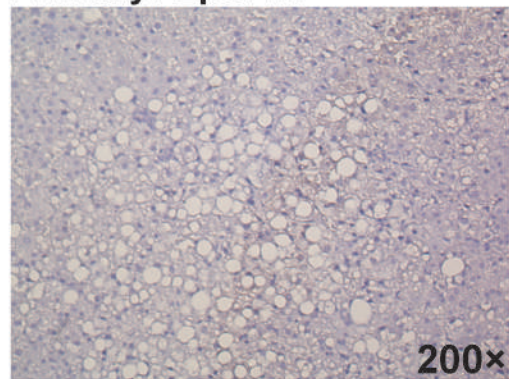

Primary: AFP

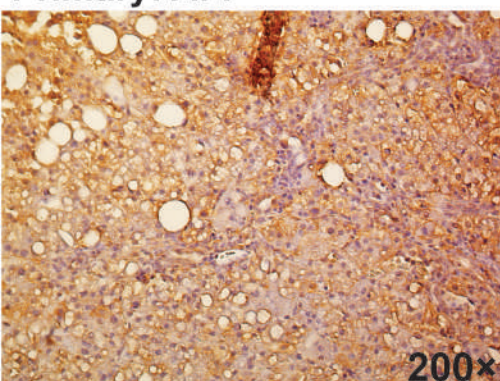

Primary: CK19

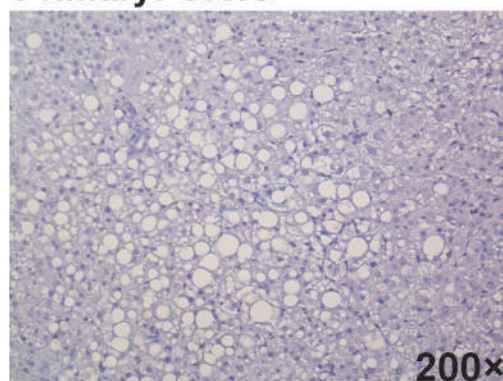

Primary: GFP

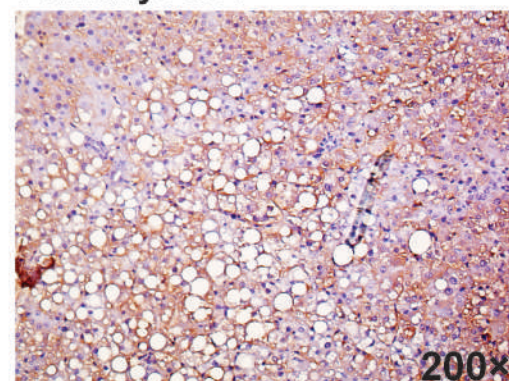

Allograft: H&E

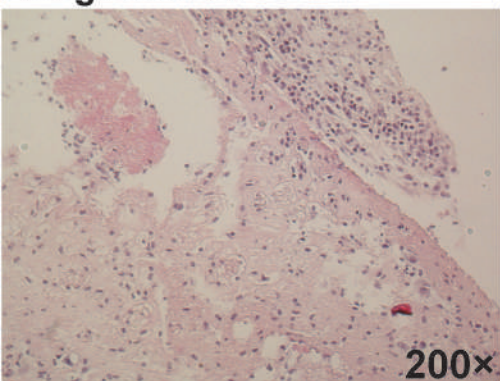

Allograft: Gomori

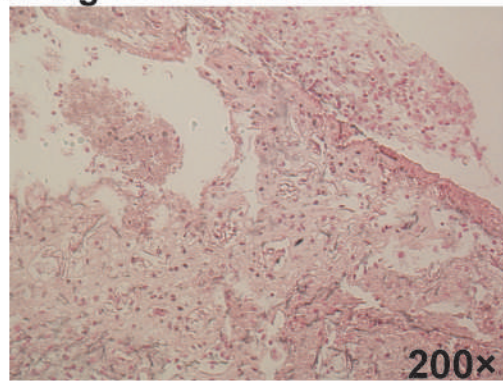

Allograft: EpCAM

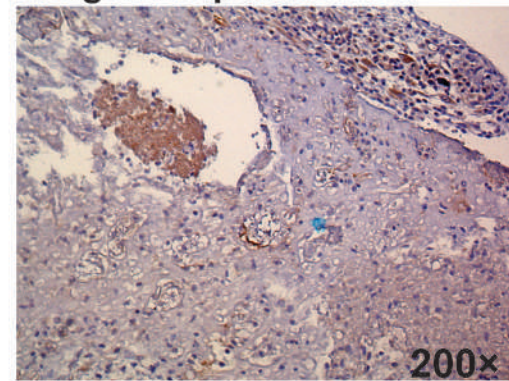

Allograft AFP

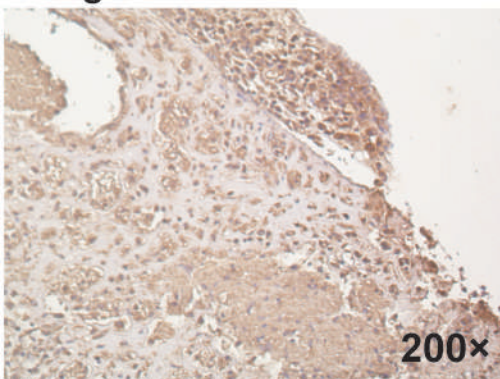

Allograft: CK19

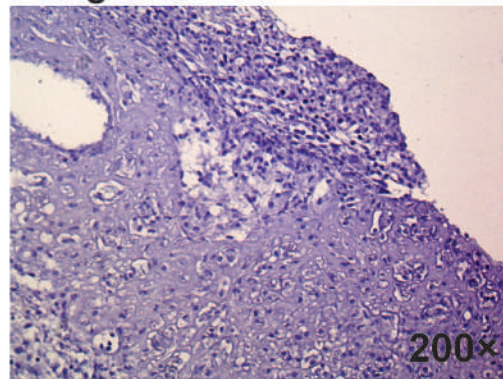

Allograft: GFP

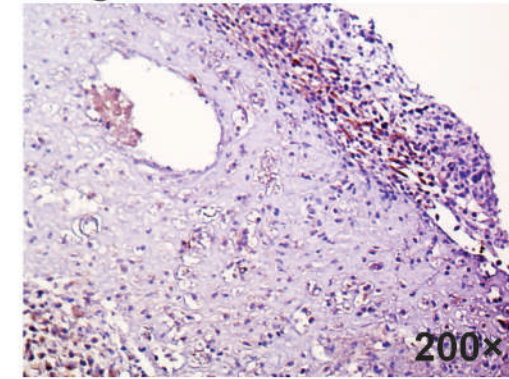

Allograft Organoid

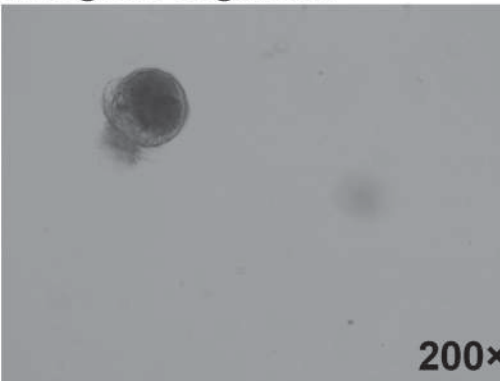

Allograft tumor type: Unclear

# AL13

Primary: H&E

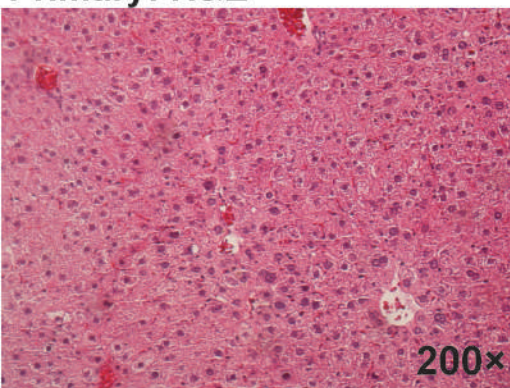

Primary: Gomori

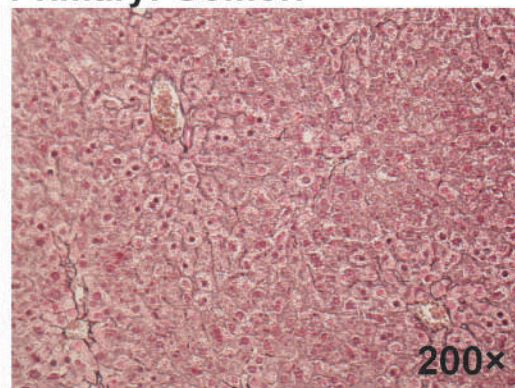

Primary: EpCAM

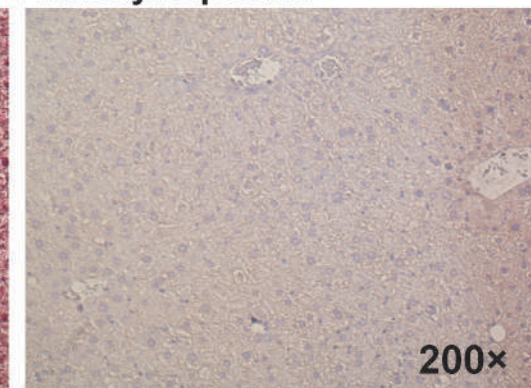

Primary: AFP

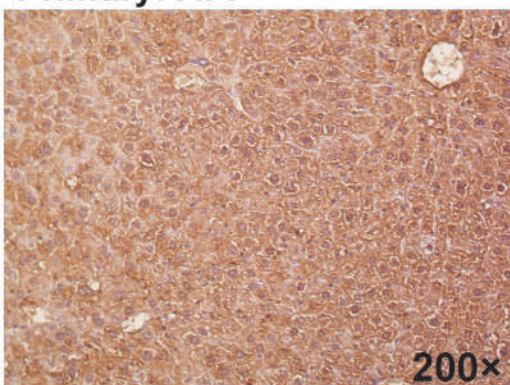

Primary: CK19

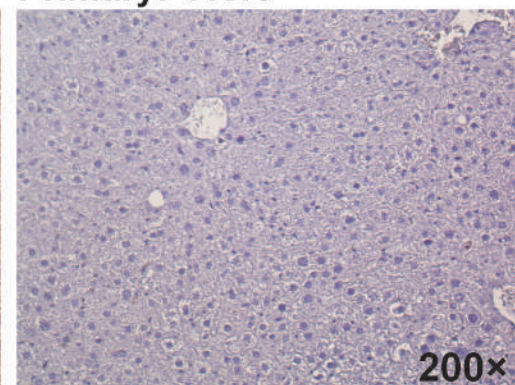

Primary: GFP

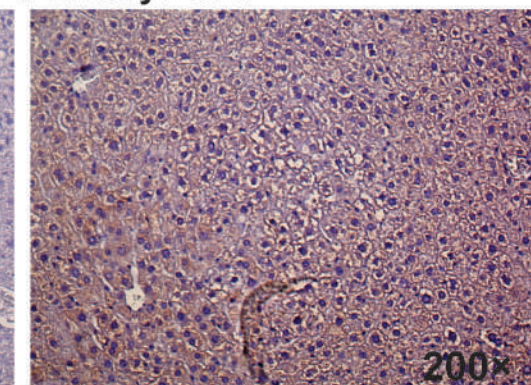

Allograft: H&E

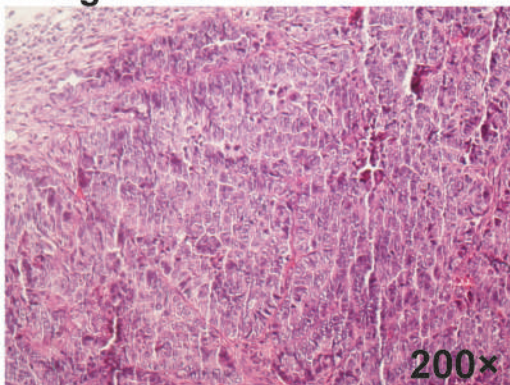

Allograft: Gomori

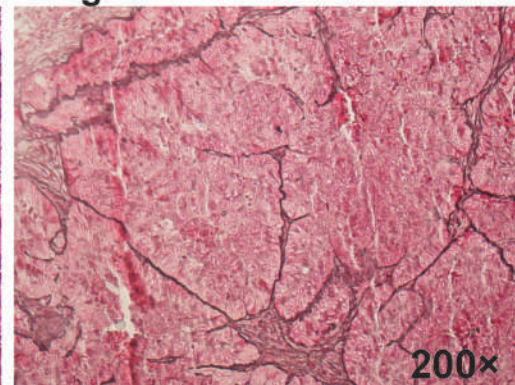

Allograft: EpCAM

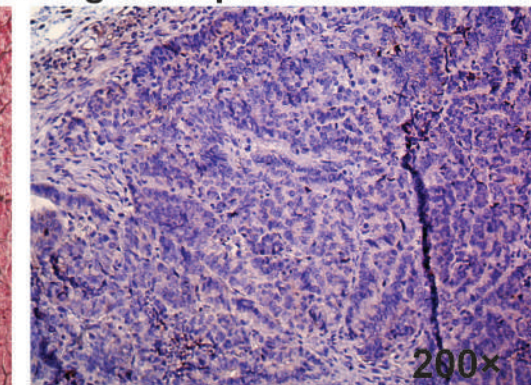

Allograft AFP

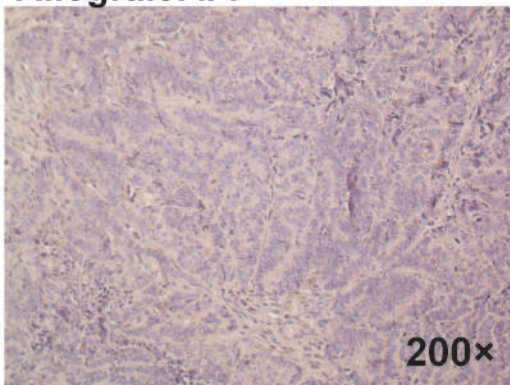

Allograft: CK19

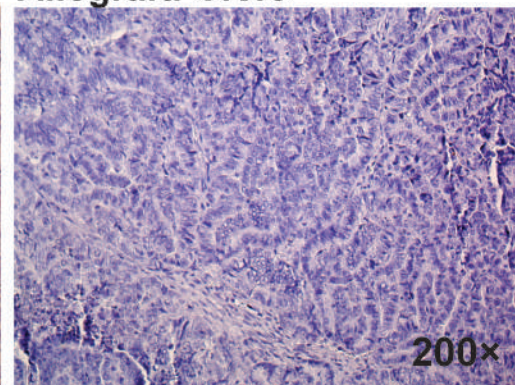

Allograft: GFP

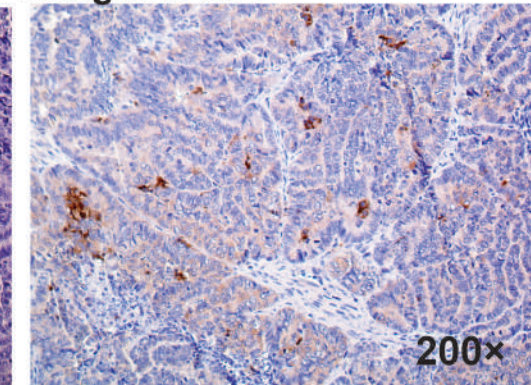

Allograft Organoid

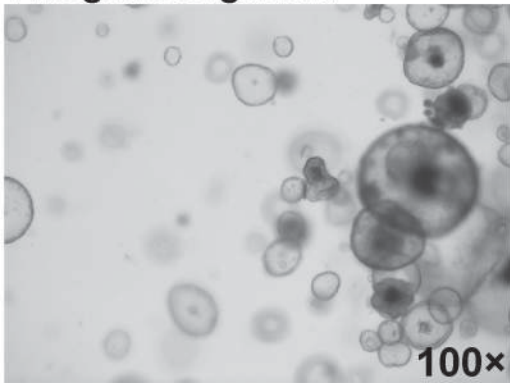

Allograft tumor type: CC/CHC

# AL17

Primary: H&E

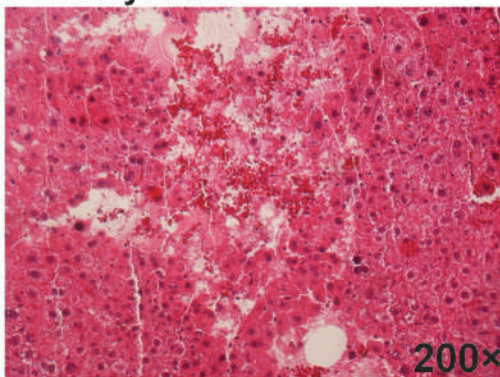

Primary: Gomori

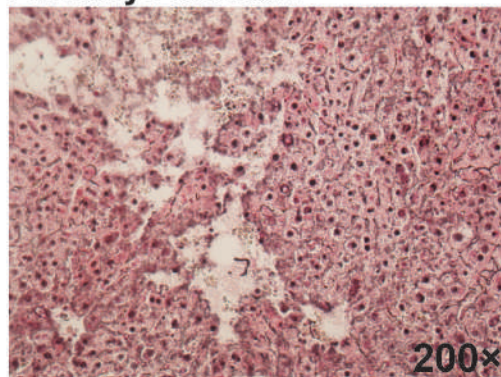

Primary: EpCAM

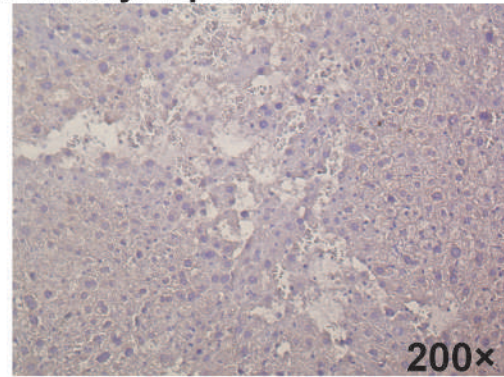

Primary: AFP

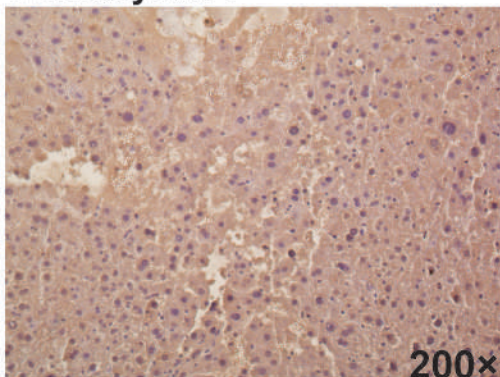

Primary: CK19

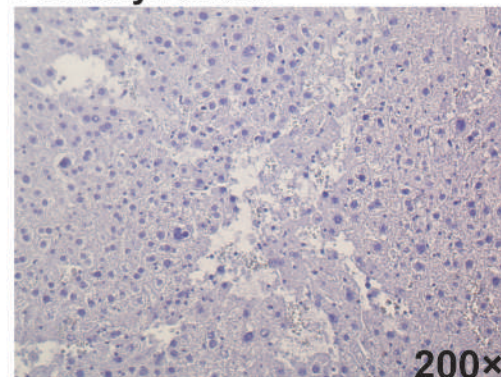

Primary: GFP

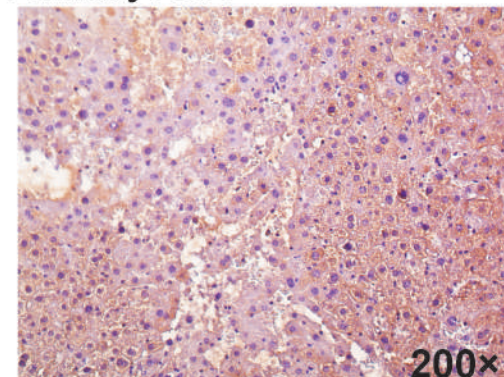

Allograft: H&E

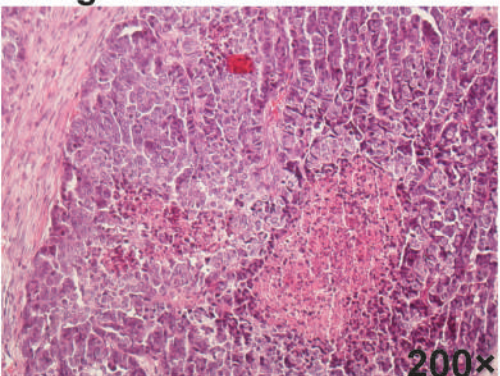

Allograft: Gomori

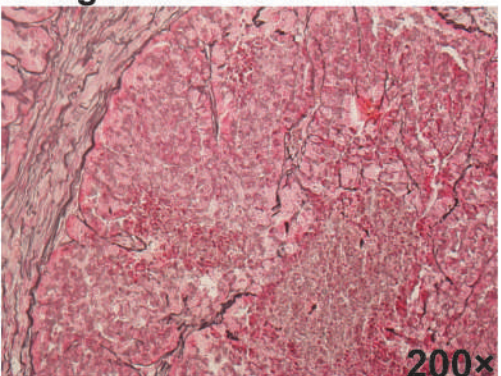

Allograft: EpCAM

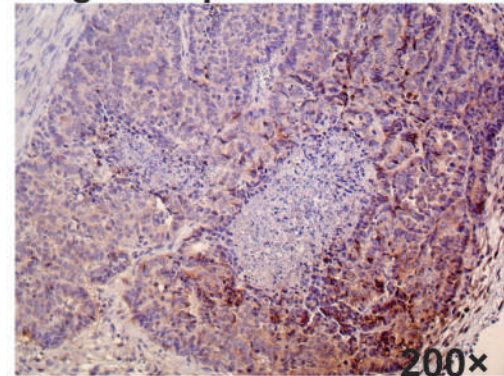

Allograft AFP

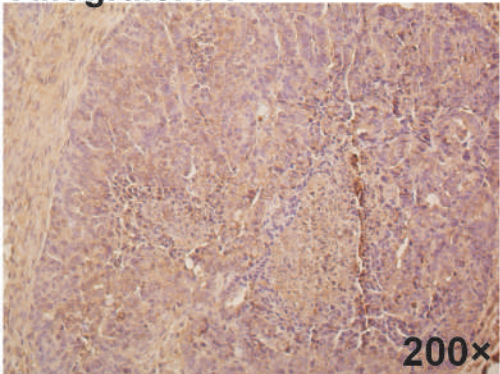

Allograft: CK19

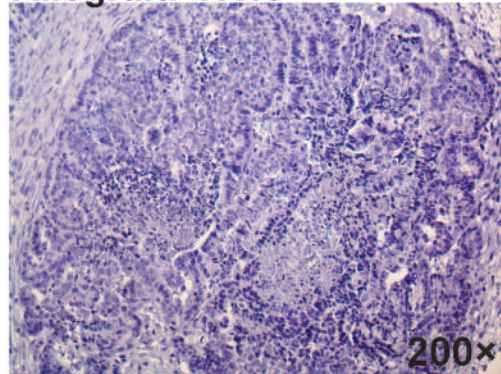

Allograft: GFP

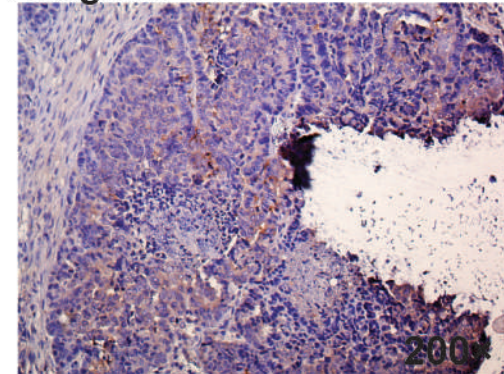

Allograft Organoid

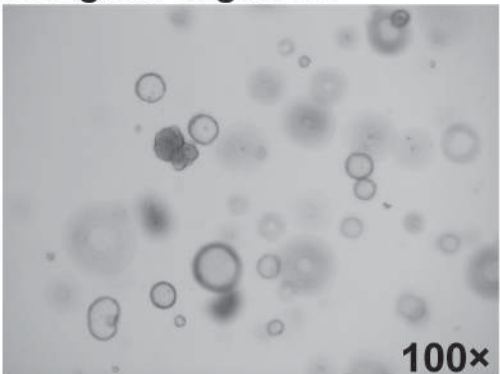

Allograft tumor type: CC/CHC

# AL38

Primary: H&E

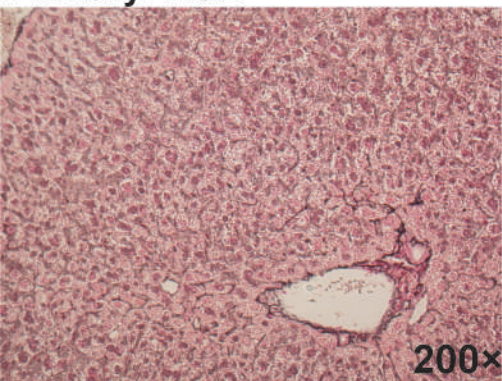

Primary: Gomori

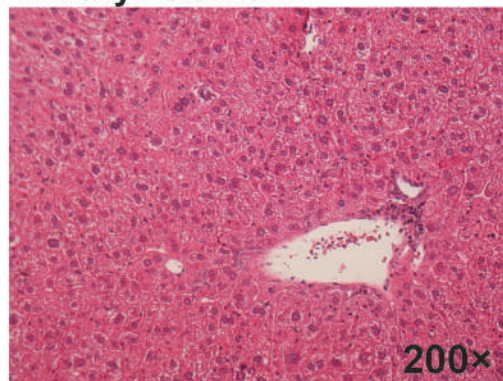

Primary: EpCAM

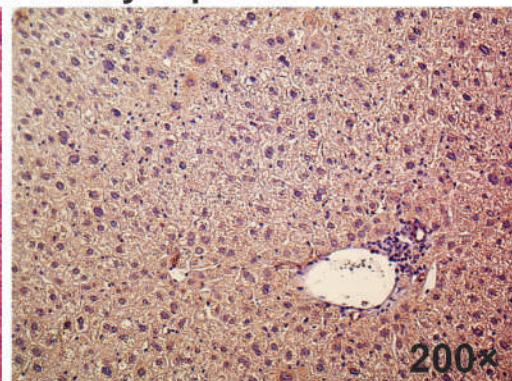

Primary: AFP

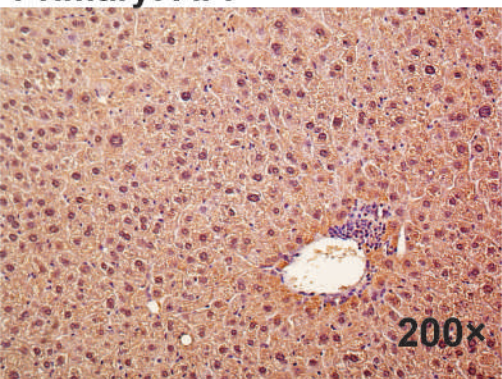

Primary: CK19

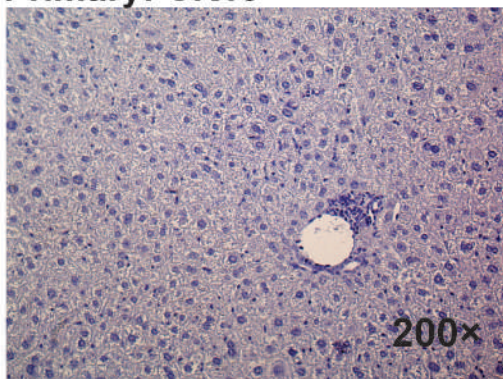

Primary: GFP

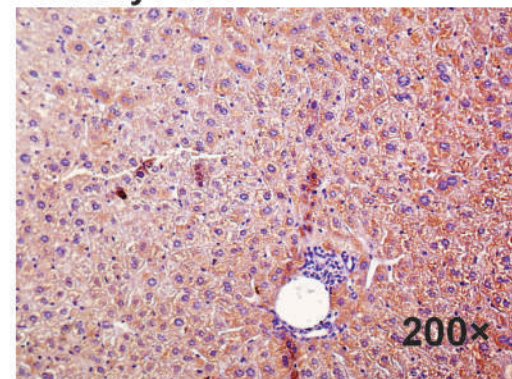

Allograft: H&E

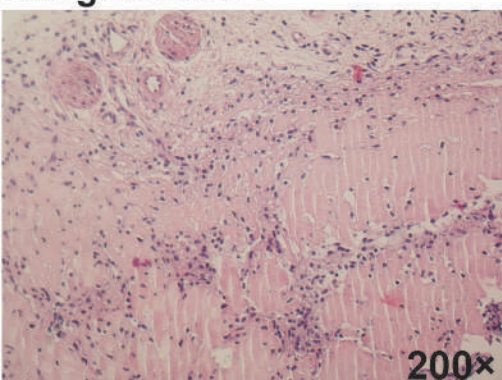

Allograft: Gomori

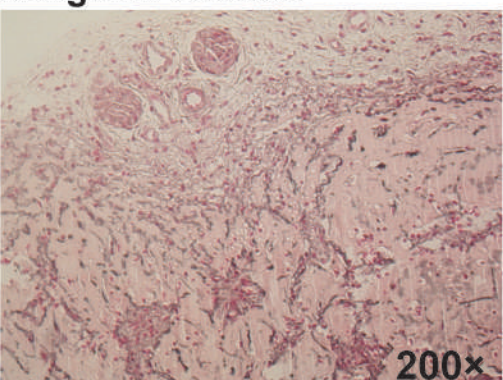

Allograft: EpCAM

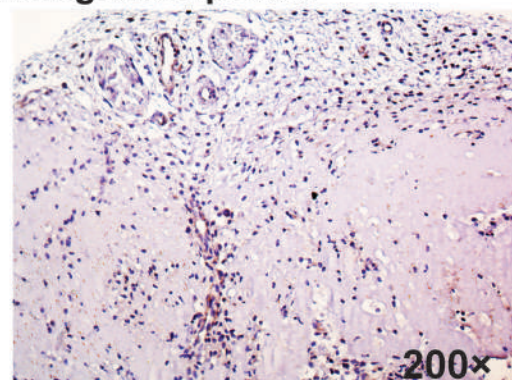

Allograft AFP

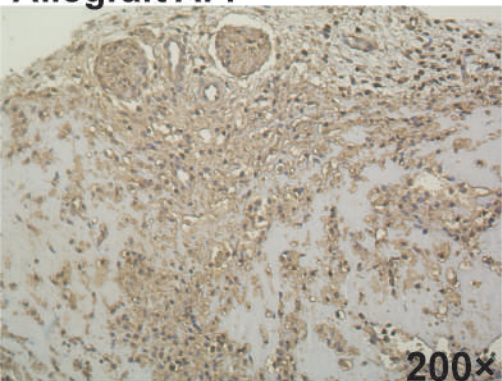

Allograft: CK19

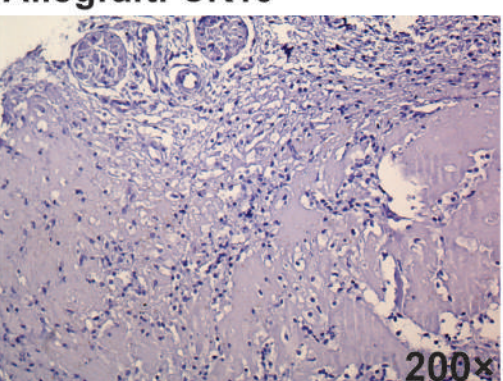

Allograft: GFP

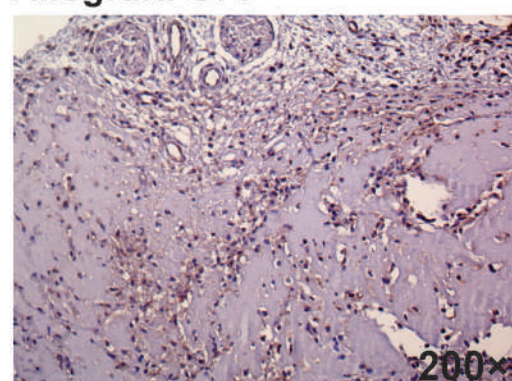

Allograft Organoid

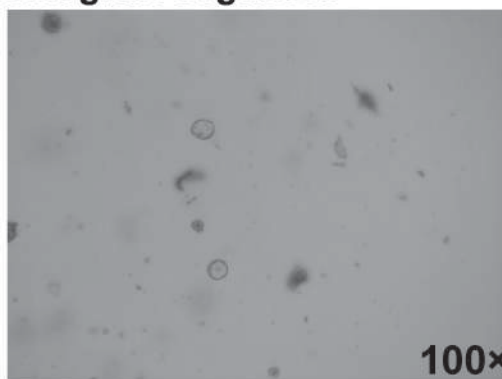

Allograft tumor type: Unclear

# AL43

Primary: H&E

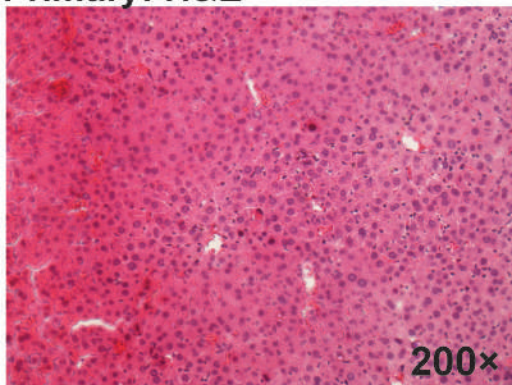

Primary: Gomori

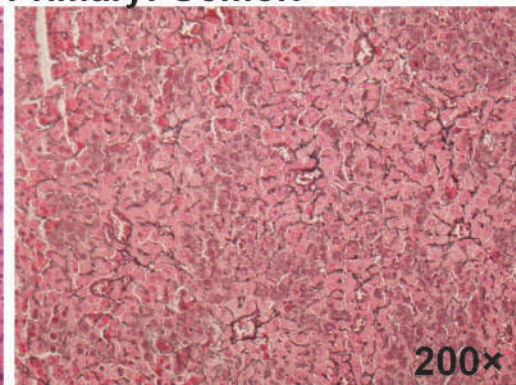

Primary: EpCAM

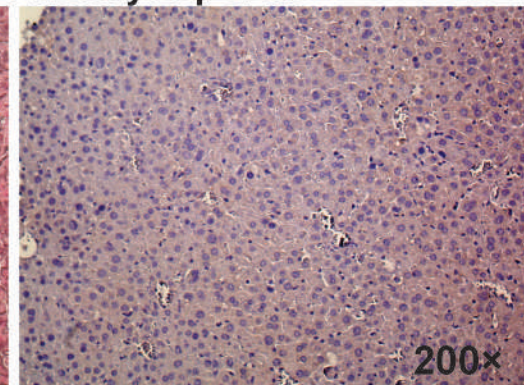

Primary: AFP

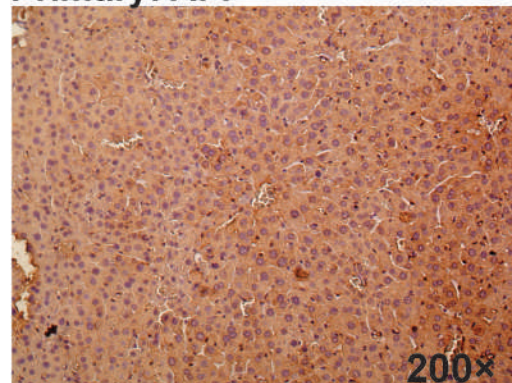

Primary: CK19

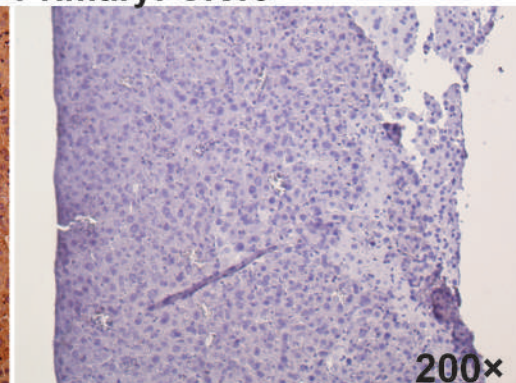

Primary: GFP

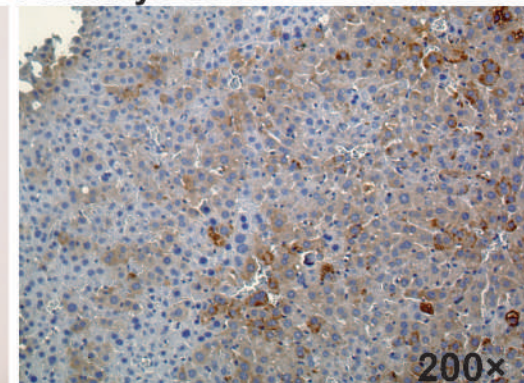

Allograft: H&E

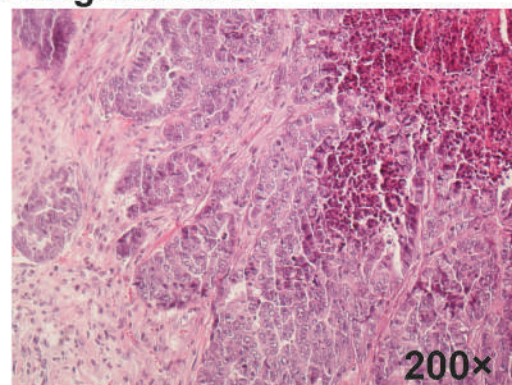

Allograft: Gomori

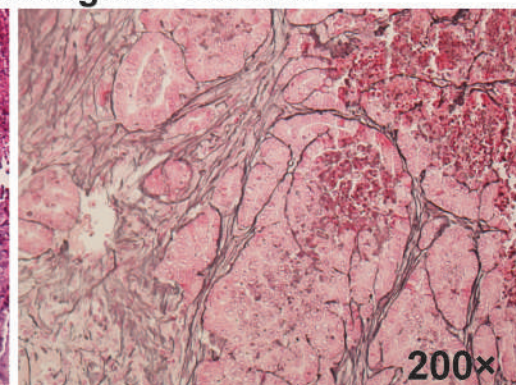

Allograft: EpCAM

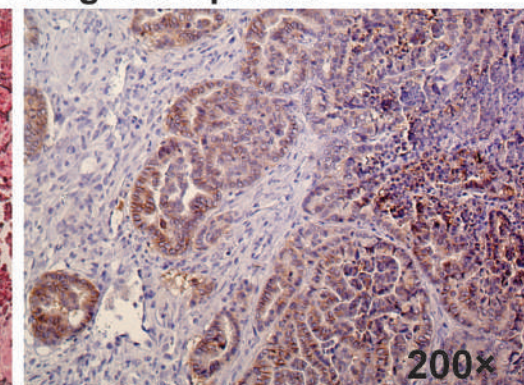

Allograft AFP

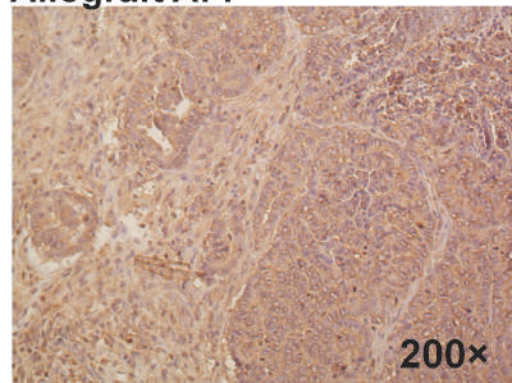

Allograft: CK19

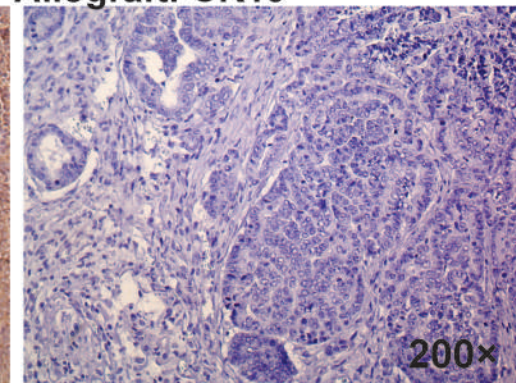

Allograft: GFP

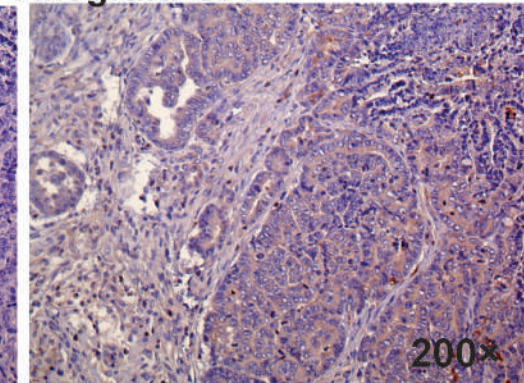

Allograft Organoid

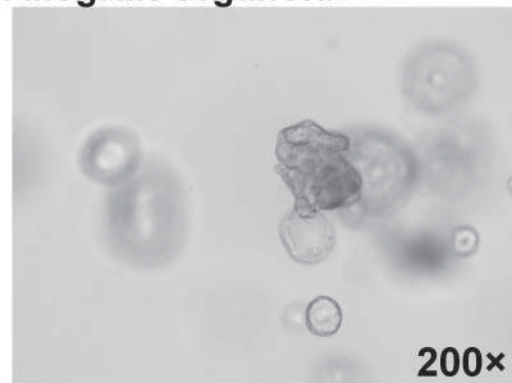

Allograft tumor type: CC/CHC

# AL46

Primary: H&E

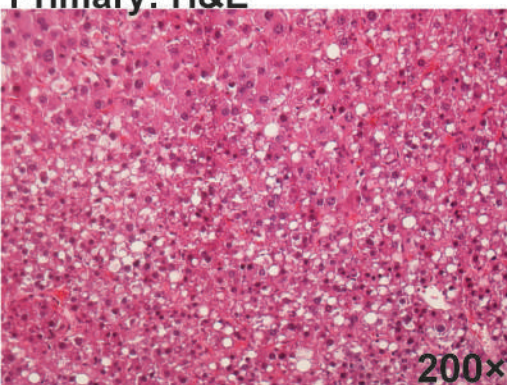

Primary: Gomori

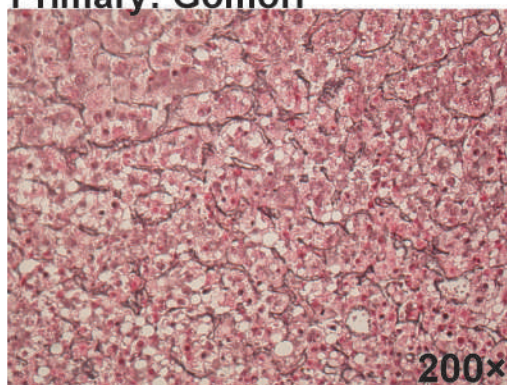

Primary: EpCAM

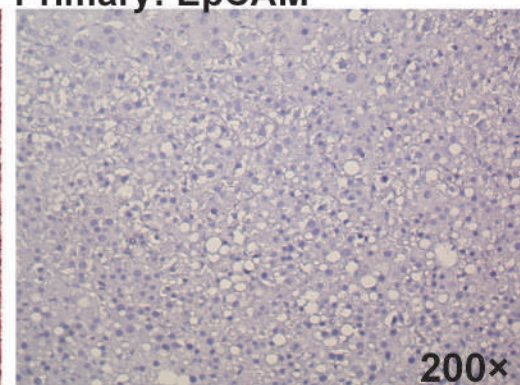

Primary: AFP

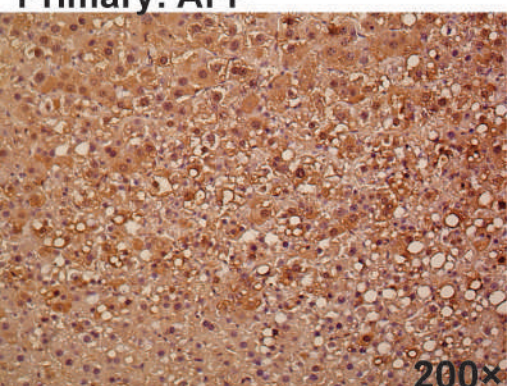

Primary: CK19

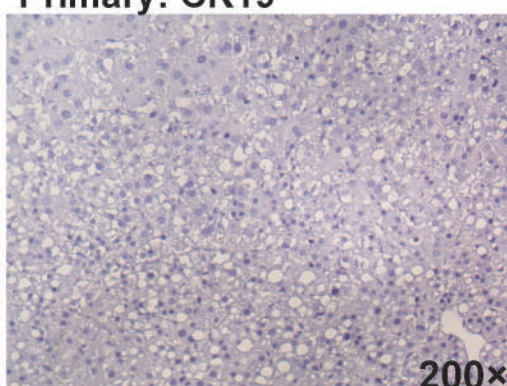

Primary: GFP

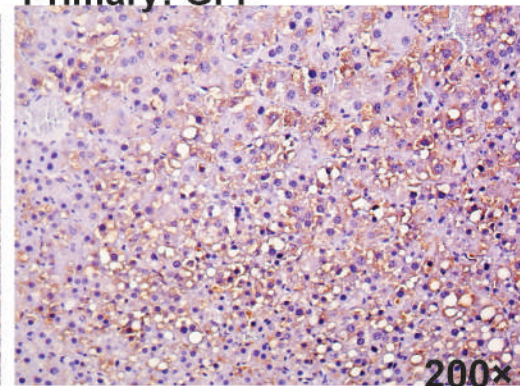

Allograft: H&E

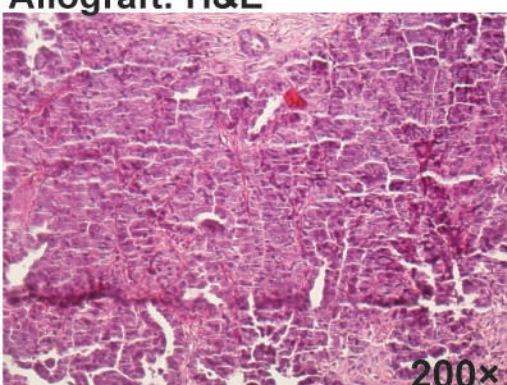

Allograft: Gomori

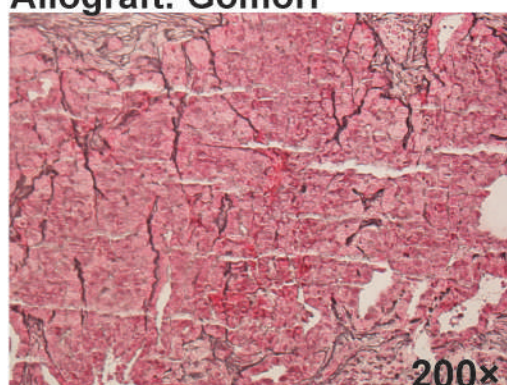

Allograft: EpCAM

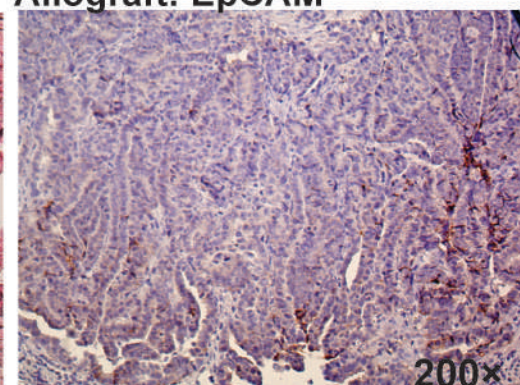

Allograft AFP

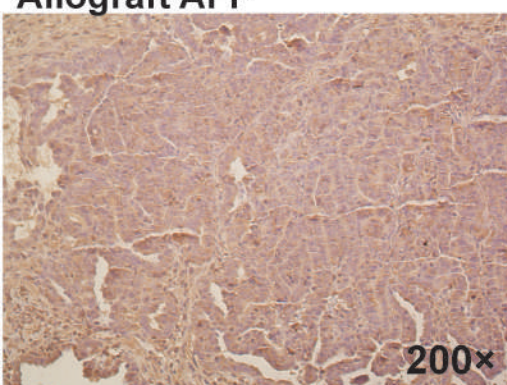

Allograft: CK19

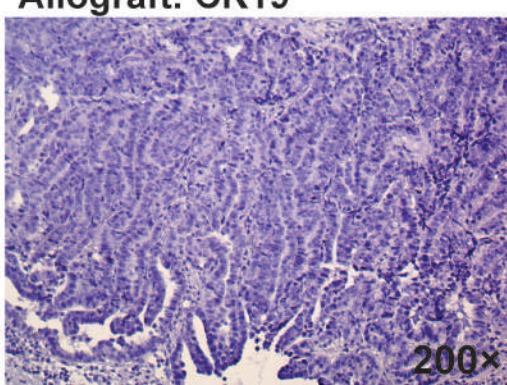

Allograft: GFP

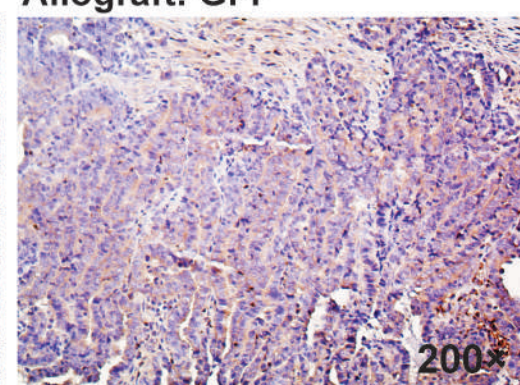

Allograft Organoid

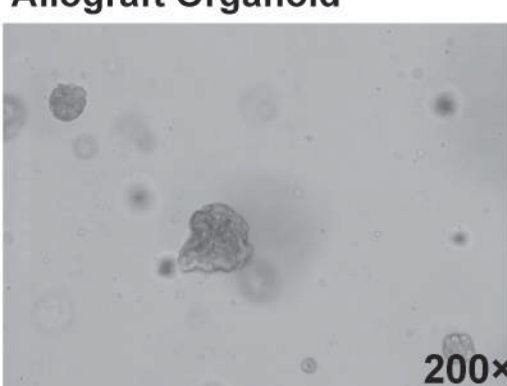

Allograft tumor type: CC/CHC

# AL61

Primary: H&E

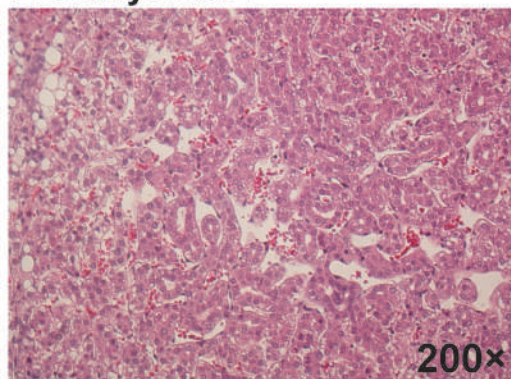

Primary: Gomori

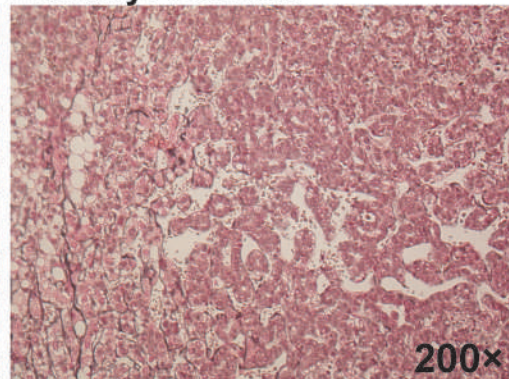

Primary: EpCAM

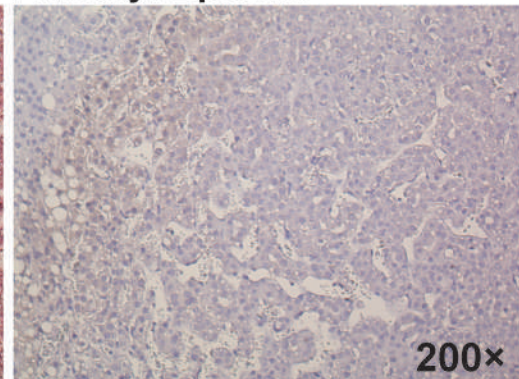

Primary: AFP

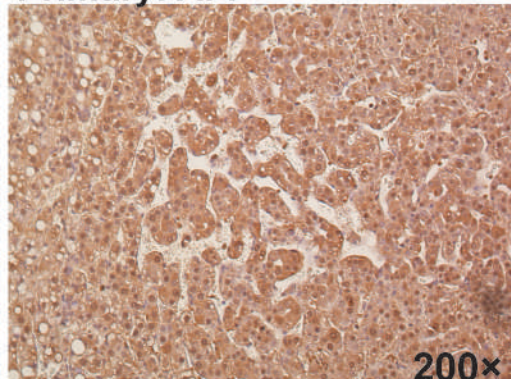

Primary: CK19

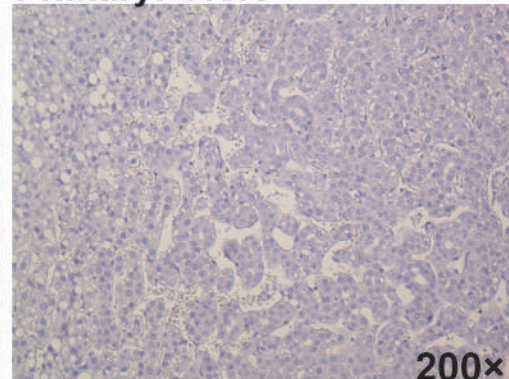

Primary: GFP

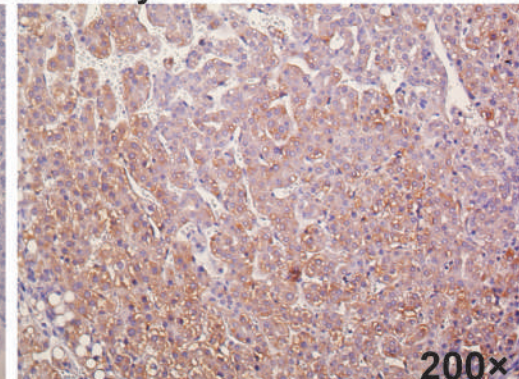

Allograft: H&E

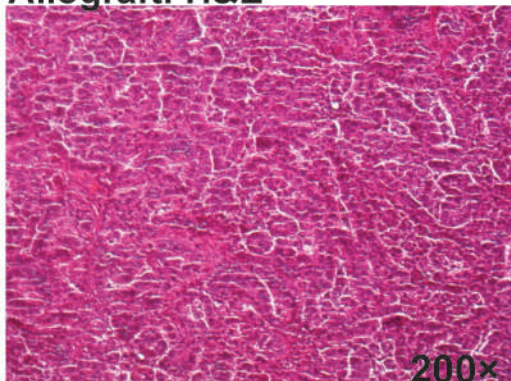

Allograft: Gomori

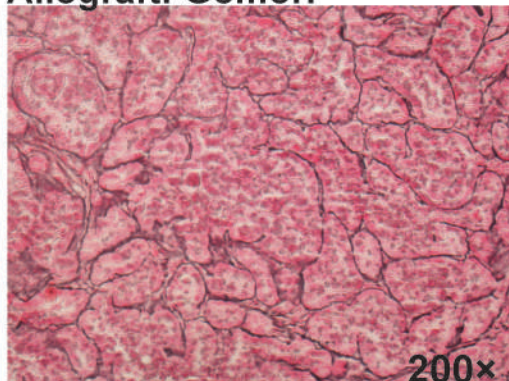

Allograft: EpCAM

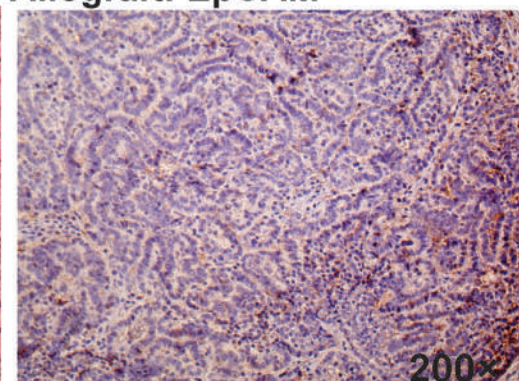

Allograft AFP

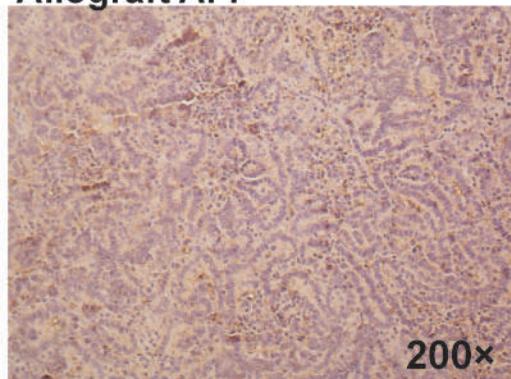

Allograft: CK19

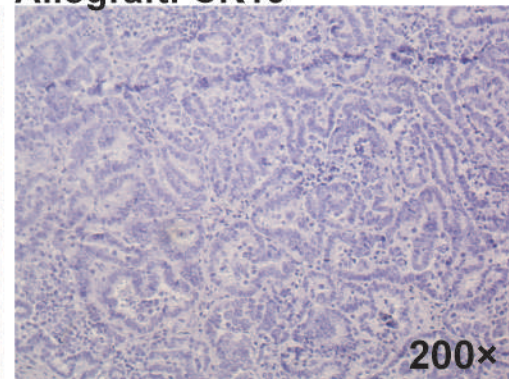

Allograft: GFP

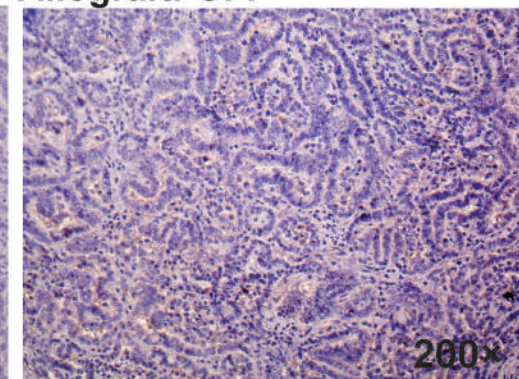

Allograft Organoid

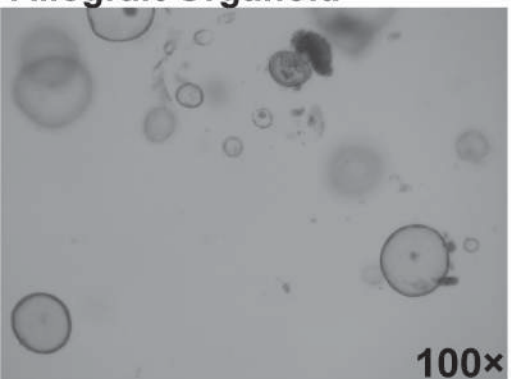

Allograft tumor type: CC/CHC

# AL62

Primary: H&E

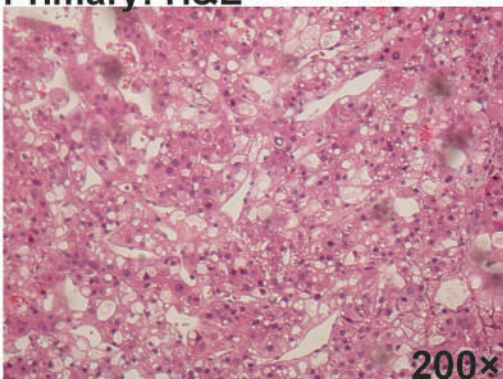

Primary: Gomori

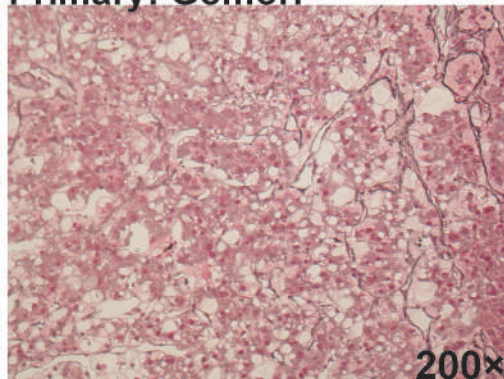

Primary: EpCAM

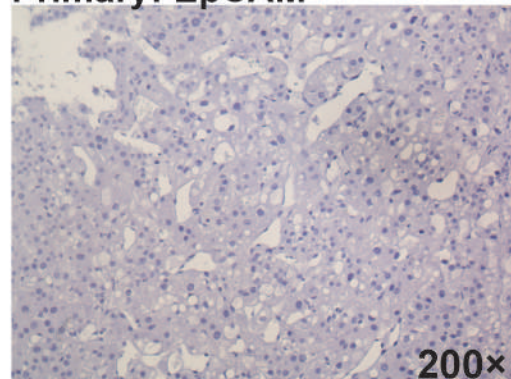

Primary: AFP

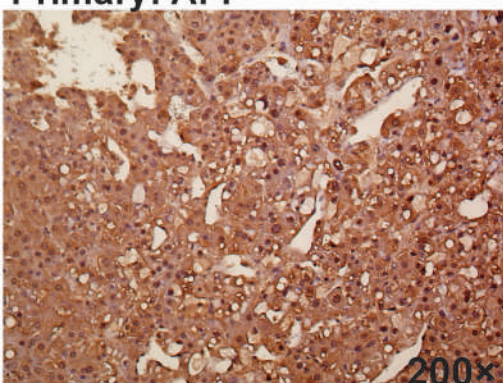

Primary: CK19

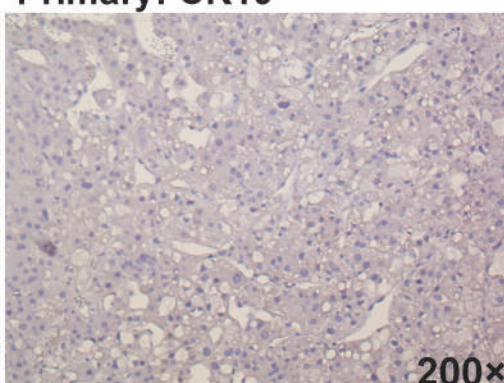

Primary: GFP

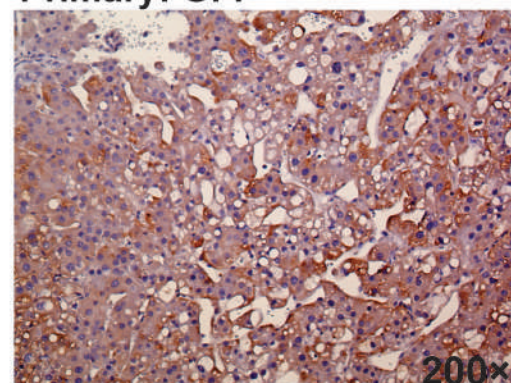

Allograft: H&E

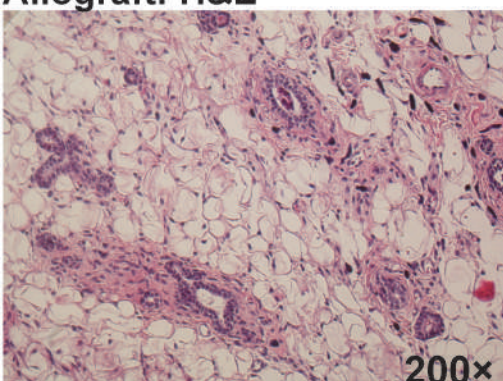

Allograft: Gomori

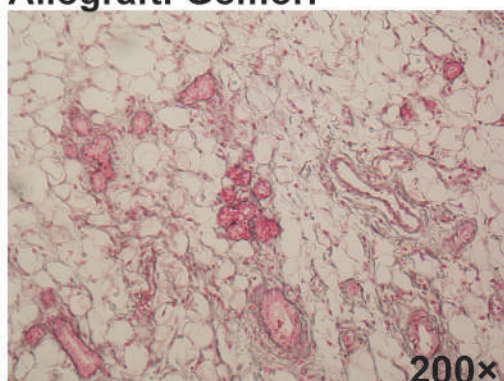

Allograft: EpCAM

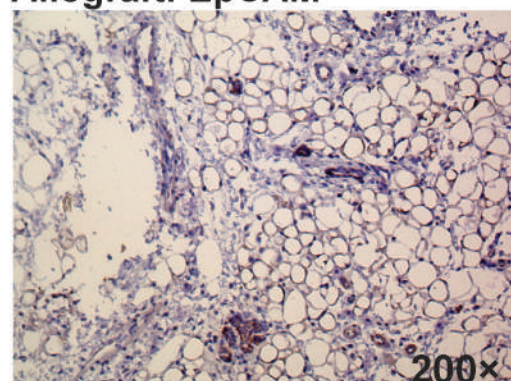

Allograft AFP

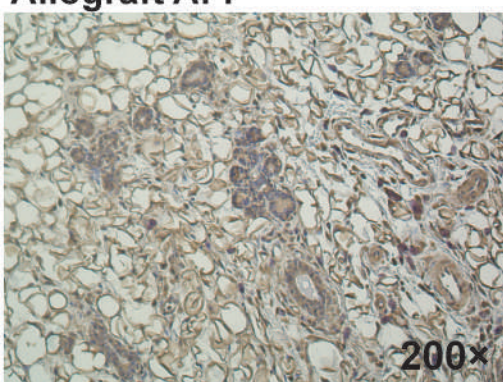

Allograft: CK19

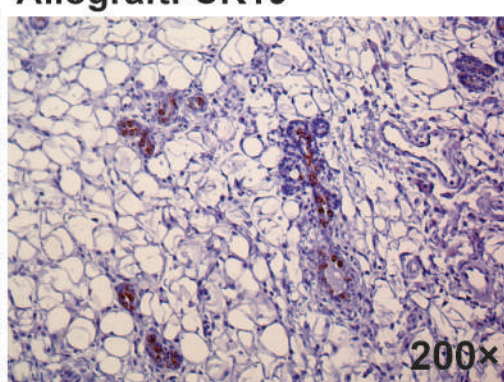

Allograft: GFP

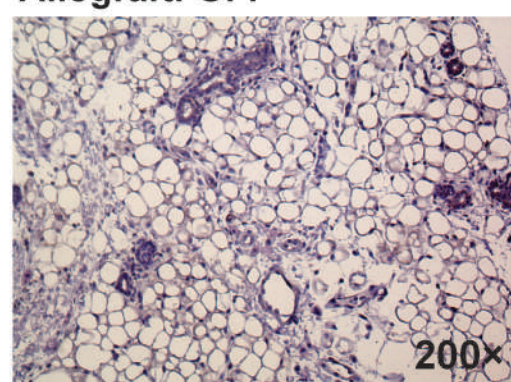

Allograft tumor type: unclear  
Strain lost due to stop proliferation ex vivo

# AL84

Primary: H&E

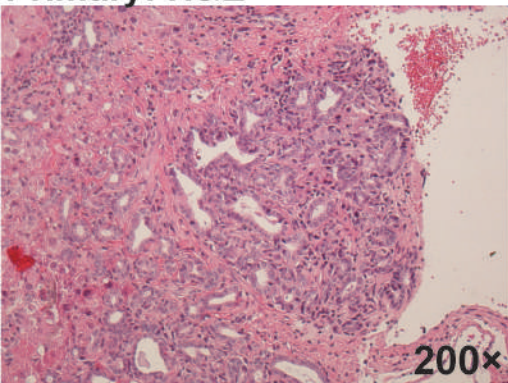

Primary: Gomori

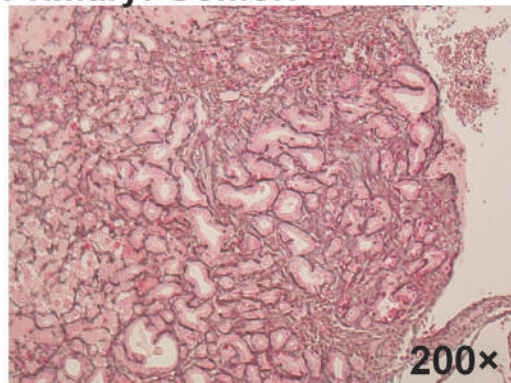

Primary: EpCAM

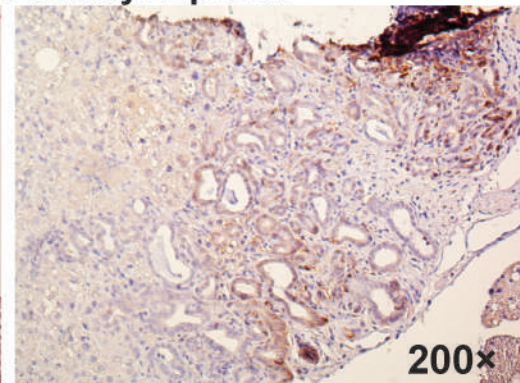

Primary: AFP

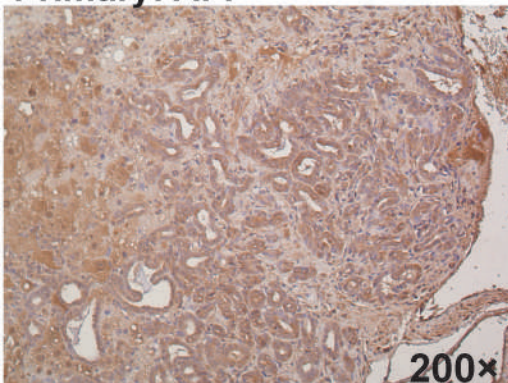

Primary: CK19

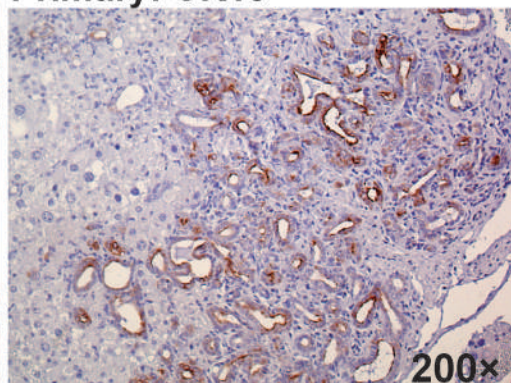

Primary: GFP

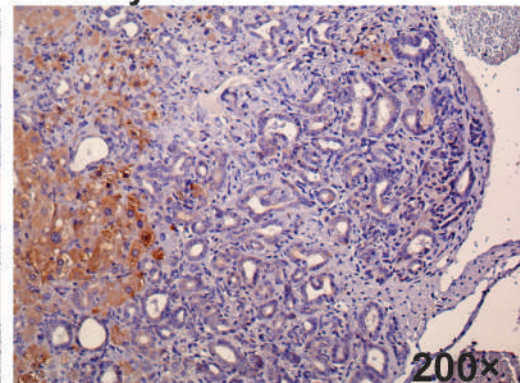

Allograft: H&E

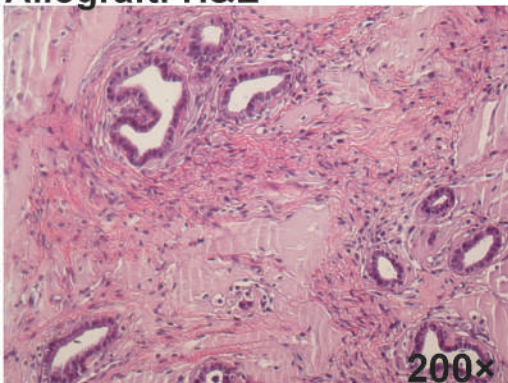

Allograft: Gomori

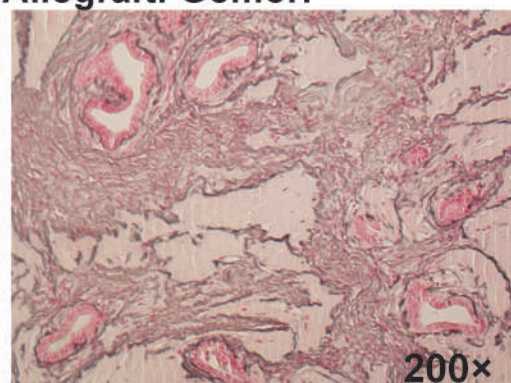

Allograft: EpCAM

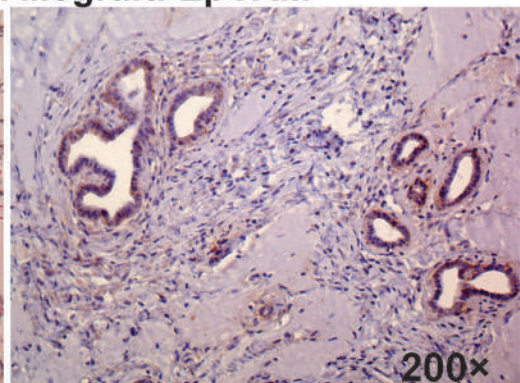

Allograft AFP

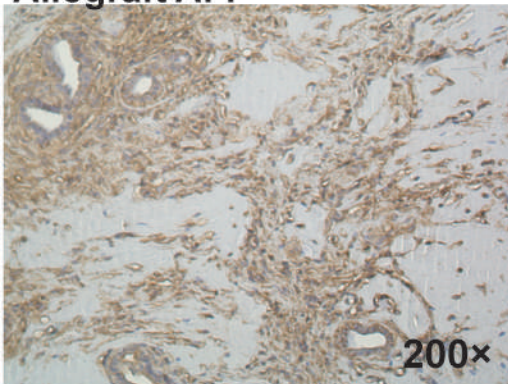

Allograft: CK19

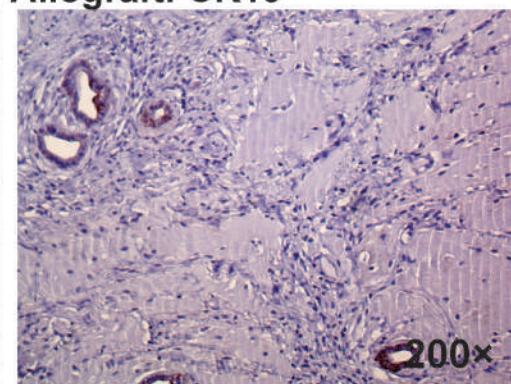

Allograft: GFP

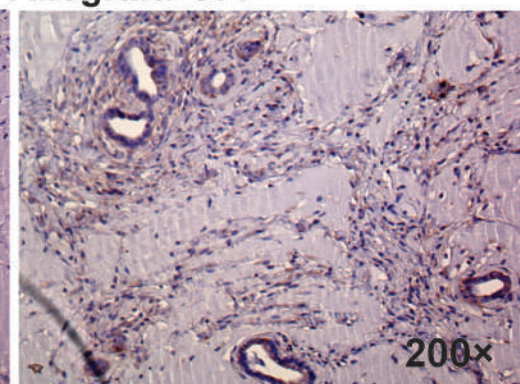

Allograft tumor type: CC

Strain lost due to stop proliferation ex vivo

# AL85

Primary: H&E

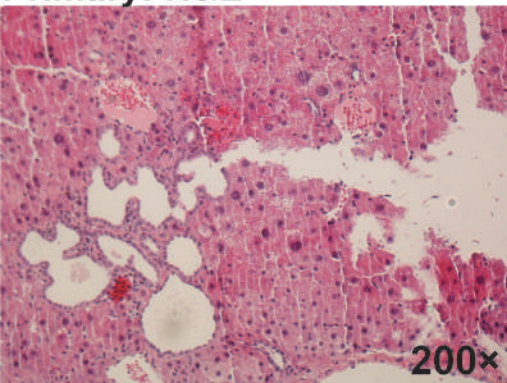

Primary: Gomori

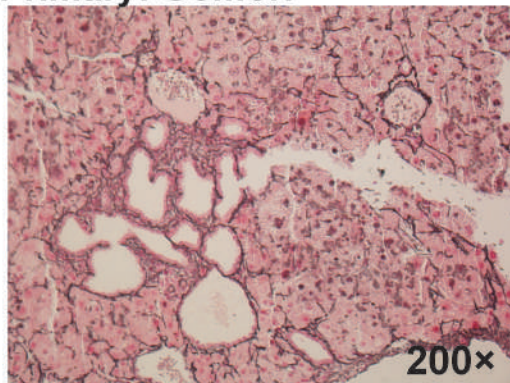

Primary: EpCAM

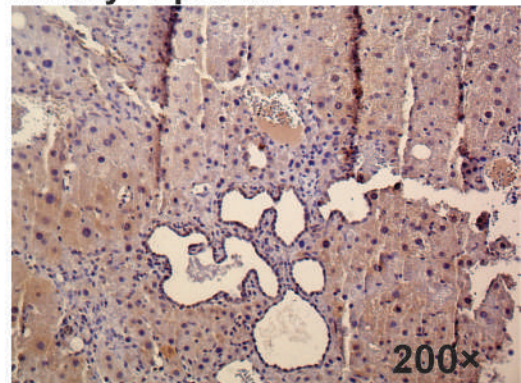

Primary: AFP

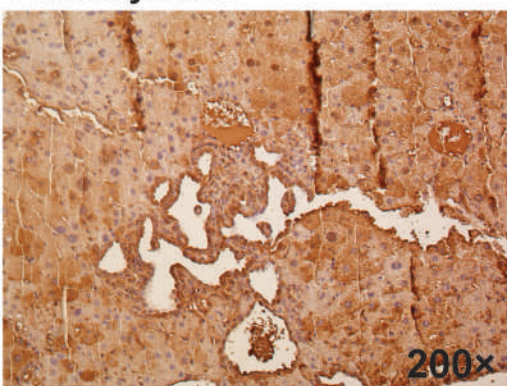

Primary: CK19

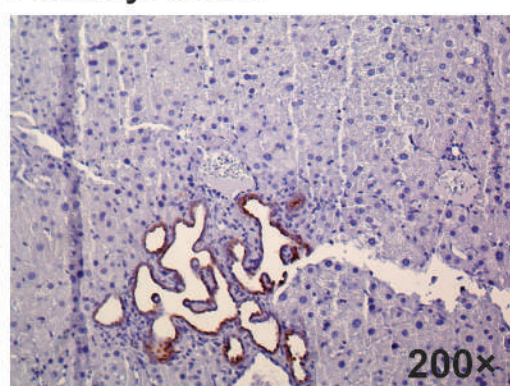

Primary: GFP

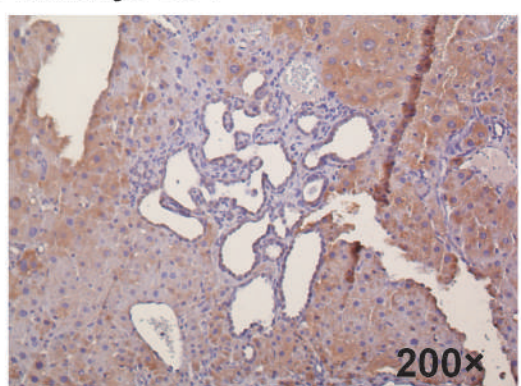

Primary Organoid

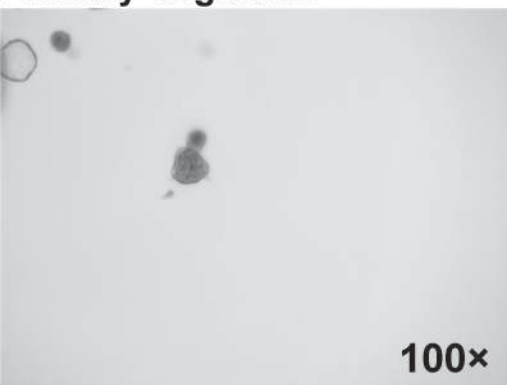

Allograft tumor type: Unclear

Strain lost due to stop proliferation ex vivo

# Supplementary material for: LGR5 marks targetable tumor-initiating cells in mouse liver cancer
**Source:** Nat Commun. 2020 Apr 23;11:1961. doi: 10.1038/s41467-020-15846-0
**Supplement:** Supplementary file 7 — Supplementary Data 4

## Untreated LGR5+ vs. LGR5-

# Supplementary material for: LGR5 marks targetable tumor-initiating cells in mouse liver cancer
**Source:** Nat Commun. 2020 Apr 23;11:1961. doi: 10.1038/s41467-020-15846-0
**Supplement:** Supplementary file 9 — Supplementary Data 6

|   | Tissue Code | Injected Cell Type      | Injected Cell Number | Tumor initiation |
|---|-------------|-------------------------|----------------------|------------------|
| 1 | PT47        | LGR5 <sup>+</sup> cells | 3000                 | no               |
|   |             | LGR5 <sup>-</sup> cells | 3000                 | no               |
| 2 | PT50        | LGR5 <sup>+</sup> cells | 2000                 | SAL1             |
|   |             | LGR5 <sup>-</sup> cells | 2000                 | SAL2             |
| 3 | PT63        | LGR5 <sup>+</sup> cells | 2000                 | SAL3             |
|   |             | LGR5 <sup>-</sup> cells | 2000                 | no               |
| 4 | PT65        | LGR5 <sup>+</sup> cells | 6000                 | no               |
|   |             | LGR5 <sup>-</sup> cells | 6000                 | no               |
| 5 | PT67        | LGR5 <sup>+</sup> cells | 1000                 | no               |
|   |             | LGR5 <sup>-</sup> cells | 1000                 | no               |
| 6 | PT68        | LGR5 <sup>+</sup> cells | 16000                | SAL4             |
|   |             | LGR5 <sup>-</sup> cells | 16000                | no               |
| 7 | PT72        | LGR5 <sup>+</sup> cells | 5000                 | no               |
|   |             | LGR5 <sup>-</sup> cells | 5000                 | no               |
| 8 | PT73        | LGR5 <sup>+</sup> cells | 1000                 | no               |
|   |             | LGR5 <sup>-</sup> cells | 1000                 | no               |
| 9 | PT85        | LGR5 <sup>+</sup> cells | 3000                 | no               |
|   |             | LGR5 <sup>-</sup> cells | 3000                 | no               |

| Tissue code | Primary tumor                                                                       | Allograft Tumor                                                                       |
|-------------|-------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| SAL1        | 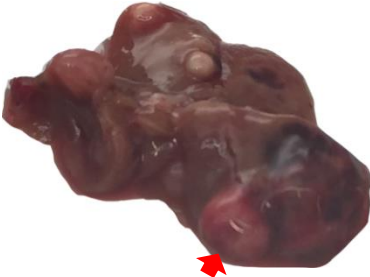   | 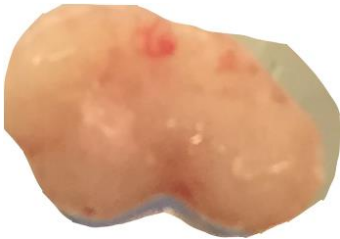   |
| SAL2        | 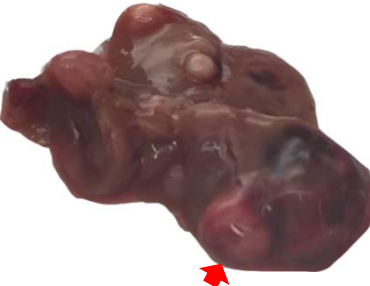  | 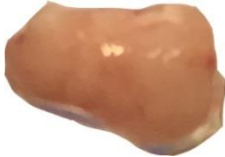  |
| SAL3        | Picture lacking                                                                     | 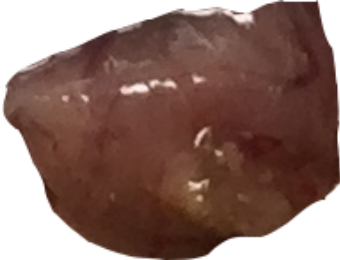 |
| SAL4        | 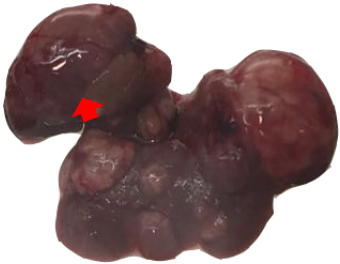 | 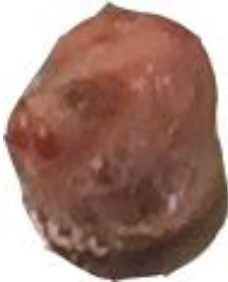 |

How the deposited data were processed for this re-analysis (not part of the article)

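RNA was sequenced from LGR5–GFP+ and LGR5–GFP- cells of liver cancer organoids, untreated or treated with 5-FU, with 3 libraries in each of the 4 groups. The authors isolated RNA with a micro-scale column kit, amplified it with a SMARTer kit and had paired-end libraries sequenced. They deposited 1 table of whole-number read counts, with 47069 Ensembl mouse genes and 12 libraries and without normalization. Of the gene identifiers, 46488 matched a symbol in the GENCODE M21 annotation and 581 did not. The paper's text does not name the aligner, the counting program, the genome build or the annotation, so gene positions on GRCm38 describe the annotation used here and not the authors' counting. Condition and replicate number of each library were taken from the sample labels and the paper's comparisons.

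Counted reads ranged from 13750591 to 19323514 per library with a median of 16918438.5. The limit that a count of 0 allows, 3 reads, was 0.165 to 0.220 CPM. Mitochondrial genes took 1.47% to 3.08% of the reads, apart from LGR5- replicate 3, where they took 6.93% in untreated and 6.44% in 5-FU-treated cells. No pair of libraries was a copy of another: the chi-square per degree of freedom between libraries of the same group lay between 16.7 and 137, and between other pairs from 4.74 to 265. The 4.74 was found between replicate 1 of the untreated LGR5- and LGR5+ cells.

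Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were filtered by filterByExpr with the group labels, which kept 16157 genes, scaled by TMM and fitted with glmQLFit (robust) on 4 group means. The common dispersion was 0.0708, a biological coefficient of variation of 26.6%. Contrasts were tested by glmQLFTest: LGR5+ against LGR5- cells within each treatment, 5-FU-treated against untreated cells within each population, the difference between the responses of the populations, and the LGR5+ against LGR5- difference averaged over treatments. Genes were counted at an unadjusted *P* under 0.05 with an absolute log2 fold change over 1.5, the thresholds in the paper's methods, and at a Benjamini-Hochberg adjusted *P* under 0.05. The standard error of a log2 fold change is its size divided by the square root of its F statistic. Values per group are CPM after TMM scaling with their SD. Single genes were also compared by two-sided exact permutation tests on CPM, for which 3 libraries against 3 give no *P* under 0.1. Where all libraries of one group held at most 3 reads, the fold was computed against that limit and is a lower bound. It takes the mean of the other group as measured, so it covers counting error in the group at the limit only, and it is not given where no library of the other group held more than 6 reads, a limit set after the values were seen.

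Genes given with values were chosen by a fixed rule: *Lgr5*, the 8 genes the paper names as higher in LGR5+ cells, the 5 highest and 5 lowest fitted log2 fold changes per comparison among genes with an adjusted *P* under 0.05 and no overlap between groups, up to 3 genes per pathway of Supplementary Data 3 with the smallest *P*, and the 5 genes with the smallest adjusted *P* for the difference between responses. Surfactant, globin and other genes outside this rule were chosen after their values were seen. The genes of each pathway the paper names were read from Supplementary Data 3. The pathway library itself was not used here, so no enrichment was computed.

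Lists of genes written from general knowledge were tested with fry over 11 lists and 4 comparisons, 44 tests adjusted together: p53 targets, cell cycle and replication, Wnt targets, Notch targets, progenitor and stem cell genes, and genes of macrophages, mast cells, endothelial cells, fibroblasts, hepatocytes and cholangiocytes. A further list of 15 lung-epithelium genes was used for expression levels only.

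As alternatives, 8 choices were changed 1 at a time: no filter, at least 10 reads in every library, DESeq2's size factors (RLE) in the edgeR fit, library size only, DESeq2's own test, a fit of only the libraries compared, replicate number as a block, and each library of the groups compared left out in turn. For the lists, fry was replaced by camera with an estimated correlation. Fry asks whether a list changes, and camera whether it changes more than the other genes. A pseudocount was not varied, since the values are counts. 1 alternative was added after seeing the data: a per-gene comparison of mean CPM with a pooled variance, without log transformation, moderation or filter, in which a mean of 0 in one group counts as past the fold limit. It was found by a search with the paper's numbers of genes and its list in view. In all, 17 settings were compared with them: unlogged CPM with pooled or separate variances and log2 CPM, each with 4 pseudocounts, edgeR's exact test, and the pooled comparison with 4 other scalings. Only 1 of the 17 gave the paper's numbers, and it was kept for that reason. Between untreated populations the settings gave 0 to 224 genes.

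Replicate numbers pair the 5-FU-treated LGR5+ and LGR5- libraries: the deviations of libraries with the same number from their group means correlated across genes at 0.57, 0.22 and 0.30. Of the 4 splits of these 6 libraries that part all 3 pairs, the real one gave 274 genes past both thresholds and the others gave 29, 78 and 51. The labels and the paper's text give no sequencing batch.

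The procedure was tested on simulated counts of 3 against 3 libraries with 200 changed genes. edgeR recovered 99 of them (49.5%), which was 72.6% of changes of 2 and 28.6% of changes of 1 on the log2 scale, with 3 calls among unchanged genes and 0 in the wrong direction. DESeq2 recovered 125 with 25 calls among unchanged genes. For the difference between responses edgeR recovered 56. The unlogged comparison called 76 of the 95 genes changed by 2 and 33 unchanged genes. Other splits of the libraries were fitted in the same way, 10 for each comparison of 6 libraries and 100 drawn with a fixed seed from 200 for the contrasts over 12 libraries.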

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

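The tests on *Sftpc*, *Sftpb* and *Sftpa1* were chosen only after those values had been seen, whereas the list of 15 lung-epithelium genes and the test on beta-globin genes were set before theirs were.

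Genes of the lung epithelium, which the paper does not discuss, had many reads in all 12 libraries. *Sftpc* (ENSMUSG00000022097, chromosome 14 from 70520949 to 70524081), which codes for surfactant protein C, had 46591 to 315963 reads per library and at least 2619 CPM, against a limit for a count of 0 of 0.220 CPM or less. *Nkx2-1* (ENSMUSG00000001496, chromosome 12 from 56531958 to 56536908), a transcription factor gene, had at least 43.3 CPM. Both were singled out because the signal lies far above that limit in genes outside those the paper reports. The levels argue against lung cells or their RNA in only some of the libraries, since the lowest of the 12 libraries still had 2619 CPM of *Sftpc*. RNA of mature alveolar cells mixed into every library would also bring *Sftpb* and *Sftpa1*, which such cells express abundantly, but the median ratio of *Sftpc* to the higher of these was 233. *Sftpd*, a further surfactant gene, goes the other way, with 37.2 to 465 CPM, though under *Sftpc* in every library. Such RNA is thus argued against as the source of most *Sftpc* reads and not as a minor part. Of the 15 list genes, 6 exceeded 10 CPM in every library (*Sfta2*, *Etv5*, *Ctsh*, *Cxcl15*, *Lpcat1* and *Emp2*). This was fewer than the majority set as the criterion for a full lung-epithelium programme in the organoid cells. It was close to the 33.0% of 21560 protein-coding genes that do. *Abca3*, *Lamp3*, *Napsa* and *Foxa2* had been looked at before and were left out of the list. In untreated LGR5- cells their means were 28.8, 23.2, 4.72 and 23.2 CPM. The list alone thus does not cover what is known of the programme and cannot decide for or against a full one. Of the list, 12 genes lay above the limit for a count of 0 in every library. Among 12 hepatocyte genes 0 exceeded 10 CPM in every library, and among 10 cholangiocyte genes 7 did. A full or partial lung-epithelium programme, and a different origin of the cells, stay open as possible explanations. Neither a second tissue nor another organoid line is part of the design, so apart from the count over the lung-epithelium list no biological explanation was tested.

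*Hba-a1* (ENSMUSG00000069919), an alpha-globin gene outside those the paper reports, had 3 to 10 reads in the 6 untreated libraries and 358 to 893 in the 6 libraries of 5-FU-treated cells. In LGR5+ cells it rose from 0.375 ± 0.165 to 40.9 ± 9.96 CPM (SD, n = 3 each), a log2 fold change of 6.73 (standard error 0.45, adjusted *P* = 1.15e-06, edgeR). In LGR5- cells it rose from 0.318 ± 0.201 to 38.1 ± 15.2 CPM, a log2 fold change of 6.86 (standard error 0.45, adjusted *P* = 2.17e-06, edgeR). With single libraries left out, these log2 fold changes lay between 6.42 and 6.94 and between 6.59 and 7.50. RNA of red blood cells in the treated libraries would bring beta-globin, but the largest count of *Hbb-bs* or *Hbb-bt* in any library was 1. *Hba-a2*, a copy of similar sequence, had at most 1 read, so it is uncertain how reads common to both copies were assigned. The reads of both copies together rise in every treated library either way. A response of the cells to 5-FU is a hypothesis that these values leave open.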

How the results depend on the processing

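The alternatives were set before the data were examined, except the comparison of unlogged CPM means, which was chosen after seeing the values.

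Between untreated LGR5+ and LGR5- cells, 74 genes passed both thresholds. The number was 6 with at least 10 reads required in every library and 357 without a filter, which test 13036 and 27776 genes in place of 16157, and these sets share 5 and 57 of the 74 genes. It was 13 when only the libraries compared were fitted, 196 with unlogged CPM means, and from 75 to 205 across the 6 fits that each left out one library. The libraries that moved it by more than 1.5 times were LGR5- replicate 1 (200), replicate 2 (205) and replicate 3 (125) and LGR5+ replicate 2 (126). Of the 74 genes 21 were higher and 53 lower in LGR5+ cells, against 111 and 14 without LGR5- replicate 3, which share 17 of the 74. No gene had an adjusted *P* under 0.05 in any setting except 9 with unlogged CPM means (0 otherwise, against 214 at an unadjusted *P* under 0.05).

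Between 5-FU-treated LGR5+ and LGR5- cells, the 274 genes past both thresholds became 732 without a filter, 56 with at least 10 reads, 501 with unlogged CPM means and 164 to 468 with single libraries left out, with LGR5- replicates 1 (465), 2 (468) and 3 (164) moving it by more than 1.5 times. At an adjusted *P* under 0.05 the 0 genes became 11 without a filter, 82 with DESeq2 and 14 with unlogged CPM means (2095 at an unadjusted *P* under 0.05).

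For 5-FU in LGR5+ cells, 1168 genes became 574 with at least 10 reads. The 714 higher and 454 lower became 756 and 811 without 5-FU-treated replicate 1. The 2590 genes at an adjusted *P* under 0.05 became 4045 when only the libraries compared were fitted, which share 2520 of them, 360 with unlogged CPM means, and 1373 to 2488 with single libraries left out, lowest without untreated replicate 3 (1586), 5-FU-treated replicate 2 (1451) and 5-FU-treated replicate 3 (1373). In LGR5- cells, 1131 genes became 1806 without a filter and 564 with at least 10 reads. The 686 higher and 445 lower became 738 and 780 without 5-FU-treated replicate 1 and 1064 and 472 without untreated replicate 3. The 2489 at an adjusted *P* under 0.05 became 1282 when only the libraries compared were fitted, 26 with unlogged CPM means, and 1562 to 3418 with single libraries left out, lowest without untreated replicates 1 (1562) and 2 (1645) and 5-FU-treated replicate 2 (1647). For LGR5+ against LGR5- cells averaged over treatments, 0 genes (1960 at an unadjusted *P* under 0.05) became 7 without a filter, 34 with DESeq2, 2 with the replicate block and 0 to 3 with single libraries left out, with 3 without untreated LGR5+ replicate 1. Of the genes of Supplementary Data 4, 12 passed both thresholds in the listed direction, and this number became 63 without a filter, 1 when only the libraries compared were fitted and 179 with unlogged CPM means. The difference between the responses of the populations gave 0 genes (254 at an unadjusted *P* under 0.05) in the 6 alternatives run for it and in the 12 fits that each left out one library. For it and for the average over treatments, a fit of only the libraries compared is the fit of all 12, and unlogged CPM means were not run.

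The log2 fold change of *Lgr5* changed sign in 3 settings. Between untreated populations it lay from -0.30 to 0.0256 with single libraries left out, the latter without LGR5- replicate 3. Between treated populations it lay from -0.0655 (without LGR5- replicate 2) to 0.42. After 5-FU in LGR5+ cells it was -0.0153 with library size only, a setting that moves the median log2 fold change of all genes in this comparison from -0.02 to -0.10.

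Among the other named genes, *Exo1* and *Lig1* passed an adjusted *P* under 0.05 after 5-FU in LGR5+ cells with the replicate block (0.0032, over a range of 0.0032 to 0.282, and 0.0195, over 0.0142 to 0.302) and without 5-FU-treated LGR5+ replicate 1. In LGR5- cells, *Krt6b* no longer passed without a filter (0.106, over a range of 3.75e-05 to 0.106) and *Rcn3* did not without untreated replicate 3 (0.0556), 5-FU-treated replicate 2 (0.0764) or 5-FU-treated replicate 3 (0.0803, over a range of 0.00237 to 0.0803). The other named genes kept their direction and side of the threshold in the settings in which they were tested. Of the gene lists, 12 calls by fry were lost with camera and an estimated correlation, which asks a different question. With library size only, 2 medians between 5-FU-treated LGR5+ and LGR5- cells changed sign, those of the macrophage genes (from 0.0972 to -0.0115) and of the fibroblast genes (from 0.0487 to -0.0465), neither of them a call. The lists and the genes of Supplementary Data 4 were not refitted with single libraries left out. The cause of these changes was not tested apart from the number of genes that a filter leaves.

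In the other comparisons it stays open for some libraries whether replicate numbers pair them. The deviations of same-numbered libraries correlated at 0.48, -0.12 and 0.22 (untreated LGR5+ and LGR5- cells), -0.08, -0.17 and 0.02 (5-FU in LGR5+ cells) and 0.05, 0.28 and 0.42 (5-FU in LGR5- cells). Replicate 1 of the untreated LGR5+ and LGR5- cells were the closest libraries of all pairs, with a chi-square per degree of freedom of 4.74. The lowest value within a group was 16.7. With replicate number as a block, 54 genes passed both thresholds between untreated and 259 between treated populations. This block sets the same replicate effect for untreated and treated cells, so it does not model pairs within the treated libraries alone. RLE size factors moved no count of genes by more than 1.5 times.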

Differences from the paper's values

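Apart from *Sox2* and a search of settings made with the paper's numbers in view, why these values differ was not tested.

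Between untreated LGR5+ and LGR5- cells, 74 genes passed the paper's thresholds, against the paper's 196. Of the alternatives set before the data were examined, leaving out untreated LGR5- replicate 1 (200) or replicate 2 (205) gave numbers near the paper's, and the others did not, with 6 to 357 genes. Of these genes 21 were higher in LGR5+ cells, against the paper's 107 in Supplementary Data 4. The alternatives near that value were no filter (114) and leaving out untreated LGR5- replicate 3 (111, with 14 lower). The genes lower in LGR5+ cells were 53, against the paper's 89, and the alternative near that value was leaving out untreated LGR5+ replicate 2 (115). None of these alternatives came near all 3 of the paper's values together.

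A per-gene comparison of mean CPM with a pooled variance, without log transformation, moderation or filter, in which a mean of 0 in one group counts as past the fold limit, gave 196 genes, 107 higher and 89 lower. For 5-FU-treated against untreated LGR5+ cells it gave 1464 genes, the paper's number, where edgeR gave 1168. This setting was chosen after seeing the values, as the only 1 of 17 settings compared with the paper's numbers that gave them. A match found by such a search is weaker evidence than one from a setting fixed beforehand. It is not known to be the paper's method, which the paper's text does not name. Near it, raw counts gave 196 genes (99 higher, 97 lower) and 1478, size factors of all libraries gave 207 and 1476, and separate variances gave 126 and 1141. Of its 196 genes, 90 had a mean of 0 in one group, 183 (93.4%) had at most 10 reads in every untreated library and 9 had an adjusted *P* under 0.05. By name, 179 of the 181 matched genes of Supplementary Data 4 were among them.

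The paper names 8 genes as higher in untreated LGR5+ cells. With edgeR 1 of them, *Mboat4*, passed both thresholds. None of the 8 passed without untreated LGR5- replicate 1, when only the libraries compared were fitted or with at least 10 reads in every library. Without a filter *Spn* and *Mboat4* passed, with the replicate block *Palm3* and *Mboat4* did, and with unlogged CPM means, chosen after seeing the values, all but *Sox2* did. *Sox2*, which the paper gives as higher in LGR5+ cells, had a log2 fold change of 0.51 (standard error 0.69) and passed in no setting. Of the genes that Supplementary Data 3 lists after 5-FU, 3 of those tested fell short of the paper's fold limit: *Tgfbr3* and *Chek1*, both with a log2 fold change of -1.47, and *Lig1*, with -1.46. *Lig1* exceeded it with library size only, with the replicate block (-1.72) and without 5-FU-treated LGR5+ replicate 1 (-2.22). *Tgfbr3* and *Chek1* were not followed through the alternatives.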

Other observations

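The counts of splits of the libraries and the test on *Sox2ot* were chosen only after the results they concern had been seen, and so was the requirement that a shared effect persist without the LGR5- replicate 3 libraries. The splits without 5-FU-treated LGR5- replicate 3, the correlations without other libraries and the requirement that the real number lie within the simulated draws were also set after the first results. The simulation of low counts and the correlation without the LGR5- replicate 3 libraries were set before theirs.

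Each comparison of 3 against 3 libraries was repeated for all 10 splits of its 6 libraries, so that a share cannot fall under 0.1. For untreated LGR5+ against LGR5- cells, 9 of the 10 splits gave at least as many genes past both thresholds as the real one. For 5-FU-treated LGR5+ against LGR5- cells, the real split alone gave 274 genes past both thresholds (1 of 10). For 5-FU in LGR5+ cells and for 5-FU in LGR5- cells, 1 of 10 splits, the real one, gave as many genes by either count. The largest other split gave 141 genes past both thresholds in LGR5+ cells, against 1168, and 549 in LGR5- cells, against 1131. At an adjusted *P* under 0.05 the real split gave 2590 genes in LGR5+ cells, against 0 in each of the others, and 2489 in LGR5- cells, against at most 1. These numbers lie far above those of the other splits. With 10 splits no share lies under 0.1, so by the splits alone chance differences between the libraries and the condition cannot be told apart. The rise of all 22 p53 targets in both populations, a list written before the data were examined, goes with the condition. At an adjusted *P* under 0.05 the real splits of the untreated and of the treated populations gave 0 genes (214 and 2095 at an unadjusted *P* under 0.05). Any split reaches 0, so the 10 of 10 splits that do so are no test.

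Among the splits of the untreated libraries, 1 stands out. LGR5- replicates 1 and 2 with LGR5+ replicate 1, against LGR5- replicate 3 with LGR5+ replicates 2 and 3, gave 482 genes past both thresholds and 295 at an adjusted *P* under 0.05. The first 3 of these libraries had 16445, 17335 and 15665 CPM of *Sftpc* and the other 3 had 3440.0, 5764 and 4891 CPM. The labels give no batch that follows this split, and its cause was not tested.

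Between 5-FU-treated LGR5+ and LGR5- cells, the LGR5- library with a high mitochondrial share (replicate 3, 6.44% of its reads) bears on the number of genes. Without it 164 genes passed both thresholds, in place of 274. Of the 4 splits of the 5 remaining libraries that part both remaining pairs, 1, the real one, gave as many, and the highest of the others gave 55. Splits that keep a pair together gave up to 369. With 4 splits, chance and a difference between the populations cannot be told apart, and how much of the 274 this library accounts for stays open.

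The differences between LGR5+ and LGR5- cells correlated across genes between untreated and treated cells (Pearson's *r* = 0.443 over the genes tested, which are not independent replicates). Of 20 labellings of the treated libraries, 1, the real one, gave a correlation as high, the next being 0.364, and 182 of the 214 genes at an unadjusted *P* under 0.05 in untreated cells (85.0%) went the same way in treated cells. Without both LGR5- replicate 3 libraries the correlation was -0.0204, and 6 of 10 labellings gave one as high. It lay between 0.206 and 0.519 when both libraries of any other replicate number and population were left out, lowest without both LGR5+ replicate 1 libraries. This argues against a difference between LGR5+ and LGR5- cells shared by both treatments as the whole source of the correlation and is consistent with an effect of these 2 libraries, in which the composition of the sorted cells and the quality of the RNA cannot be separated.

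The comparison of unlogged CPM means called many genes in simulated counts without a difference between the populations. In 100 simulated sets with 1 mean per gene for all 6 untreated libraries, this comparison called a median of 311 genes (263 to 352), of which a median of 227 had at most 10 reads. The real number, 196, lies below all 100 draws, so the simulation does not give the number seen and overstates it. It leaves open how many of the 196 genes differ between the populations. Among splits of the untreated libraries, 8 of 10 gave at least 196 genes. For 5-FU in LGR5+ cells, 1 of 10 splits, the real one, gave 1464 genes.

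*Sox2* is listed in Supplementary Data 4, but in the comparison of unlogged CPM means its log2 ratio was 0.59 and it was not past the thresholds. *Sox2ot*, which overlaps it, was past them and is not listed. A candidate explanation is that *Sox2ot* was entered under the name *Sox2*. By direction, 9 listed names up and 8 down had no call of that name, and 9 calls up and 8 down had a name that is not listed, so that other names differ too. The test on *Sox2* cannot show which identifier the authors used.

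*Lgr5* did not differ beyond its replicates in any comparison. Between 5-FU-treated LGR5+ and LGR5- cells its log2 fold change was 0.11 (standard error 0.23, adjusted *P* = 0.842, edgeR), with 27.0 ± 0.196 and 25.1 ± 9.50 CPM (SD, n = 3 each), and it was -0.07 without LGR5- replicate 2. After 5-FU it was 0.07 (standard error 0.23, adjusted *P* = 0.876, edgeR) in LGR5+ and -0.20 (standard error 0.23, adjusted *P* = 0.618, edgeR) in LGR5- cells.

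The 5-FU response of LGR5- cells, which the paper's text does not discuss, resembled that of LGR5+ cells. Of the genes at an adjusted *P* under 0.05, 1767 were shared and all of these changed in the same direction, 823 were called in LGR5+ cells alone, 810 of which went the same way in LGR5- cells, and 722 in LGR5- cells alone, 713 of which went the same way in LGR5+ cells. Across genes called in either, the log2 fold changes correlated at 0.930, and the slope over shared genes was 1.02. These genes were selected on the same libraries, and over all genes tested the correlation was 0.831. Replicate numbers pair the 5-FU-treated libraries of both populations, so the responses are not independent. A test of the difference between the responses gave 0 genes at an adjusted *P* under 0.05 (254 at an unadjusted *P* under 0.05), a count that 100 of 100 splits reach whatever the labels, so the splits are no test of it. On simulated counts this test recovered 55.8% of changes of 2 and 2.86% of changes of 1 on the log2 scale, so small differences can be missed. The average difference between LGR5+ and LGR5- cells over both treatments also gave 0 genes (1960 at an unadjusted *P* under 0.05), and the splits are no test of it either. The smallest *P* for the difference between responses belonged to *Stfa3*, *Rpl30-ps10*, *Gm10123*, *Adgrg1* and *Lyz2*, each with an adjusted *P* of 1.00 (edgeR). *Rpl30-ps10* and *Gm10123* resemble other genes in sequence and can share their reads.

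In LGR5- cells the highest fitted log2 fold changes after 5-FU, an order that depends on the prior count where a group is at or near 0 reads, were those of *Krt6b* (at least 18.2-fold), *Ces2f* (at least 10.8-fold), *Krt16* (at least 59.6-fold), *Ms4a10* (at least 6.92-fold) and *Ces2e*, with a log2 fold change of 7.26 (standard error 0.55, adjusted *P* = 3.30e-06, edgeR). The lowest were those of *Atp6v1b1* (at least 10.3-fold lower), *Chac1* (log2 fold change -4.07), *Rcn3* (at least 5.44-fold lower), *Aldh1l2* (-3.75) and *Lix1* (-3.67). *Rcn3* had an adjusted *P* of 0.022, and of 0.0556, 0.0764 and 0.0803 without untreated replicate 3, 5-FU-treated replicate 2 and 5-FU-treated replicate 3 (range over the alternatives 0.00237 to 0.0803). The *Ces2* and keratin genes have paralogs among which reads can be divided.

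Of the gene lists, p53 targets rose after 5-FU with a median log2 fold change of 1.33 (adjusted *P* = 1.09e-04, fry) in LGR5+ cells and 1.49 (adjusted *P* = 1.09e-04, fry) in LGR5- cells, with all 22 genes higher. In LGR5+ cells 19 of them had an adjusted *P* under 0.05 over all genes and 20 when adjusted over the list alone. Cell cycle and replication genes fell, with a median of -1.33 (adjusted *P* = 0.0301, fry) and -1.69 (adjusted *P* = 0.0138, fry) and all 25 lower in both. Notch targets, of which 3 of 8 were tested, had medians of 0.84 (adjusted *P* = 0.00264, fry) and 0.89 (adjusted *P* = 7.97e-04, fry), and progenitor and stem cell genes 0.46 (adjusted *P* = 0.00264, fry) and 0.45 (adjusted *P* = 0.00770, fry). Wnt targets, which include *Lgr5*, had -0.25 (adjusted *P* = 0.862, fry) and -0.11 (adjusted *P* = 0.593, fry). With camera and an estimated correlation, only the p53 lists kept an adjusted *P* under 0.05. Camera asks whether a list changes more than the other genes, so a call lost with it does not decide whether the list changes. Of the 25 cell cycle and replication genes, 14 in LGR5+ and 22 in LGR5- cells were lower at an adjusted *P* under 0.05 over all genes (edgeR). The progenitor list shares *Cd44* with the Wnt targets and *Epcam* and *Sox9* with the cholangiocyte list, and holds *Sox2*, which the paper names.

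Of the lists of cell types, 6 of 11 macrophage genes were tested and rose after 5-FU, with medians of 1.54 (adjusted *P* = 0.0138, fry) in LGR5+ and 1.37 (adjusted *P* = 0.00858, fry) in LGR5- cells. None of the 11 exceeded 10 CPM in every library. Their highest means over all libraries were those of *Lyz2* (42.8 CPM) and *Cd68* (20.7 CPM), and *Csf1r* and *C1qa* had 0.217 and 0.0831 CPM. Of 9 mast cell genes 2 were tested, *Kit* and *Mcpt8*, with medians between LGR5+ and LGR5- cells of 1.57 (adjusted *P* = 0.0145, fry) in untreated and 1.13 (adjusted *P* = 0.0105, fry) in treated cells. With genes at the limit set to their bound the first median was 1.04. *Mcpt8*, which lies at that limit in untreated LGR5- cells, has the larger of the 2 values and is listed as up in Supplementary Data 4 from the same untreated libraries, so the first is not independent evidence. The tissue expresses *Kit* of this list (14.0 CPM on average), whereas *Mcpt4*, *Cpa3*, *Tpsab1* and *Fcer1a* had 0 reads. *Cma1*, which the paper names, was not tested. Cholangiocyte genes had a median of 0.53 (adjusted *P* = 0.0138, fry) between treated LGR5+ and LGR5- cells and 0.22 (adjusted *P* = 0.0145, fry) after 5-FU in LGR5+ cells. The calls for macrophage, mast cell and cholangiocyte lists were lost with camera. The endothelial, fibroblast and hepatocyte lists gave no call by fry in any comparison (0 of 12 hepatocyte genes over 10 CPM in every library, and *Hnf4a* at most 2 reads). The lowest adjusted *P* among these lists was 0.219 (fibroblast genes, 5-FU in LGR5- cells, fry). Single fibroblast genes did change after 5-FU: in each population 2, 1 higher and 1 lower, had an adjusted *P* under 0.05 over all genes (edgeR).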
